# IGF2BP3 recognizes m^6^A to regulate histone-to-protamine replacement during mouse sperm development

**DOI:** 10.1038/s44318-025-00659-y

**Published:** 2025-12-05

**Authors:** Dazhuang Wang, Zhenyi Huang, Yichun Zhou, Peiyan Chen, Gang Chang, Liwei Ke, Congying Jing, Haojie Yang, Jiexiang Zhao, Shaofang Ren, Yi Zheng, Yuhan Chen, Yunfan Xiang, Jun Liu, Mei Wang

**Keywords:** IGF2BP3, m^6^A Reader, Translation Inhibition, Protamine Replacement, Spermiogenesis, Chromatin, Transcription & Genomics, Development, RNA Biology

## Abstract

Post-meiotic development of spermatids is under the control of a sophisticated RNA metabolic network, wherein the N6-methyladenosine (m^6^A) modification of mRNA, and proteins that bind to it, exert crucial functions in regulating sperm development from spermatogonia to spermatocytes. However, which m^6^A recognition proteins are involved in male post-meiotic spermiogenesis, and via which regulatory mechanisms, remains largely unknown. Here, we uncover the involvement of the m^6^A reader protein IGF2BP3 in the regulation of post-meiotic spermatid development. Genetic ablation of *Igf2bp3* results in spermatogenesis defects, leading to male sub-fertility or even infertility. Mechanistically, IGF2BP3 loss-of-function leads to the excessive translation of its target RNAs associated with histone-to-protamine replacement, particularly *Dot1l* and *Hdac11*. IGF2BP3 translationally represses these targets through its m^6^A-binding property and through its interaction with its binding partner YBX2. Sperm developmental defects of IGF2BP3 knockout mouse can be rescued by siRNAs targeting *Dot1l* and *Hdac11*. Collectively, our findings define the essential role of IGF2BP3-dependent regulation of protein biosynthesis in histone-to-protamine replacement during spermiogenesis, helping to understand the functions of m^6^A RNA modification in sperm development and male fertility.

## Synopsis

The functional and regulatory roles of RNA N6-methyladenosine (m^6^A) modification recognition proteins in post-meiotic spermiogenesis remain unclear. This study shows that in murine post-meiotic spermatids, the m^6^A reader IGF2BP3 together with its cofactor YBX2 regulates biosynthesis of proteins associated with the histone-to-protamine transition.

- IGF2BP3 is specifically expressed in post-meiotic spermatids in mouse testes.
- Male mice lacking IGF2BP3 display composite phenotypes resembling human oligoasthenoteratozoospermia.
- The IGF2BP3-YBX2 complex translationally represses m⁶A-modified RNAs, such as *Dot1l* and *Hdac11*, that are essential for histone-to-protamine exchange and spermatid maturation.
- siRNAs targeting DOT1L and HDAC11 significantly rescue the sperm developmental defects in *Igf2bp3*-KO mouse.

## Abstract (web summary)

The m^6^A reader protein IGF2BP3 cooperates with YBX2 to facilitate correct spermiogenesis by suppressing translation of *Dot1l* and *Hdac11* mRNAs.

## Introduction

Male germ cell development is precisely regulated by a sophisticated transcriptional network (Wang et al, 2018; Zhao et al, 2021). During these sequential processes, like post-meiotic spermiogenesis, a cluster of mRNAs needs to be synthesized and stored in messenger ribonucleoproteins (mRNPs), ensuring the translational fine-tuning for dosage and temporal control of specific proteins in spermatids. A group of RNA-binding proteins (RBPs) has been identified as critical regulators during spermiogenesis, controlling mRNA storage, elimination, and translation. For instance, Piwi-like RNA-mediated gene silencing 1 (Piwil1) has a dual function in mRNA decay and translation activation during spermiogenesis (Dai et al, 2019; Gou et al, 2014); YBX2 and YBX3 enable the mRNA storage in round spermatids by repressing its translation until they are needed for translation in elongating spermatids (Snyder et al, 2015; Yang et al, 2005a; Yang et al, 2007). However, the regulatory mechanism linking RNA stability and translation during post-meiotic spermatids has been largely unknown.

The post-meiotic phase of spermatogenesis involves spermatozoa maturation and several fundamental processes, such as chromatin compaction and flagellar development. Dysregulation at each step is highly associated with male infertility or subfertility (Bao and Bedford, 2016; Kleene, 2001, 2013; Steger, 2001; Zhang et al, 2020). During these processes, the histone-to-protamine transition is tightly coordinated with the chromatin remodeling and involves a group of epigenetic modification regulators, including some histone acetyltransferases, deacetylases, methyltransferases, and demethylases, which are dynamically expressed (Hundertmark et al, 2018; Li et al, 2022; Okada et al, 2007; Ou et al, 2025). Yet, whether these epigenetic regulators are precisely controlled at the transcriptional or translational levels by RNA-binding proteins remains to be fully elucidated.

N^6^-methyladenosine (m^6^A), the most prevalent mammalian internal mRNA modification, is present in all the spermatogenic cells, with particularly high enrichment in spermatids (Lin et al, 2017; Xu et al, 2017). The dynamics of m^6^A are regulated by the interplay between RNA methyltransferases (‘writers’) and demethylases (‘erasers’). Additionally, ‘readers’ or recognition proteins recognize m^6^A-modified RNAs and regulate their metabolism to perform their functions (Li et al, 2017; Liu et al, 2014; Wang et al, 2014; Wang et al, 2015; Zheng et al, 2013). During spermatogenesis, the functions and regulatory mechanisms of a cohort of m^6^A binding proteins have been extensively illuminated (Hsu et al, 2017; Kasowitz et al, 2018; Lasman et al, 2020; Qi et al, 2022; Tan et al, 2023b). Yet, it is still uncertain which binding protein is responsible for regulating post-meiotic m^6^A-modified RNAs during spermiogenesis. Insulin-like growth factor 2 mRNA-binding protein 3 (IGF2BP3) belongs to the family member of IGF2BPs, which includes IGF2BP1, IGF2BP2, and IGF2BP3. IGF2BP3, a well-known RBP and newly-identified m^6^A recognition protein, is highly conserved between zebrafish, *Xenopus*, chicken, mouse, and human (Deshler et al, 1998; Hammer et al, 2005; Huang et al, 2018; Huttelmaier et al, 2005; Mori et al, 2001; Ren et al, 2020; Sun et al, 2019; Vong et al, 2021; Zaccara et al, 2019). Recently, the pathological implications of IGF2BP3 in different types of cancers have been well-documented (Huang et al, 2018; Tang et al, 2023; Tran et al, 2022; Yang et al, 2023). Besides, it actively participates in oocyte, embryo, and placenta development (Li et al, 2014; Mori et al, 2001; Ren et al, 2020; Vong et al, 2021). However, the predominantly expression of IGF2BP3 in adult human and mouse testis led us to consider its possible involvement in spermatogenesis (Hammer et al, 2005).

In this study, we systematically identified the expression dynamics of IGF2BP3 from pachytene spermatocytes to elongating spermatids in mouse testes. Genetic ablation of mouse *Igf2bp3* resulted in male subfertility or infertility, characterized by sperm developmental defects and histone retention. The underlying mechanism involved in aberrant translational activation of m^6^A-modified RNAs related to histone-to-protamine transition when IGF2BP3 was deleted during spermiogenesis. These findings highlight the physiological significance of IGF2BP3 in sperm development and provide insights into its translational repression in male fertility.

## Results

### IGF2BP3 locates in late spermatocytes to elongating spermatids in mouse testes

In previous studies, mRNA m^6^A modifications had shown enrichment in late spermatocytes and spermatids compared to that in spermatogonia and early spermatocytes (Lin et al, 2017). To determine the m^6^A binding proteins in post-meiotic spermatids, we examined the coding genes of reported m^6^A binding proteins. It showed the highly specific expression of *Igf2bp3* in spermatids with our previously described mouse testicular single-cell RNA sequencing (scRNA-seq) data (Zhao et al, 2021) (Appendix Fig. S1A), implying the potential involvement of IGF2BP3 in the regulation of m^6^A-modified mRNAs during sperm maturation. Subsequently, western blot analysis was performed to determine its predominant expression in the adult mouse testis and a relative enrichment from the 2-week to 4-week testes, suggesting the active expression in spermatocytes and spermatids (Fig. 1A,B). Immunostaining of the mouse testis and epididymis further confirmed that IGF2BP3 exhibited low-level expression in spermatogonia, showed relative accumulation from pachytene spermatocytes to step 12 spermatids, but not in epididymal spermatozoa (Fig. 1C–F; Appendix Fig. S1B). Moreover, the rare occurrence of IGF2BP3 in mouse testicular somatic cells was observed at both transcriptional and protein levels (Appendix Fig. S1C,D). Overall, these results demonstrated the specific localization of IGF2BP3 from pachytene spermatocytes to early stage of elongating spermatids in adult mouse testes.

**Figure 1:**
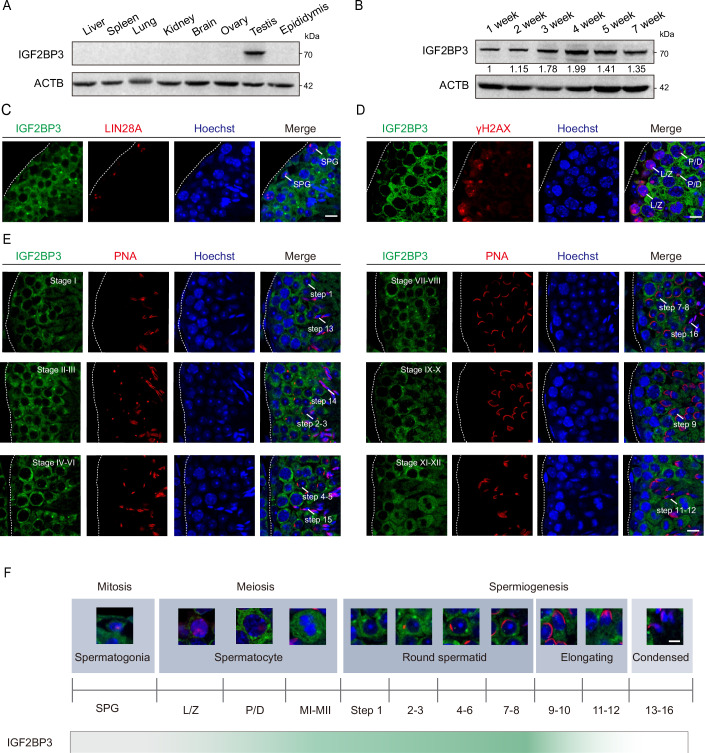
IGF2BP3 is expressed from pachytene spermatocytes to elongating spermatids in mouse testes. (**A**, **B**) Western blotting analysis of the protein levels of IGF2BP3 in adult mouse tissue extracts (**A**), and mouse testes at different postnatal weeks (**B**) with ACTB as the internal control. The values below each band represent the relative expression levels of IGF2BP3. (**C**) Immunofluorescence of IGF2BP3 (green) and LIN28A (red) in adult testicular paraffin sections from 8-week-old mice. SPG, spermatogonia. Scale bar, 10 μm. (**D**) Immunofluorescence of IGF2BP3 (green) and γH2AX (red) in adult testicular paraffin sections from 8-week-old mice. L/Z leptotene or zygotene spermatocytes, P/D pachytene or diplotene spermatocytes. Scale bar, 10 μm. (**E**) Immunofluorescence of IGF2BP3 (green) and PNA (red) in adult testicular paraffin sections showing with distinct stages of the seminiferous epithelium cycles from 8-week-old mice. The signals of IGF2BP3 in different steps of spermatids were indicated, respectively. Scale bars, 10 μm. (**F**) Scheme of IGF2BP3 expression dynamics during spermatogenesis. Green marks the protein level of IGF2BP3. SPG spermatogonia, L/Z leptotene or zygotene spermatocytes, P/D pachytene or diplotene spermatocytes, MⅠ-MⅡ metaphase Ⅰ to Ⅱ. Scale bars, 5 μm. Dotted borders in (**C**–**E**) demarcates the basement membrane of the seminiferous tubule. Source data are available online for this figure.

### IGF2BP3 deficiency impairs sperm development and male fertility

Then, gene knockout mice were generated to evaluate the function of IGF2BP3 in spermatogenesis. Structurally, IGF2BP3 possesses two RNA recognition motifs (RRM) and four K-homology (KH) domains, with the KH domains playing a crucial role in RNA binding and regulation (Degrauwe et al, 2016). Therefore, Cas9 mRNA and gRNA targeting the KH1 domain in exon 6 of mouse *Igf2bp3* locus were co-injected into pronucleus zygotes to produce founder mouse with frameshift mutants (Fig. EV1A). Both female and male heterozygous knockout mice (*Igf2bp3*^+/−^) were fertile to obtain homozygous knockout mice (*Igf2bp3*^−/−^), of which the IGF2BP3 deletions were validated in testes via western blot and immunostaining analysis (Fig. EV1B,C). Moreover, off-target effects of CRISPR-Cas9 were not observed in *Igf2bp3*^−/−^ testis (Dataset EV1). Meanwhile, the expression of IGF2BP1 as well as IGF2BP2 did not show any perturbations in *Igf2bp3*^−/−^ testis, excluding the redundancy effect of the IGF2BPs family (Fig. EV1C).

Furthermore, adult *Igf2bp3*^−/−^ males exhibited sub-fertility or even sterility, with testes approximately half the size of those in *Igf2bp3*^+/+^ (wild-type, WT) and *Igf2bp3*^+/−^ mice (Fig. 2A–C). The concentration and motility of epididymal sperm from *Igf2bp3*^−/−^ males were significantly declined compared to those from WT and heterozygous knockout mice (Figs. 2D,E and EV1D,E; Movies EV1–3). Besides, an increase in the rates of malformation and DNA damage was observed in *Igf2bp3*^−/−^ spermatozoa compared to controls (Fig. 2F,G). Collectively, male mice lacking IGF2BP3 displayed composite phenotypes resembling human oligoasthenoteratozoospermia. HE staining revealed the presence of all types of spermatogenic cells and somatic cells within *Igf2bp3*^−/−^ seminiferous tubules (Fig. 2H). However, a significantly higher number of cells with abnormal nuclei were detected in the central region of *Igf2bp3*^−/−^ seminiferous tubules, accompanied with a decrease in the cross-sectional area of each tubule (Figs. 2H and EV1F,G). Furthermore, the loss of haploid spermatids (including round spermatids (RS), elongating spermatids (ES), and condensed spermatids (CS)) was found in *Igf2bp3*^−/−^ testes without significantly affecting their proportion of spermatogonia, spermatocytes, and Sertoli cells (Figs. 2I and EV1H; Appendix Fig. S2A–D). Consistently, TUNEL signals predominantly accumulated in ES and CS of *Igf2bp3*^-/-^ mice compared to those of *Igf2bp3*^+/−^ mice (Fig. 2J,K), indicating the necessity of IGF2BP3 in the spermatid maturation.

**Figure 2:**
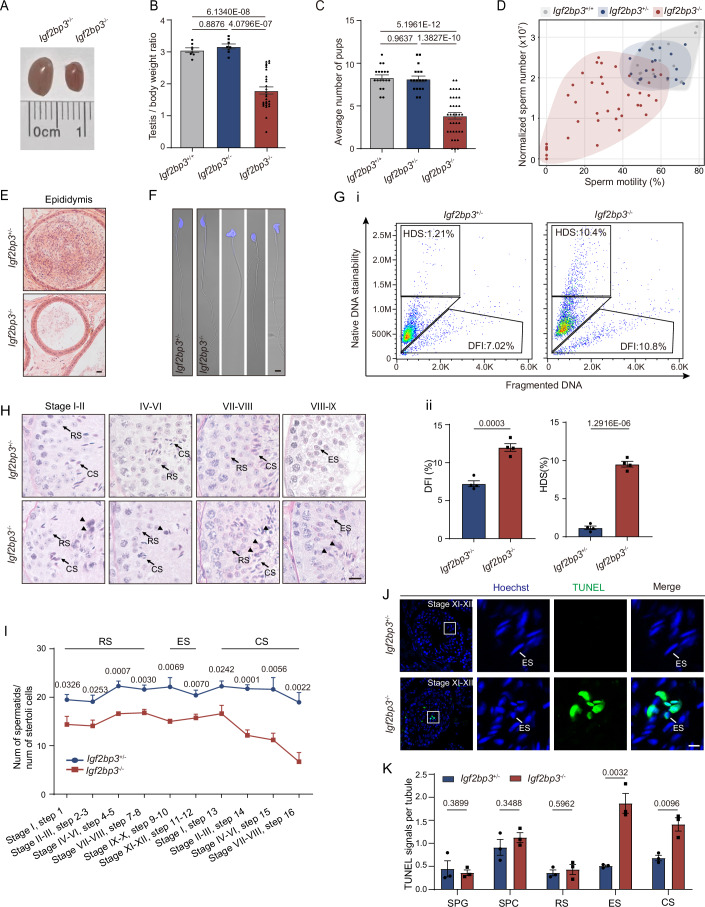
IGF2BP3 deficiency leads to spermatogenesis defects and spermatids loss. (**A**) Morphology of representative testes from adult *Igf2bp3*^*+/−*^ and *Igf2bp3*^*−/−*^ mice. (**B**) Bar plot showing the ratios of testis weight (mg) to body weight (g) between adult *Igf2bp3*^*+/+*^ (*n* = 8), *Igf2bp3*^+/−^ (*n* = 8), and *Igf2bp3*^−/−^ (*n* = 28) mice. *P* values were calculated by one-way ANOVA. Each bar represents the mean ± SEM from biological replicates. (**C**) Bar plot showing the litter size of adult *Igf2bp3*^+/+^ (*n* = 18), *Igf2bp3*^+/−^ (*n* = 18), and *Igf2bp3*^−/−^ (*n* = 36) males mating with wild-type females. Each male mated with at least two females and the plugged females were counted. *P* values were calculated by one-way ANOVA. Each bar represents the mean ± SEM from biological replicates. (**D**) Scatter plot showing the percentage of motile sperm and the corresponding concentration of epididymal spermatozoa from *Igf2bp3*^+/+^ (*n* = 16), *Igf2bp3*^+/−^ (*n* = 18), and *Igf2bp3*^−/−^ (*n* = 39) mice. (**E**) H&E staining of caudal epididymis sections from adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ males. Scale bar, 20 μm. (**F**) Representative DIC micrograph images of spermatozoa from adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice with nuclei counterstained with Hoechst (blue). Scale bar, 20 μm. (**G**) Flow cytometry analysis (**i**) and its corresponding statistical results (**ii**) of the DNA fragmentation index (DFI) and high DNA stainability (HDS) of epididymis spermatozoa from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Unpaired two-tailed *t* test. Each error bar represents the mean ± SEM from biological replicates. (**H**) PAS staining of adult testicular paraffin sections showing with distinct stages of the seminiferous epithelium cycles from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Arrowheads indicate cells with abnormal agglutinated nuclei. RS round spermatids, ES elongating spermatids, CS condensed spermatids. Scale bar, 10 μm. (**I**) Ratios between spermatids and Sertoli cells in tubule cross sections of specific stages of seminiferous epithelial cycles and corresponding spermatid development steps were shown. Unpaired two-tailed *t* test. Error bars, *n* = 4 biological replicates, mean ± SEM. (**J**) TUNEL assay of adult testicular paraffin sections from *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Scale bar, 5 μm. (**K**) Bar plot showing the numbers of TUNEL-positive spermatogenic cells per tubule in *Igf2bp3*^+/-^ and *Igf2bp3*^−/−^ testes. SPG spermatogonia, SPC spermatocytes. Unpaired two-tailed *t* test. Each error bar represents the mean ± SEM from three biological replicates. Source data are available online for this figure.

### IGF2BP3-deletion disturbs histone-to-protamine exchange in mouse spermatids

Subsequently, the ultrastructure of spermatozoa was examined using electron microscopy, revealing nuclear compaction defects in IGF2BP3-deleted sperm (Fig. 3A). The histone-to-protamine exchange is a crucial process facilitating nuclear agglutination during spermatid maturation in testes, thereby safeguarding the paternal genome against damage and mutagenesis (Gou et al, 2017; Rathke et al, 2014). However, *Igf2bp3* knockout (*Igf2bp3*-KO) epididymal spermatozoa exhibited increased retention of histones (H2A, H2B, H3, and H4) and decreased accumulation of protamines (PRM1 and PRM2) compared to control spermatozoa, confirming the defects of histone-to-protamine replacement in *Igf2bp3*^−/−^ testes (Fig. 3B,C).

**Figure 3:**
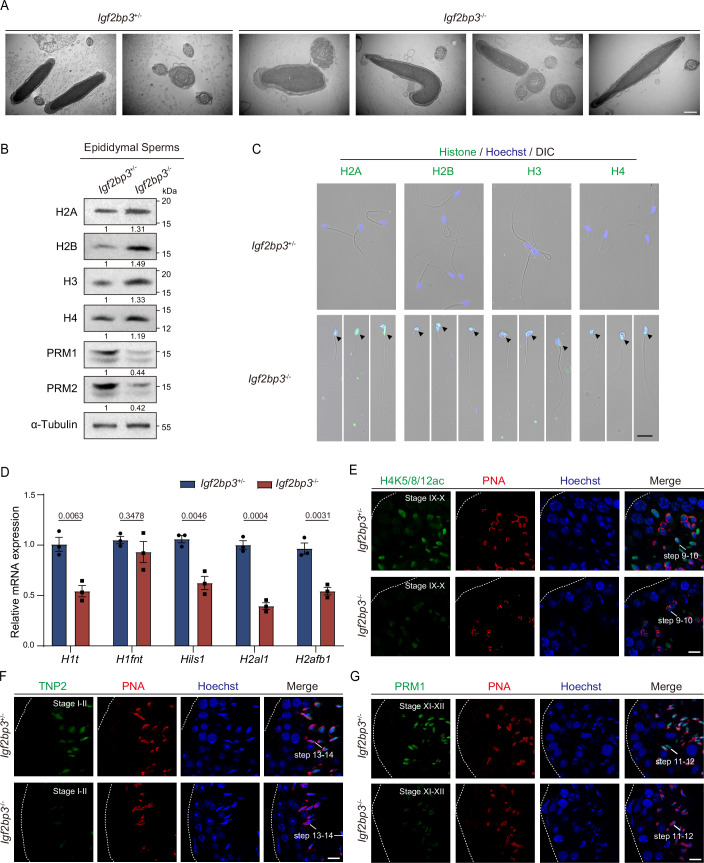
IGF2BP3 deficiency leads to impaired histone-to-protamine exchange. (**A**) Transmission electron microscopy analysis of epididymal spermatozoa showing impaired nuclear compaction in *Igf2bp3*^−/−^ compared to *Igf2bp3*^+/−^ sperm. Scale bar, 500 nm. (**B**) Western blotting analysis of the protein levels of H2A, H2B, H3, H4, PRM1 and PRM2 in epididymal spermatozoa from *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. The values below each band represent the relative expression levels of each protein, normalized using α-Tubulin as a loading control. (**C**) Immunofluorescence of H2A, H2B, H3, and H4 (green) in spermatozoa from adult *Igf2bp3*^+/−^ (top) and *Igf2bp3*^−/−^ (bottom) mice. Arrowheads indicate the histone as shown. (**D**) qPCR analysis of the relative expression levels of *H1t*, *H1fnt*, *Hils1*, *H2al1*, and *H2afb1* normalized to *β-Actin* in round spermatids from adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ testes. Unpaired two-tailed *t* test. Each error bar represents the mean ± SEM from three biological replicates. (**E**) Immunofluorescence of H4K5/8/12/ac (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Scale bar, 10 μm. (**F**) Immunofluorescence of TNP2 (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Scale bar, 10 μm. (**G**) Immunofluorescence of PRM1 (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mice. Scale bar, 10 μm. Dotted borders in (**E**–**G**) demarcates the basement membrane of the seminiferous tubule. Source data are available online for this figure.

During histone-to-protamine exchange, somatic histones are initially replaced by testis-specific histone variants accompanied with histone modification from round spermatids, followed by the transition proteins (TNPs) incorporation into spermatid nuclei prior to the ultimate replacement of protamines (PRMs) in late spermatids, achieving highly condensed genomic structures (Barral et al, 2017; Wang et al, 2019). To investigate the defects within this process, high-purity (95%) round spermatids from adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ testes were isolated for subsequent analysis, respectively (Fig. EV2A–D). We found that mRNAs encoding testis-specific histone variants (*H1t*, *Hils1*, *H2al1*, and *H2afb1*), transition proteins (*Tnp1* and *Tnp2*), and protamines (*Prm1* and *Prm2*) were significantly downregulated in *Igf2bp3*-KO round spermatids compared to control round spermatids (Figs. 3D and EV2E). Accordingly, histone modifications facilitating the eviction of histones, such as H4K5ac, H4K8ac, and H4K12ac (H4K5/8/12ac) (Goudarzi et al, 2016; Shiota et al, 2018), showed substantial decline in *Igf2bp3*^−/−^ RS and ES compared to those in control (Figs. 3E and EV2F); meanwhile, immunofluorescence staining and western blot analysis also demonstrated a significantly reduced accumulation of TNP2, PRM1, and PRM2 in *Igf2bp3*-null haploid cells, especially the ES and CS (Figs. 3F,G and EV2G–K). Thus, genetic ablation of *Igf2bp3* disrupted the histone-to-protamine replacement during spermiogenesis.

### IGF2BP3 participates in spermiogenesis by repressing RNA translation

To explore the regulatory property of IGF2BP3 in spermiogenesis, we performed enhanced crosslinking and immunoprecipitation sequencing (eCLIP-seq) on adult mouse testes, and the eCLIP-seq data fully satisfied the stringent quality control standards from the ENCODE Project and region-based fold enrichment analysis (Fig. EV3A,B; Appendix Fig. S3A). 

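The eCLIP-seq data came from testes of 8-week-old mice, in 2 replicates that each paired 1 IGF2BP3 IP library with 1 SMInput library, 4 samples in all. SMInput is RNA of the same lysate and the same size range that was sequenced without the IGF2BP3 antibody, and it serves as the background of its IP. The authors trimmed adapters, removed reads that matched ribosomal RNA, aligned the rest to mm10, collapsed PCR duplicates by unique molecular identifiers and called clusters of reads with Clipper. They then set the reads of each cluster in the IP against those in its SMInput. For each cluster, the authors' deposited table of each replicate gives the position, the strand, the −log10(P value) and the log2(fold change) of that comparison. The fold change and the P value of a cluster are therefore the authors' own values, and they were used here to describe, rank and filter clusters. A −log10(P value) of 400 stands for the strongest clusters. The tables list 337,234 clusters in replicate 1, with a median width of 42 bases, and 216,354 clusters in replicate 2, with a median width of 47 bases. Each fold change is a ratio of whole read numbers scaled by the totals of both libraries, so the totals and the reads of single clusters were worked out from the listed values. The totals were 5,133,438 usable IP reads and 8,706,391 usable SMInput reads in replicate 1. In replicate 2 they were 4,637,612 usable IP reads and 16,696,122 usable SMInput reads. With these totals, a single pair of read numbers returned both listed values for 99.0% of the clusters with a −log10(P value) between 0 and 400, in either replicate. The paper plots the unique fragments of each library in Appendix Fig. S3A, and the read numbers given here rest on the recovered totals instead. Binomial intervals on shares of clusters cover counting error only. The log2(fold change) values of 93,525 pairs of clusters that overlapped on the same strand correlated between the replicates, with a Pearson's r of 0.649 and a Spearman's rho of 0.604 across clusters, which are not independent replicates. The alternative that moved this value most was a restriction to pairs with a −log10(P value) of at least 2 in at least 1 replicate, where Pearson's r was 0.488. Pearson's r rose with the reads behind a cluster, from 0.287 for 5 to fewer than 10 reads in replicate 1 to 0.913 for 100 reads or more. These classes leave out replicate 1 clusters without recovered reads, among them the 35,791 listed at a −log10(P value) of 0. They therefore do not cover all pairs behind the value of 0.649.

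**Figure D1:**
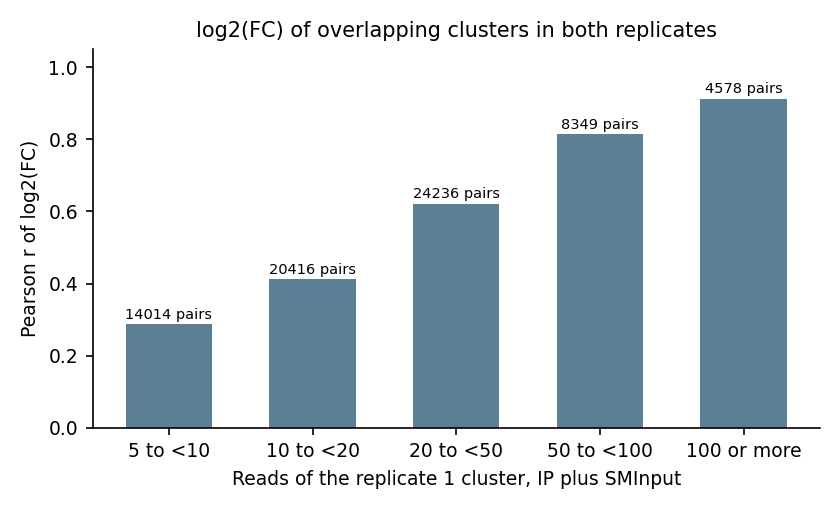
Pearson's r between the log2(fold change) of overlapping clusters in replicate 1 and replicate 2 (y axis, no unit), by the reads of the replicate 1 cluster, IP plus SMInput (x axis). Each bar is 1 class of clusters, with its number of overlapping pairs above it, and r increases from 0.287 in the lowest class to 0.913 in the highest. Clusters of replicate 1 without recovered reads are left out.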

A total of 5,095 overlapping target genes were identified from two replicate eCLIP-seq IP and sized-match INPUT (SMInput) pairs for further analysis, which contained 16,579 and 28,494 peaks, respectively (Fig. EV3C). 

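A log2(fold change) of at least 2 and a −log10(P value) of at least 2, as in the paper's methods, kept 16,579 of the clusters of replicate 1 (4.92%) and 28,494 of those of replicate 2 (13.2%). Among them, 119 peaks in replicate 1 and 283 in replicate 2 had the highest listed −log10(P value). The median log2(fold change) of the significant peaks was 2.85 in replicate 1 and 3.07 in replicate 2. Raising both thresholds to 3 moved the counts most, to 3,993 and 5,226 peaks. Where read numbers were recovered, the median significant peak held 13 IP reads in replicate 1 and 8 in replicate 2, and 29.1% and 62.0% of the peaks held fewer than 10 IP reads. A peak with a single SMInput read needed at least 7 IP reads in replicate 1 and 4 in replicate 2 to pass. A single SMInput read is the floor of the comparison, so it may stand for no observed read. With both replicates thinned to the same number of IP and SMInput reads, the ratio of significant peaks in replicate 2 to those in replicate 1 went from 1.72 to 0.954 (0.944 to 0.964 across 20 draws). Of the significant peaks, 5,478 in replicate 1 (33.0%) and 5,269 in replicate 2 (18.5%) overlapped a significant peak of the other replicate by at least 1 base on the same strand. Touching peaks joined, these made 4,109 shared sites. Among the clusters of replicate 1 that overlapped a cluster of replicate 2, 61.9% of the significant and 10.0% of the other clusters met a significant peak there (odds ratio 14.6). Each peak was given to the gene with the nearest transcription start site on either strand, the rule of the paper's HOMER annotation, among curated RefSeq transcripts. This gave 6,284 genes in replicate 1 and 9,195 genes in replicate 2, of which 5,115 had a significant peak in both. A single peak lay behind 45.3% of the genes of replicate 1 and 36.3% of those of replicate 2. At the thresholds of 3, 1,155 genes had a peak in both replicates. At the thresholds of 2, 2,112 genes had peaks of both replicates that overlapped each other. When each peak was given to the gene on its own strand that contains its centre, 4,722 genes had a peak in both replicates, and 3,173 genes were in both lists, 62.0% of those found by the nearest start site.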

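Gene type and region were read from the annotation of mm10 at the centre of each significant peak. By the nearest transcription start site among curated RefSeq transcripts, 86.7% of the significant peaks of replicate 1 (95% Wilson interval 86.2% to 87.2%) and 86.9% of those of replicate 2 (86.5% to 87.2%) belonged to a protein-coding gene. The clusters that were not significant gave 86.8% and 87.4% (two-sided Fisher's exact test, p = 0.596 in replicate 1 and p = 0.0145 in replicate 2). By the gene that contains the peak on its own strand, the shares were 97.3% and 97.4%, below those of the other clusters, at 97.7% and 98.0% (two-sided Fisher's exact test, p = 0.00158 and p = 1.34e-09). The nearest start site among all GENCODE transcripts, a setting added after the data were seen, moved the shares most, to 61.7% and 60.4%, against 58.5% and 60.0% of the other clusters (two-sided Fisher's exact test, p = 3.54e-16 and p = 0.199), so the direction of the difference in replicate 1 depends on the rule. Regions were taken from basic GENCODE transcripts on the strand of the peak, and a centre that fell in several regions was counted as 3′UTR before CDS, 5′UTR, non-coding exon and intron. In replicate 1, 43.2% of the significant peaks and 9.27% of the other clusters lay in 3′UTRs (odds ratio 7.44). In replicate 2, these shares were 36.6% and 10.6% (odds ratio 4.89). Peaks were also densest there, with 0.219 and 0.319 significant peaks per kilobase of annotated 3′UTR, against 0.132 and 0.164 for CDS and 0.00337 and 0.00969 for introns. CDS differed between the replicates, with an odds ratio of 1.11 in replicate 1 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 7.3e-09 over 12 tests) and 0.461 in replicate 2. At the thresholds of 3, the odds ratio of CDS in replicate 1 was 1.07 and no longer past the adjusted threshold. Introns held 22.8% of the significant peaks of replicate 1 and 38.1% of those of replicate 2, against 59.5% and 48.0% of the other clusters. Of the peaks of replicate 1 shared with replicate 2, 59.8% lay in 3′UTRs, 30.8% in CDS and 3.09% in introns. Among peaks inside a gene on their own strand, the nearest start site belonged to another gene for 43.2% in replicate 1 and 41.5% in replicate 2, and in 3′UTRs for 57.8% and 59.4%.

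**Figure D2:**
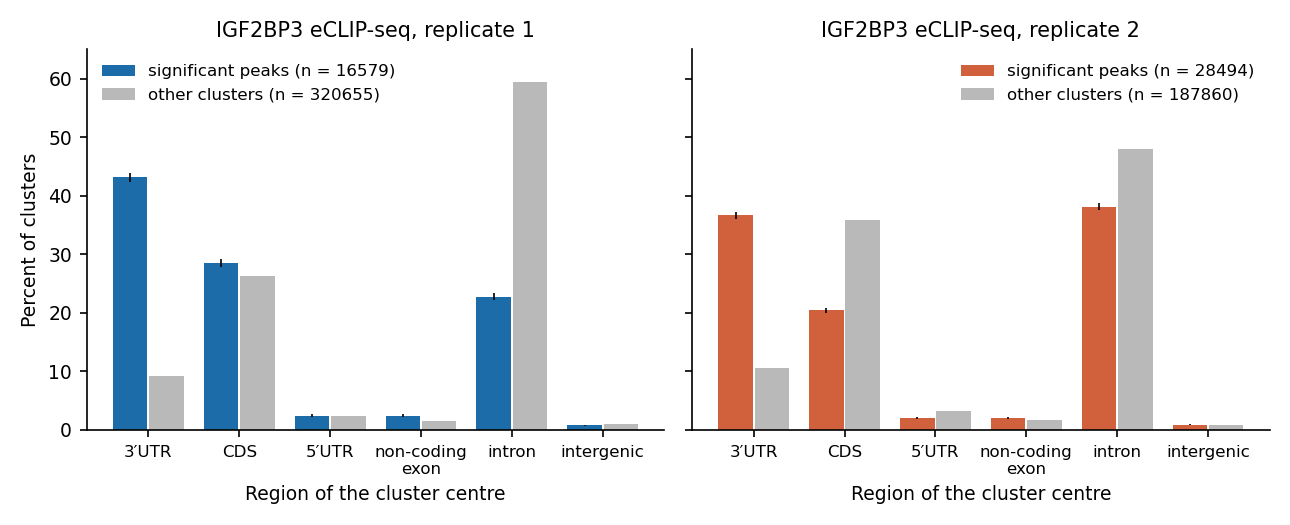
Percent of significant peaks (coloured bars, with 95% Wilson intervals) and of the other clusters (grey bars) whose centre lay in each region (x axis), for replicate 1 (left) and replicate 2 (right). The share in 3′UTRs was 43.2% of significant peaks against 9.27% of other clusters in replicate 1, and 36.6% against 10.6% in replicate 2.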

Approximately 96% of the IGF2BP3-binding sites were located within protein-coding transcripts (mRNAs) and were highly concentrated in 3′ untranslated regions (3′UTRs) (Figs. 4A,B and EV3B). Considering the predominant expression of IGF2BP3 in spermatogenic cells, we characterized 3,007 transcripts as germ cell-specific targets with high binding affinity of IGF2BP3 by integrating eCLIP-seq and scRNA-seq data from mouse testes (Fig. 4C; Appendix Fig. S3B; Dataset EV2) (Zhao et al, 2021).

**Figure 4:**
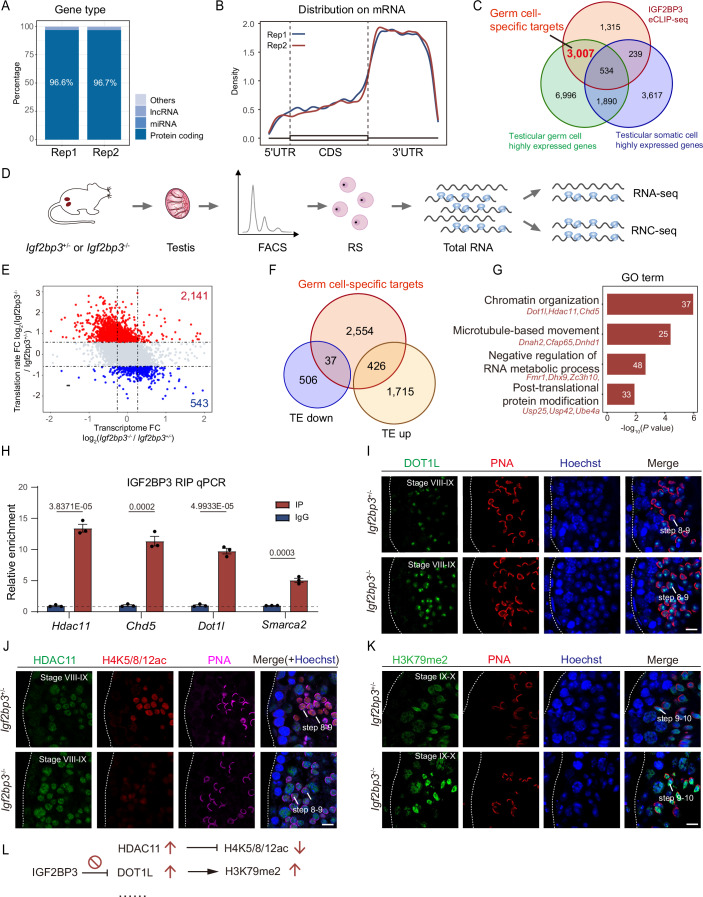
IGF2BP3 deletion leads to the overproduction of Histone-modifying enzymes HDAC11 and DOT1L in IGF2BP3-KO spermatids. (**A**) Distribution of IGF2BP3 peaks (log_2_(fold change) > 2 and −log_10_(*P* value) >2) across distinct gene types annotated by Ensembl GRCm38 v92. (**B**) Density plot showing the distribution of IGF2BP3-binding peaks (log_2_(fold change) > 2 and −log_10_(*P* value) >2) within different gene regions. CDS coding sequences, UTR untranslated regions. (**C**) Venn diagram showing the overlap between IGF2BP3 eCLIP targets of mouse testes (in the current study), germ cell-specific expressed genes, and testicular somatic cell-specific genes identified in mouse testicular scRNA-seq data (Zhao JX et al, 2021). (**D**) Scheme view of experimental design for investigating mRNA translation rates with polysomal and RNA-seq in RS of adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ mouse testes. (**E**) Scatter plot showing mRNA-level changes (*x* axis) against TE changes (*y* axis) between adult *Igf2bp3*^*−/−*^ and *Igf2bp3*^*+/−*^ round spermatids. TE-up genes in *Igf2bp3*^*−*/*−*^ round spermatids are shown in red and TE-down genes are in blue. (**F**) Venn diagram showing the overlap between 3007 germ cell-specific targets of IGF2BP3, 2141 and 543 genes with up- and downregulated TE in *Igf2bp3*^*−*/*−*^ RS compared to the control RS. (**G**) The GO terms enriched in 426 targets of IGF2BP3 with upregulated TE in *Igf2bp3*^*−*/*−*^ RS compared to the control RS. (**H**) IGF2BP3 RIP-qPCR analysis of the relatively enrichment of indicated transcripts in adult WT mouse testes. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**I**) Immunofluorescence of DOT1L (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^*−*/*−*^ mice. Scale bar, 10 μm. (**J**) Immunofluorescence of HDAC11 (green), H4K5/8/12ac (red), and PNA (magenta) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/−^ and *Igf2bp3*^*−*/*−*^ mice. Scale bar, 10 μm. (**K**) Immunofluorescence of H3K79me2 (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*^+/*−*^ and *Igf2bp3*^*−*/*−*^ mice. Scale bar, 10 μm. (**L**) Illustration of the levels of DOT1L, HDAC11, H3K79me2, and H4K5/8/12ac during spermiogenesis in *Igf2bp3*^+/*−*^ and *Igf2bp3*^*−*/*−*^ spermatids. Dotted borders in (**I**–**K**) demarcates the basement membrane of the seminiferous tubule. Source data are available online for this figure.

Due to the cytoplasmic localization of IGF2BP3 in testes and the initial defects in round spermatids, we performed RNA-seq and ribosome nascent-chain complex sequencing (RNC-seq) on haploid round spermatids from *Igf2bp3*^+/−^ and *Igf2bp3*^*−*/*−*^ testes to dissect the post-transcriptional and translational regulatory mechanism(s) underlying male infertility caused by IGF2BP3 knockout (Fig. 4D; Appendix Fig. S3C–F). RNA-seq identified 376 downregulated and 174 upregulated differentially expressed genes in *Igf2bp3*^*−*/*−*^ RS compared to control RS, respectively. However, transcriptome and translatome analysis revealed that 426 targets out of 2141 genes exhibited elevated translation efficiency (TE), while 37 targets in 543 genes showed decreased TE in *Igf2bp3*^*−*/*−*^ RS compared to the control RS (Figs. 4E,F and EV3E). Notably, both of these gene clusters were significantly associated with ‘microtubule-based process’ and ‘chromatin organization’, aligning well with the observed phenotypes in *Igf2bp3*-KO sperm (Fig. EV3D; Dataset EV3).

### IGF2BP3 prevents the protein overproduction of *Dot1l* and *Hdac11* during spermatid maturation

Considering the dramatic changes at the translational level, we conducted GO analyses on 426 targets of IGF2BP3 with upregulated TE to further dissect the key targets of IGF2BP3 contributing to spermatids loss in *Igf2bp3*^*−*/*−*^ testes, and it indicated the defects related to ‘chromatin organization’ and ‘microtubule-based movement’ in IGF2BP3-KO testes once again (Figs. 4F,G and EV3E; Dataset EV4). A comprehensive analysis to the genes associated with ‘chromatin organization’ was further performed due to the observed failure in chromatin condensation in IGF2BP3-KO spermatozoa. And 37 genes in this term were categorized into three clusters exhibiting dynamic expression during spermatogenesis (Fig. EV3F). The significant binding enrichment of IGF2BP3 towards transcripts actively expressed in spermatocytes and spermatids within clusters 2 and 3 was validated in testes, especially for *Hdac11*, *Dot1l*, and *Chd5* (Fig. 4H; Appendix Fig. S3G).

Notably, DOT1L and HDAC11 proteins were overproduced in *Igf2bp3*-deficient RS and ES, consistent with their translational efficiency elevation in IGF2BP3-KO RS without excessive transcription (Figs. 4I,J and EV3G,H). Immunofluorescence staining further substantiated the co-localization of IGF2BP3 with DOT1L and HDAC11 in late spermatocytes to the early elongating spermatids, indicating the synchronized transcription and translation of *Dot1l* and *Hdac11* during spermiogenesis (Appendix Fig. S3H). It is well known that DOT1L is the sole H3K79 methyltransferase in mammals (Feng et al, 2002; Lin et al, 2023), and HDAC11 belongs to the histone deacetylases family (Gao et al, 2002; Villagra et al, 2009). Thus, the aberrant accumulation of DOT1L and HDAC11 was strongly associated with the increased H3K79me2 and decreased H4K5/8/12ac levels in *Igf2bp3*^*−*/*−*^ RS and ES (Figs. 3E, 4K, 4L, EV2F, and 3I).

### IGF2BP3 mediates RNA translation repression by interacting with YBX2 in spermiogenesis

To elucidate the potential co-factors of IGF2BP3 involved in RNA translational repression, we performed the immunoprecipitation of IGF2BP3 complex in mouse round spermatids, followed by comprehensive mass spectrometry analysis. YBX2, a well-known RNA translational repressor in testes, was identified as the top partner alongside IGF2BP3 (Fig. 5A,B; Dataset EV5). Besides, Co-IP analysis also confirmed their co-localization without the interference of RNAs in testes, suggesting a direct collaboration in regulating RNA metabolism (Fig. 5C). Considering the established role of YBX2 as an RBP, we overlapped 3,007 germ cell-specific eCLIP-seq targets of IGF2BP3 with 245 CLIP-seq targets of YBX2, however, there was limited concurrence between these two clusters (Appendix Fig. S4A) (Xu et al, 2009). Meanwhile, although the level of YBX2 remained unchanged in *Igf2bp3*-KO testes, its binding capacity to *Dot1l* and *Hdac11* was significantly reduced compared to that in control testes (Fig. 5D; Appendix Fig. S4B–D). Together, these results established that the RNA binding capacity of IGF2BP3 was not affected by the presence of YBX2, suggesting a predominantly translational regulatory role of YBX2 in the IGF2BP3-YBX2 complex during spermatogenesis.

**Figure 5:**
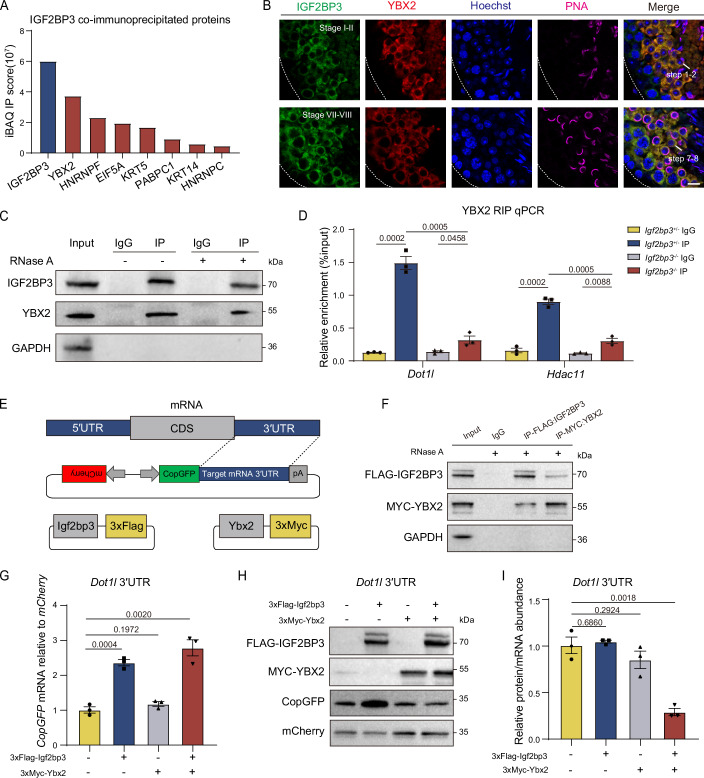
IGF2BP3 represses RNA translation via the interacting with YBX2. (**A**) Histogram representations of the top interacting partners of IGF2BP3 in adult WT mouse RS. (**B**) Immunofluorescence of IGF2BP3 (green), YBX2 (red), and PNA (magenta) in adult testicular paraffin sections from 8-week-old mice. Scale bar, 10 μm. Dotted borders demarcates the basement membrane of the seminiferous tubule. (**C**) Western blotting analysis of IGF2BP3 and YBX2 in the adult mouse RS lysates (input), and the lysate immunoprecipitation with anti-IgG or IGF2BP3 antibodies treated with RNase A (+) or not (−), respectively. (**D**) YBX2 RIP-qPCR analyses of *Dot1l* and *Hdac11* in adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−*/*−*^ testes. Unpaired two-tailed *t* test. Error bars, *n *= 3 biological replicates, mean ± SEM. (**E**) Schematic of bidirectional expression vectors. CopGFP ligates the 3′UTR of IGF2BP3 target gene, and mCherry is used as a transfection control. (**F**) Western blotting analysis of FLAG-IGF2BP3 and MYC-YBX2 in the Flag-*Igf2bp3* and Myc-*Ybx2* co-transfected HEK293T cell lysates (input), and the lysate immunoprecipitation with anti-IgG, anti-FLAG or anti-MYC antibodies treated with RNase A (+), respectively. (**G**) qPCR analyses of the relative levels of *CopGFP* mRNAs normalized to *mCherry* mRNAs. Cell lines were treated with 2 µg/ml actinomycin D for 2 h. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**H**) Western blotting analysis of the protein levels of CopGFP under the regulation of *Dot1l* 3′UTR with the overexpression of FLAG-tagged IGF2BP3 or MYC-tagged YBX2. The level of mCherry is set as the internal control. (**I**) Histogram showing the ratios of CopGFP proteins (normalized to mCherry proteins) to the *CopGFP* mRNAs (normalized to *mCherry* mRNAs), corresponding to (**G**, **H**). Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. Source data are available online for this figure.

Since IGF2BP3 primarily binds to the 3′UTR of its targets and suppresses their translational efficiency in testes, we constructed bidirectional expression vectors containing CopGFP with the 3′UTR of the interested RNAs in one direction, while mCherry was included as a transfection control in the opposite direction to investigate the regulatory mechanism of IGF2BP3-YBX2 complex quantitatively (Fig. 5E). To avoid the interference of endogenous IGF2BP3, bidirectional vectors with mouse *Igf2bp3* or *Ybx2* expression vectors were transfected into IGF2BP3-deleted HEK293T cells (Appendix Fig. S4E,F). Notably, mouse IGF2BP3 and YBX2 exhibited mutual interaction even in the absence of RNA in HEK293T cells, which was consistent with their binding mode observed in testis (Fig. 5F). We subsequently observed a simultaneous increase in both *CopGFP* and its protein abundance solely regulated by IGF2BP3, suggesting an RNA stabilization role without YBX2. However, IGF2BP3-YBX2 complex significantly reduced the translation efficiency (protein-to-RNA ratio) of CopGFP under the regulation of *Dot1l* 3′UTR, with *Actb* (non-target of IGF2BP3) serving as a negative control. These results demonstrated the RNA translation repression mediated by IGF2BP3-YBX2 complex, reflecting a similar mechanism within testes (Fig. 5G–I; Appendix Fig. S4G–I).

### IGF2BP3 recognizes and regulates *Dot1l* and *Hdac11* dependent on their m^6^A modification during spermiogenesis

Given the substantial enrichment of m^6^A-modified RNAs in post-meiotic germ cells, the relationship between m^6^A-containing RNAs and IGF2BP3 recognition during spermiogenesis was further investigated. First, the affinity of IGF2BP3 as an m^6^A binding protein in mouse testes was supported by the RNA pulldown, RIP LC-MS/MS, and dot blotting analyses using testicular or purified IGF2BP3 (Figs. 6A and EV4A–D). Moreover, the m^6^A motifs ‘GAACA’ and ‘AAACC’ were identified in the consensus sequence of overlapped IGF2BP3-binding peaks (Fig. EV4E). Together with 87% of germ cell specific targets containing m^6^A modification, it demonstrated the recognition of IGF2BP3 to m^6^A RNAs in mouse testes (Figs. 6A and EV4F) (Lin et al, 2017). Specifically, IGF2BP3 exhibited a tendency to bind to the m^6^A-enriched regions in 3′UTR of *Dot1l* and *Hdac11* in round spermatids (Fig. 6B,C).

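The sequences of mm10 under the shared peaks were searched for GAACA, AAACC and the wider m6A motif DRACH in windows of 100 bases around the peak centre. The background was clusters found in both replicates with a log2(fold change) at or below 0 in both, in the same kind of region. In 3′UTRs, 7.33% of 3,274 windows at shared peaks and 8.33% of 132 background windows held GAACA (odds ratio 0.870, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.611 over 6 tests). AAACC was in 9.35% and 6.82% of these windows (odds ratio 1.41, adjusted p = 0.530 from the same Fisher's exact test), and the 132 background windows leave differences of this size undetectable. In CDS, GAACA was in 8.88% of 1,689 windows at shared peaks and 11.7% of 3,171 background windows (odds ratio 0.733, adjusted p = 0.00649, Fisher's exact test). AAACC was in 11.4% and 7.69% of them (odds ratio 1.54, adjusted p = 0.000178, Fisher's exact test). DRACH was in 83.8% of the windows at shared peaks in 3′UTRs against 81.1% of the background, and in 82.7% against 84.1% in CDS. Ranked by odds ratio among all 1024 sequences of 5 bases, AAACC was at rank 263 in 3′UTRs and rank 177 in CDS, and GAACA at rank 676 and rank 724. Against copies of the same windows with shuffled dinucleotides, the odds ratio of GAACA was 1.08 in 3′UTRs and 1.22 in CDS, and that of AAACC was 1.25 and 1.11, none of them past the adjusted threshold of 0.05. With the significant peaks of replicate 2 alone, the odds ratios in 3′UTRs were 1.06 for GAACA, 1.83 for AAACC and 1.46 for DRACH against 479 background windows, and with those of replicate 1 alone they were 1.25, 1.24 and 1.50 against 1,348. With 1 window per joined site, a setting added after the data were seen, neither difference in CDS passed it, with odds ratios of 0.815 for GAACA and 1.33 for AAACC. Against windows 200 bases up- and downstream of the same peaks, the odds ratios in CDS were 0.951 and 1.16, not past the threshold, and in 3′UTRs they were 0.781 for GAACA (adjusted p = 0.0116, Fisher's exact test) and 0.853 for DRACH (adjusted p = 0.0224, Fisher's exact test), both less frequent at the peaks. The median GC content was 45% at shared peaks and 49.5% in the background in 3′UTRs, and 50% and 53% in CDS. The paper reports both sequences as m6A motifs in the consensus of the overlapping peaks. They came from a HOMER motif search, which was not run here, whereas exact sequences were counted here. From them, together with the m6A modification of the targets, the paper reasons that IGF2BP3 recognizes m6A RNAs in mouse testes. It gives further evidence from pulldown with m6A probes, mass spectrometry and dot blots of bound RNA, Mettl3 knockdown and mutant reporters. The motif counts here do not bear on those assays.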

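Positions are those of mm10, counted from 1. Dot1l lies on the plus strand of chromosome 10 from 80755206 to 80795461, and its 3′UTR takes the last 1,947 bases, from 80793515. In both replicates, significant peaks touched each other across the same 101 bases, from 80793506 to 80793606, across the start of this 3′UTR. The authors' deposited table splits them into 5 peaks in replicate 1, with log2(fold change) values from 3.55 to 4.64 and a highest −log10(P value) of 35.9, and into 3 peaks in replicate 2, with values from 2.15 to 2.99 and a highest −log10(P value) of 21.1. These peaks held 88 to 119 IP reads against 6 to 14 SMInput reads in replicate 1, and 42 to 58 IP reads against 19 to 47 SMInput reads in replicate 2. Further along the 3′UTR, a peak from 80794730 to 80794849 in replicate 1 (log2(fold change) 2.68) met a peak from 80794744 to 80794827 in replicate 2 (2.26). The nearest transcription start site to all of the 3′UTR peaks was that of Plekhj1 on the minus strand, so by this rule Dot1l was left with 1 peak in replicate 1 and 2 in replicate 2, all in introns. By the gene that contains the peak, Dot1l had 9 and 7 significant peaks, of which 8 and 5 lay in the 3′UTR. Hdac11 lies on the plus strand of chromosome 6 from 91156665 to 91174692, with a 3′UTR of 1,428 bases from 91173265. Its significant peaks formed a single site near the end of the 3′UTR, from 91174492 to 91174613 in replicate 1 and to 91174612 in replicate 2. In the authors' deposited table, its 7 peaks in replicate 1 had log2(fold change) values from 4.74 to 5.76 and its 5 peaks in replicate 2 had values from 5.40 to 8.67. The highest of these in replicate 2 rest on a single SMInput read, the floor of the comparison. The wild-type and mutant reporter sequences in the supplement were placed on the genome. The copy of the Dot1l reporter used here has 399 bases and starts at 80793507, and the mutant differs at 10 positions, all A-to-T changes. This copy ends at a changed base, A399T, so it may be shortened and further changes may be missing from the count. Of these, A10T, A43T, A52T, A58T and A87T, counted from 1 at the 5′ end of the reporter sequence, fell inside significant peaks of both replicates. The Hdac11 reporter matched 243 bases from 91174317 and its mutant has 8 A-to-T changes, of which A202T, A221T and A237T fell inside significant peaks of both replicates. The eCLIP-seq libraries were made from whole testes, and m6A-seq of round spermatids was not analysed here.

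**Figure D3:**
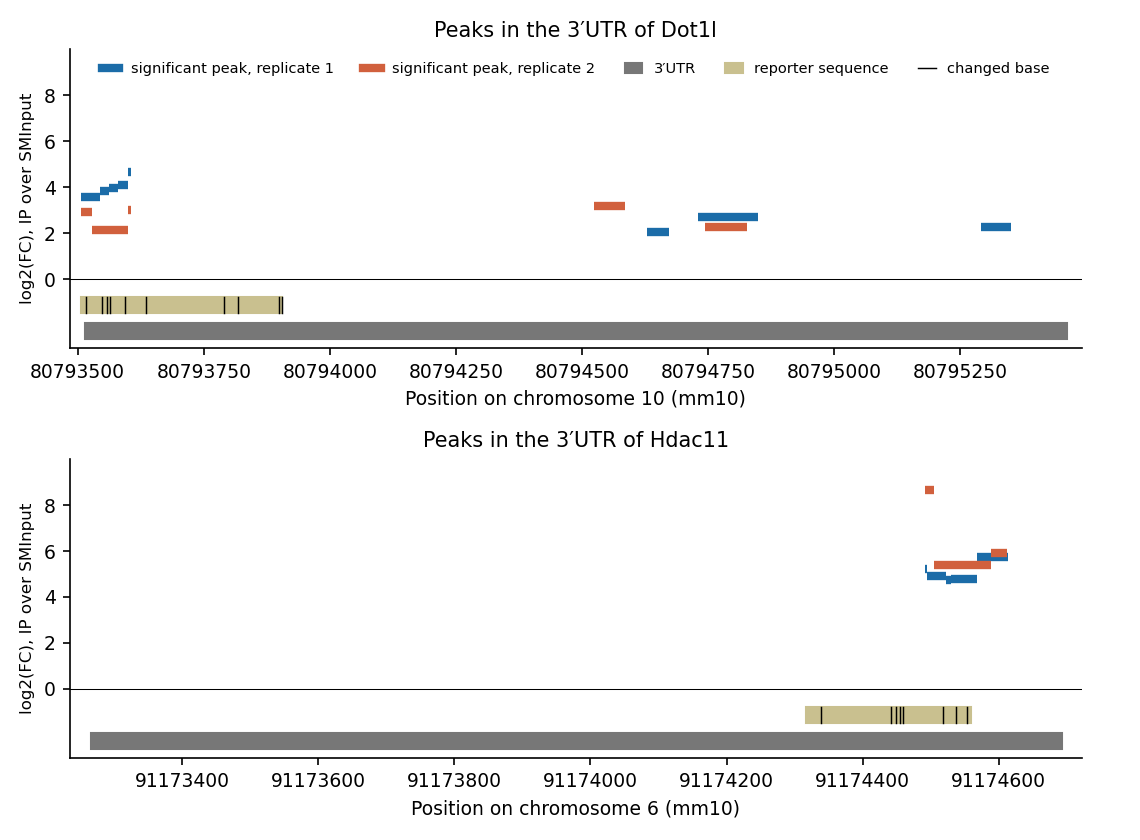
Significant peaks in the 3′UTRs of Dot1l (top) and Hdac11 (bottom), drawn at their position on the chromosome (x axis, bases of mm10) and their log2(fold change) of IP over SMInput (y axis), in replicate 1 (blue) and replicate 2 (orange). Grey bars mark the 3′UTR, khaki bars the reporter sequence and black lines its changed bases, of which 5 in Dot1l and 3 in Hdac11 lie under peaks of both replicates.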

**Figure 6:**
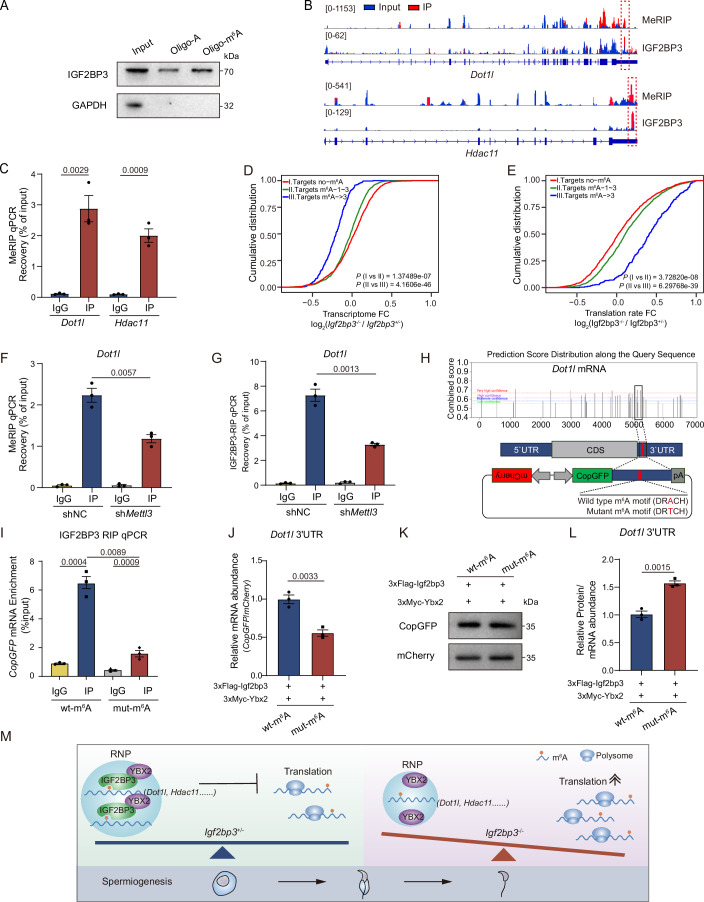
IGF2BP3 recognition and regulation to m^6^A-modified RNA during spermatogenesis. (**A**) The IGF2BP3 pulldown assay was performed by incubating mouse testicular lysates with biotinylated RNA probes (m^6^A or non-m^6^A). (**B**) Integrative Genomics Viewer showing the distribution of m^6^A-modified peaks and IGF2BP3-binding peaks in indicated transcripts from round spermatid m^6^A-seq data (Hong S et al, 2022) and mouse testicular IGF2BP3 eCLIP-seq data. Blue and red representing peaks in the input and IP groups, respectively. Red dashed boxes showing the regions containing both m^6^A-modified and IGF2BP3-binding peaks. (**C**) MeRIP-qPCR analysis of indicated transcripts in round spermatids. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**D**, **E**) Cumulative distribution of RNA abundance (**D**) and TE (**E**) changes between *Igf2bp3*^*−/−*^ and *Igf2bp3*^*+/−*^ round spermatids. Each line showing the IGF2BP3 targets without m^6^A-modified sites (red) and targets with one-three (green) and more than three (blue) m^6^A-modified sites. *P* values were calculated using two-sided Wilcoxon test. (**F**) MeRIP-qPCR analysis of *Dot1l* mRNAs in GC-2 cells treated with sh*Mettl3* or control shRNA. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**G**) RIP qPCR analysis showing the binding preference of IGF2BP3 to *Dot1l* mRNA in GC-2 cells treated with sh*Mettl3* or control shRNA. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**H**) m^6^A sites within *Dot1l* mRNAs predicted by SRAMP online software (top). Schematic of bidirectional expression vectors (bottom). CopGFP ligates the m^6^A-enriched region of *Dot1l* 3′UTR with the overexpression of FLAG-tagged IGF2BP3, and mCherry is used as a transfection control. (**I**) RIP-qPCR analysis showing the binding preference of FLAG-IGF2BP3 to *Dot1l* mRNA in HEK293T. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**J**) qPCR analysis of the relative levels of *CopGFP* mRNA under the regulation of the m^6^A motif in the *Dot1l* 3′UTR, normalized to *mCherry* mRNA. Cell lines were treated with 2 μg/ml actinomycin D for 2 h. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**K**) Western blotting analysis of CopGFP protein levels in FLAG-tagged IGF2BP3 and MYC-tagged YBX2 overexpressed HEK293T under the control of the m^6^A motifs in the *Dot1l* 3′UTR. The level of mCherry is set as the internal control. (**L**) Histogram showing the ratios of CopGFP proteins (normalized to mCherry proteins) to the *CopGFP* mRNAs (normalized to *mCherry* mRNAs), corresponding to Fig. 6J,K. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean ± SEM. (**M**) Summary of the regulatory mechanism of IGF2BP3 in spermatids development. IGF2BP3-YBX2 complex binds a proportion of m^6^A-modified RNAs to ensure their balance between RNA storage in mRNPs and translation in polysomes. While, the ablation of IGF2BP3 leads to the removal of RNP protection and protein overproduction or pre-translation in RS. Source data are available online for this figure.

Moreover, compared to target RNAs of IGF2BP3 in *Igf2bp3*^+/*−*^ RS, as m^6^A-modified peaks increased, there was a corresponding higher decline in RNA abundance and elevation in RNA translation efficiency in *Igf2bp3*^*−/−*^ RS (Figs. 6D,E and EV4G). Accordingly, *Mettl3* (an m^6^A-methyltransferase) knockdown in GC-2 cells resulted in decreased levels of m^6^A modification on *Dot1l*, accompanied by reduced interaction between IGF2BP3 and *Dot1l* at the same region without significantly affecting their expression (Figs. 6F,G and EV4H–J). More importantly, when we inserted a mutant m^6^A motif-enriched 3′UTR of mouse *Dot1l* or *Hdac11* into our previously established 3′UTR-regulated expression vector transfected IGF2BP3-deleted HEK293T cells, exogenous mouse IGF2BP3 exhibited much lower binding affinity towards *CopGFP* mRNA compared to one with WT m^6^A motif-enriched 3′UTR (Fig. 6H,I); normalizing the CopGFP protein to the mCherry protein and then to the corresponding mRNA levels, the results showed that the IGF2BP3-YBX2 complex reduced the translation efficiency of CopGFP containing the m^6^A motif modification in the 3′UTR of *Dot1l* and *Hdac11* (Fig. 6J–L; Appendix Fig. S5A–D).

In addition, to determine whether the regulation of *Dot1l* primarily depends on the m^6^A binding activity of IGF2BP3 rather than that of YBX2, we constructed a modified IGF2BP3 with the motif GXXG (which corresponds to the m^6^A binding regions) in the KH3-4 domains being mutated to GEEG (Fig. EV4K) (Fakhar et al, 2024; Huang et al, 2018; Huttelmaier et al, 2005). Co-IP analysis revealed that the mutation in the KH3-4 domains of IGF2BP3 did not affect their mutual interaction with YBX2 even in the absence of RNAs as the scaffold (Fig. EV4L). Furthermore, neither in the presence nor absence of YBX2 cooperation could the mutant mouse IGF2BP3 exert translational repression on CopGFP regulated by the mouse *Dot1l* 3′UTR containing the WT m^6^A motif, in the context of human IGF2BP3-deleted HEK293T cells (Fig. EV4M–O). Overall, these findings collectively revealed a fundamental mechanism by which IGF2BP3, with the assistance of YBX2, sequesters m^6^A-modified RNAs (e.g., *Dot1l* and *Hdac11*) from polysomes to maintain their moderate translation, which is essential for spermiogenesis and male fertility (Fig. 6M).

### DOT1L and HDAC11 down-regulation rescues sperm developmental defects in *Igf2bp3*-deficient males

Furthermore, we investigated whether the aberrant accumulation of DOT1L and HDAC11 primarily contributes to the pathogenesis of *Igf2bp3*-KO sperm. To this end, siRNAs targeting *Dot1l* or *Hdac11* were micro-injected into *Igf2bp3*^*−/−*^ testes to specifically knockdown their proteins (Fig. 7A). Compared to the negative control siRNA (siNC), siRNA targeting *Dot1l* (si*Dot1l*-1/2) significantly reduced DOT1L and H3K79me2 levels in *Igf2bp3*^*−/−*^ testes; additionally, siRNA targeting *Hdac11* (si*Hdac11*-1/2) effectively downregulated HDAC11 and increased H4K5/8/12ac levels in *Igf2bp3*^*−/−*^ testes (Fig. EV5A–E). Besides, co-administration of si*Dot1l*-1 and si*Hdac11*-1 also reduced DOT1L, HDAC11, and H3K79me2 levels, and increased the level of H4K5/8/12ac in *Igf2bp3*^*−/−*^ testes (Figs. 7B–F and EV5F–H). Moreover, the histone retention and protamine reduction in *Igf2bp3*^*−/−*^ epididymal spermatozoa could partially be rescued via the co-injection of si*Dot1l*-1 and si*Hdac11*-1 (Fig. 7G). Interestingly, computer-aided sperm analysis (CASA) showed that both sole and combined injections of si*Dot1l* and si*Hdac11* significantly improved the motility and concentration of epididymal spermatozoa from *Igf2bp3*^*−/−*^ testes, verifying the detriment of excessive DOT1L and HDAC11 in sperm developmental defects resulting from IGF2BP3 deletion (Figs. 7H,I and EV5I,J; Movies EV4–6). Most importantly, fertility was restored in 5 out of 16 infertile *Igf2bp3*^*−/−*^ male mice following si*Dot1l*/*Hdac11*-1 injection within two months, whereas no such recovery was observed in the siNC-treated group (*n* = 13) (Fig. 7J). Collectively, we have established the IGF2BP3-*Dot1l*/*Hdac11* axis in histone-to-protamine transition and strongly validated its pivotal role in sperm development.

**Figure 7:**
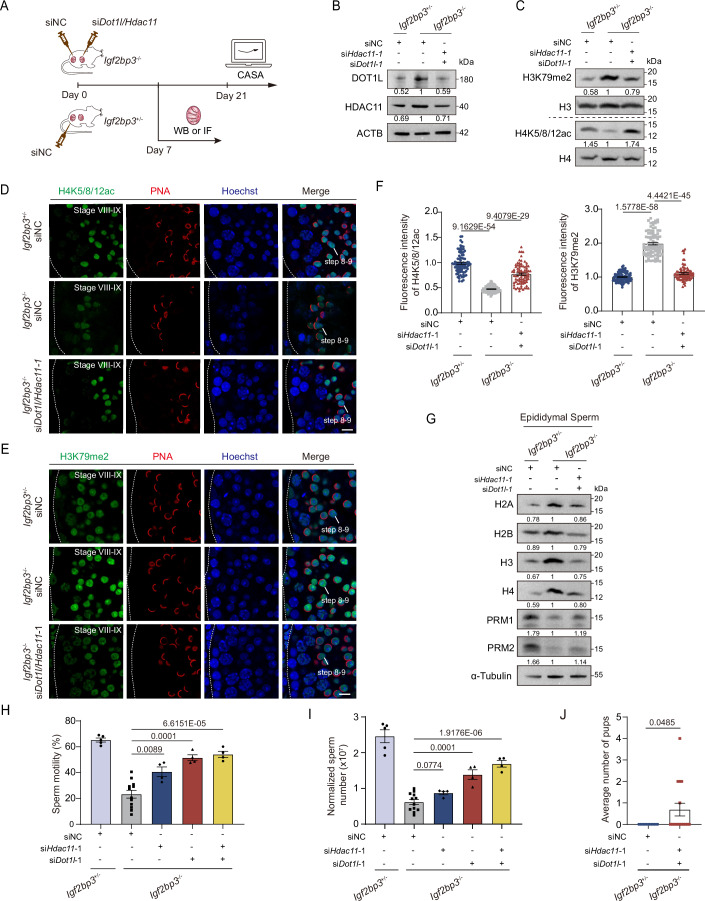
Testicular DOT1L and HDAC11 down-regulation rescue the sperm development disorder in IGF2BP3-KO testes. (**A**) Scheme diagram showing the siRNA micro-injection into *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mice. (**B**, **C**) Western blotting analysis of the protein levels of DOT1L, HDAC11, H3K79me2 and H4K5/8/12ac from adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse testes injected with negative control siRNA (siNC), or siRNAs targeting *Dot1l* and *Hdac11* (si*Dot1l*/*Hdac11*-1). The values below each band represent the relative expression levels of each protein. ACTB serves as the internal control of DOT1L and HDAC11, H3 serves as the internal control of H3K79me2, H4 serves as the internal control of H4Ac. (**D**) Immunofluorescence of H4K5/8/12ac (green) and PNA (red) in paraffin sections of adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1. Scale bar, 10 μm. (**E**) Immunofluorescence of H3K79me2 (green) and PNA (red) in paraffin sections of adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1. Scale bar, 10 μm. (**F**) Quantification of fluorescence intensity of H4K5/8/12ac (left) and H3K79me2 (right) in paraffin sections of adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1, corresponding to (**D**, **E**). Unpaired two-tailed *t* test. Error bars, *n* = over 88 cells from three biological replicates, mean ± SEM. (**G**) Western blotting analysis of the protein levels of H2A, H2B, H3, H4, PRM1, and PRM2 in epididymal spermatozoa from adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1. The values below each band represent the relative expression levels of each protein, normalized using α-Tubulin as the control. (**H**, **I**) CASA of the percentage of motile sperm (**H**) and the corresponding concentration of epididymal spermatozoa (**I**) from adult *Igf2bp3*^+/−^ and *Igf2bp3*^*−/−*^ mouse injected with siNC or si*Dot1l*/*Hdac11*-1. Unpaired two-tailed *t* test. Each bar represents the mean ± SEM from four biological replicates. (**J**) Fertility recovery of infertile *Igf2bp3*^*−/−*^ mouse injected with siNC or si*Dot1l*/*Hdac11*-1. Unpaired two-tailed *t* test. Each bar represents the mean ± SEM. Dotted borders in (**D**, **E**) demarcates the basement membrane of the seminiferous tubule. Source data are available online for this figure.

## Discussion

In this study, we identified the predominant expression and function of IGF2BP3 in mouse spermatids, genetic ablation of mouse IGF2BP3 resulted in abnormal morphology, decreased intensity, and impaired motility of spermatozoa. Mechanistic analysis emphasized the translational repression of IGF2BP3-YBX2 complex to m^6^A-modified RNAs essential for chromatin organization and spermatid maturation, including *Dot1l* and *Hdac11*. Their protein over-accumulation contributed to aberrant H3K79me2 and H4K5/8/12ac levels as well as the subsequent defects in histone-to-protamine exchange in IGF2BP3-KO mice. Based on the disclosed mechanism, siRNAs specifically down-regulating the protein production of DOT1L and HDAC11 efficiently rescued defects of *Igf2bp3*-null spermatozoa, emphasizing the crucial involvement of IGF2BP3-*Dot1l*/*Hdac11* axis in sperm development and male fertility.

IGF2BP3 has been largely investigated in various cancers, such as promoting cancer progression and indicating a worse prognosis for patients (Ennajdaoui et al, 2016; Tang et al, 2023; Tran et al, 2022). Besides, IGF2BP3 also drives placental development (Li et al, 2014). However, its functions and regulatory role in the reproductive system remained largely unknown (Mancarella and Scotlandi, 2019). In the current study, IGF2BP3 ablation in testis led to sperm developmental defects and the protein overproduction associated with chromatin organization and histone modification, such as DOT1L and HDAC11, which are responsible for H3K79 methylation and histone deacetylation in mammals. Yet the role of HDAC11 in spermatids remains unknown, it is widely recognized that histone deacetylases and acetyltransferases are concurrently expressed during spermiogenesis, indicating the precise dynamics of histone acetylation to open the chromatin structure to facilitate the eviction of histones in sperm maturation (Jiang et al, 2018; Shiota et al, 2018; Shogren-Knaak et al, 2006; Wang et al, 2018). Moreover, although DOT1L-knockdown lead to H3K79me2 loss resulted in failed histones replacement and aberrant protamine recruitment in mouse sperm (Blanco et al, 2023; Lin et al, 2023; Malla et al, 2023), depletion of H3K79me2 at specific locus could promoted the hyperacetylation of lysine on histone 4, thereby facilitating cell fate transition (Wille et al, 2023). Consistently, a significant increase in H4K5/8/12ac was observed in adult *Igf2bp3*^*−/−*^ testes solely injected with siRNA targeting *Dot1l* (si-*Dot1l*) (Fig. EV5C,E). This suggested that the aberrate elevated DOT1L and accumulated H3K79me2 in IGF2BP3-KO testes may serve as an additional barrier to H4 hyperacetylation, potentially impeding the subsequent histone-to-protamine transition.

Phenotypically, we observed variations in fertility among individual *Igf2bp3*^*−/−*^ male mice, ranging from sub-fertility to infertility, along with differences in sperm motility and sperm count. The environmental context and redundancy of histone modifications, resulting from the upregulation of DOT1L and HDAC11, likely contributed to these fertility variations. Despite the variability, our experimental design ensured that the molecular mechanism identified accurately reflected the genuine regulatory role of IGF2BP3 in spermatogenesis (see the Methods section). Additionally, a subset of *Igf2bp3*-KO sperms exhibited reduced motility and disorganized microtubules. Interestingly, genes involved in cilium and microtubule movement (such as *Cfap65*, *Dnah2*, and *Dnhd1*) were also targets of IGF2BP3 and translationally upregulated in round spermatids when lacking IGF2BP3 (Fig. 4G). However, it had been demonstrated that most of these genes were transcribed in late spermatocytes to round spermatids and translated at elongating spermatids (Hwang et al, 2021; Tan et al, 2022; Wang et al, 2021b), indicating a decoupling between transcription and translation of these RNAs. It suggested that IGF2BP3 may also play a role in safeguarding target RNAs from degradation and premature translation to guarantee timing translation at transcriptionally inert elongating spermatids. 

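The eCLIP-seq peaks of these genes rested on few reads, which was common in these data. Over all significant peaks with recovered reads, the median was 13 IP reads in replicate 1 and 8 in replicate 2. Genes with a peak by the nearest start site had a median of 2 peaks in either replicate. Cfap65, on the minus strand of chromosome 1 from 74902071 to 74935599, had 2 significant peaks in replicate 1 and 1 in replicate 2, all in introns, with 8 to 14 IP reads each and no overlap between the replicates. By the nearest transcription start site, Dnah2 had 1 significant peak in replicate 1 and 5 in replicate 2. By the gene that contains the peak, it had 2 and 8, of which 1 lay in CDS and the others in introns. A peak of Dnah2 in an intron was significant in both replicates. In replicate 1 it ran from 69498290 to 69498390 of chromosome 11 (log2(fold change) 2.03 in the authors' deposited table, 12 IP reads and 5 SMInput reads). In replicate 2 it ran from 69498318 to 69498371 (5.94, 17 IP reads and 1 SMInput read, the floor of the comparison). Dnhd1, on chromosome 7 from 105650827 to 105721799, had 2 and 4 significant peaks by the nearest start site and 4 and 5 by the gene that contains them, none of which overlapped between the replicates. The peak of Dnhd1 with the most IP reads lay in CDS, from 105696723 to 105696775 in replicate 1, with 21 IP reads and 8 SMInput reads.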

Thereby, IGF2BP3 would orchestrate the RNA stability and translation in round spermatids, ensuring precise dosage and timely synthesis of specific proteins for sperm development.

Mechanistically, we established the regulatory role of IGF2BP3 as an m^6^A recognition protein during spermiogenesis, a stage where the involvement of m^6^A binding proteins had not been previously evidenced. Notably, the CA-rich element, which is essential for IGF2BPs binding in previous works, was also identified in the binding motifs of IGF2BP3 in our study (Fig. EV4E) (Biswas et al, 2019; Conway et al, 2016; Hafner et al, 2010; Schneider et al, 2019). Additionally, the potential m^6^A-induced RNA structural remodeling in facilitating IGF2BP3 binding had yet been distinguished in our study (Sun et al, 2019). Therefore, it remains to be further elucidated whether these mechanisms underlie IGF2BP3’s function in mouse testes. Besides, we discovered that the translation repression of IGF2BP3 in testes relied on its cooperative binding with YBX2, an RBP facilitating mRNA storage in RNP and suppressing RNA translation in round spermatids (Kleene, 2016; Yang et al, 2005a). Similarly, IGF2BP3 was also present in the chromatoid bodies (CBs), a specialized form of RNP or P-body in round spermatids (Fig. 1E). Therefore, these may underlie the partitional regulation of IGF2BP3 to specific RNAs in testicular germ cells, which is highly consistent with previous mechanism revealed in HeLa cells, demonstrating that IGF2BP3 can drive hyper-m^6^A methylated RNAs into P-body to negatively regulate their translation (Shan et al, 2023). In addition, despite the limited binding capacity of YBX2 to target RNAs of IGF2BP3 directly, our study expanded the regulatory repertoire of a proportion of YBX2 in sperm development and provided a comprehensive insight into the underlying mechanism responsible for male infertility resulting from YBX2 deletion (Yang et al, 2005b).

In conclusion, our present findings identified a pivotal role of IGF2BP3 in spermiogenesis and provided insights into the regulatory mechanisms governing chromatin organization and histone-to-protamine transition during sperm development in mice. Together with the elucidated IGF2BP3-YBX2 complex in the translation fine-tuning of m^6^A-modified RNAs, our study highlighted the importance of a highly orchestrated RNA metabolic program in male germ cells.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 (*M. musculus*)	Southern Medical University	N/A
KM (*M. musculus*)	Southern Medical University	N/A
HEK293T cells (*H. sapiens*)	Procell Life Science Technology	CL-0005
GC-2 cells (*M. musculus*)	Procell Life Science Technology	CL-0593
**Recombinant DNA**		
pHIV-EGFP	Addgene	#21373
pCDH-CMV-mCherry-T2A-Puro	Addgene	#72264
pCDH-EF1-copGFP	Addgene	#73030
pHIV-Igf2bp3-3xFLAG-Puro	This study	N/A
pHIV-mutIgf2bp3-3xFLAG-Puro	This study	N/A
pHIV-Ybx2-3xMYC-Bsd	This study	N/A
pCDH-CMV-mCherry-EF1-copGFP	This study	N/A
pCDH-Actb-3′UTR-repoter	This study	N/A
pCDH-Dot1l-3′UTR-repoter	This study	N/A
pCDH-Dot1l-3′UTR-m^6^AWT	This study	N/A
pCDH-Dot1l-3′UTR-m^6^AMUT	This study	N/A
pCDH-Hdac11-3′UTR-m^6^AWT	This study	N/A
pCDH-Hdac11-3′UTR-m^6^AMUT	This study	N/A
**Antibodies**		
anti-m6A antibody	Synaptic Systems	202003
horseradish peroxidase-conjugated secondary antibody	ABCAM	ab6721
m6A antibody	Proteintech	68055-1-Ig
Rabbit monoclonal anti-IGF2BP3	Abcam	ab177477
Rabbit polyclonal anti-IGF2BP3	Bethyl Laboratories	A303-426A
Rabbit monoclonal anti-Lin28A	Abcam	ab279647
Rabbit monoclonal anti-gamma H2A.X	Abcam	ab81299
Rabbit anti-SOX9	Abclonal	A19710
Mouse monoclonal anti-GATA4	Santa Cruz	sc-25310
Rabbit monoclonal anti-IGF2BP1	Cell Signaling Technology	14672S
Rabbit monoclonal anti-IGF2BP2	Cell Signaling Technology	8482S
Rabbit monoclonal anti-Histone H2A	Abcam	ab177308
Mouse monoclonal anti-Histone H2B	Abcam	ab52484
Rabbit polyclonal anti-H3	Proteintech	17168-1-AP
Mouse monoclonal anti-H4	Cell Signaling Technology	2935S
Mouse monoclonal anti-protamine P1	Briar Patch Biosciences	Hup1N
Mouse monoclonal anti-protamine P2	Briar Patch Biosciences	Hup2B
Mouse monoclonal anti-Ac-Histone H4	Santa Cruz	sc-377520
Mouse monoclonal anti-TNP2	Santa Cruz	sc-393843
Rabbit polyclonal anti-Histone H3(di methyl K79)	Abcam	ab3594
Rabbit monoclonal anti-HDAC11	Abcam	ab246512
Rabbit monoclonal anti-DOT1L	Abcam	ab239358
Mouse monoclonal anti-YBX2	Santa Cruz	sc-393840
Rabbit monoclonal anti-MYC tag	Proteintech	16286-1-AP
Mouse monoclonal anti-FLAG tag	Proteintech	60002-1-Ig
Rabbit monoclonal anti-mCherry	Proteintech	26765-1-AP
Rabbit polyclonal anti-CopGFP	Bioss Antibodies	bs-33867R
Mouse polyclonal anti-Beta Actin	Proteintech	20536-1-AP
Rabbit monoclonal anti-alpha Tubulin	Abcam	ab176560
Rabbit polyclonal anti-METTL3	Proteintech	15073-1-AP
Mouse polyclonal anti-m6A	Proteintech	68055-1-Ig
PNA-647	ThermoFisher	L32460
PNA-488	ThermoFisher	L21409
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	DataSet EV1
shNC	CAACAAGATGAAGAGCACCAA	
sh*Mettl3*	GCAAATATGTTCACTATGAAA	
siNC	UUCUCCGAACGUGUCACGU	
si*Dot1l*-1	GCUGACCUACAAUGACCUG	
si*Dot1l*-2	CUCGGUUUACACAGCUUCA	
si*Hdac11*-1	AGAGUCGUUUGCUGUUCAU	
si*Hdac11*-2	CCACCAUCAUUGAUCUCGA	
**Chemicals, enzymes and other reagents**		
T7 transcription kit	Vazyme	TR101-01
Cas9 protein	Invitrogen	91318767
ClonExpress II One Step Cloning Kit	Vazyme	C112-01
PrimeSTAR GXL DNA Polymerase	Takara	R050A
RIPA	Solarbio	R0010
peanut agglutinin	PNA, Thermo Fisher	L32460 and L21409
TUNEL BrightGreen Apoptosis Detection Kit	Vazyme	A112-01
acridine orange hydrochloride (AO) staining kit	Solarbio	CA1142
RNase A	Promega	A7973
FastAP	Thermo Scientific	EF0652
T4 PNK	NEB	M0201L
T4 RNA ligase	NEB	M0437M
proteinase K	NEB	P8107S
Superscript III	Thermo Fisher	18080044
MyONE Silane beads	Thermo Scientific	37002D
Q5 PCR master mix	NEB	M0492L
ice-cold IP lysis buffer	Thermo Scientific	87787
DTT	TargetMol	T5370
Protease inhibitors cocktail	TargetMol	C0001
Recombinant RNasin® Ribonuclease Inhibitor	Promega	N2515
DNase I	NEB	M0303S
Cycloheximide	CST	2112
TRIzol reagent	TIANGEN	Y1809
Hiscript III Reverse Transcriptase	Vazyme	R302-01
AceQ qPCR SYBR Green Master Mix	Vazyme	Q121-02
Streptavidin magnetic beads	TargetMol	C0089
RiboMinus Eukaryote Kit	Thermo	A15020
RNA Clean & Concentrator Kits	Zymo Research	R1017
mRNA Capture Beads	Vazyme	N403-01
His6-IGF2BP3	Hubei Ipodix Biotechnology	PA1000-8906M
His Tag Beads	TargetMol	C0123B
rSAP enzyme	NEB	M0371S
SuperEnhanced ECL	GBCBIO	G3308
Recombinant RNasin® Ribonuclease Inhibitor	Promega	N2515
IgG control	Proteintech	B900620
protein G magnetic beads	Invitrogen	10003D
proteinase K	Invitrogen	25530049
gDNA wiper	Vazyme	R423-01
DMEM medium	GIBCO	11965118
Fetal bovine serum	VISTECH	SE100-011
**Software**		
cutadapt v4.5	10.14806/ej.17.1.200	
Bowtie2 v2.3.5.1	10.1038/nmeth.1923	
STAR v2.7.10b	10.1093/bioinformatics/bts635	
Clipper v2.1.2	https://github.com/AngusJohnson/Clipper2	
HOMER v4.10.0	10.1016/j.molcel.2010.05.004	
BedTools v2.29.2	10.1093/bioinformatics/btq033	
Trim Galore v0.6.6	https://github.com/FelixKrueger/TrimGalore	
Hisat2 v2.1.0	10.1038/s41587-019-0201-4	
StringTie v2.1.7	10.1038/nbt.3122	
R v4.0.3	https://www.r-project.org/	
DESeq2 v1.22.1	10.1186/s13059-014-0550-8	
gProfiler	https://biit.cs.ut.ee/gprofiler/gost	
GraphPad Prism 9.0	http://www.graphpad.com	
ImageJ	https://imagej.net	
**Other**		
Chemiluminescence detection system	Tanon-5200	
Sperm Motility Analysis System	SMAS; DITECT	
FACS	MoFlo XDP, Beckman	
Hitachi-H7500 transmission electron microscope	Hitachi	
Agilent D1000	Agilent Technologies	
HiSeq4000	Illumina	
DNBSEQ-T7	MGI Tech	
LTQ ORBITRAP Velos mass spectrometer	Thermo Fisher Scientific	
Triple-quadrupole mass spectrometer	SCIEX Triple Quad 7500	
Mascot server	Matrix Science Ltd, UK	

### Ethics approval and consent to participate

Animal procedures were performed according to the ethical guidelines of the South Medical University Animal Ethics Committee (L2021162).

### Mice

Mice used in the study were C57BL/6 and KM strains and maintained under the SPF animal facility at Southern Medical University. They were subjected to a 12-h light/dark cycle, with temperature controlled between 20 and 25 °C and humidity maintained at 40–70%. Mice were free to access water and food. The experimental procedures were approved and supported by the Ethics Committee on Use and Care of Animals of Southern Medical University.

*Igf2bp3* knockout mice were generated using CRISPR/Cas9 technology, following the method described previously (Shalem et al, 2014). Briefly, a sgRNA (AATGGCTCCAACAAACTGGG) was transcribed in vitro using the T7 transcription kit, followed by incubation with Cas9 protein. These two components were co-injected simultaneously into C57BL/6 pronuclear zygotes, which were then transferred into the pseudopregnant KM mouse. Offspring genotyping was performed to obtain founder mice (F0) with an *Igf2bp3*-deletion by genomic PCR. To generate *Igf2bp3*^*−/−*^ mice, *Igf2bp3*^+/−^ males were mated with *Igf2bp3*^+/−^ females, while for expedited production of *Igf2bp3*^−/−^ males, sub-fertile *Igf2bp3*^−/−^ males were mated with fertile *Igf2bp3*^−/−^ females. The off-target effect was excluded by sequencing the PCR-amplified potential off-target sites as predicted by Off-Spotter (Dataset EV1) (Pliatsika and Rigoutsos, 2015). To minimize variability and more accurately reflect the mechanisms by which IGF2BP3 regulates spermatogenesis, *Igf2bp3*^−/−^ male mice with impaired fertility were selected for the experiments presented in Figs. 3–5 and associated supplemental figures.

### Plasmids

#### Expression vectors

To construct pHIV-Igf2bp3-3xFLAG-Puro and pHIV-Ybx2-3xMYC-Bsd, 3xFLAG-Puro sequences were PCR-amplified using the primer pair pPuro-F/R; 3xMYC-Bsd sequences were PCR-amplified using the primer pair pBsd-F/R. After purification, the PCR products were homologous recombined with the ClonExpress II One Step Cloning Kit, and inserted into BmahI and ClaI sites of pHIV-EGFP. The complementary DNAs (cDNAs) of *Igf2bp3* and *Ybx2* amplifying with PrimeSTAR GXL DNA Polymerase were inserted into the XbaI site of pHIV-3xFLAG-Puro and pHIV-3xMYC-Bsd through homologous recombination kit, respectively.

#### Reporter vectors

To construct the pCDH-CMV-mCherry-EF1-copGFP vector, pCMV-F and pmCherry-R primers were applied to amplify the CMV-mCherry sequence with pCDH-CMV-mCherry-T2A-Puro. The PCR product was inserted into ClaI site of pCDH-EF1-copGFP by homologous recombination. To obtain the pCDH-Actb-3′UTR-repoter or pCDH-Dot1l-3′UTR-repoter, the primer pairs pDot1l-3′UTR-F/R and pActb-3′UTR-F/R were utilized for mouse genomic PCR. Then, the PCR products were purified and inserted into SalI sensitive site of pCDH-CMV-mCherry-EF1-copGFP vector. To generate pCDH-Dot1l-3′UTR-m^6^AWT, pCDH-Dot1l-3′UTR-m^6^AMUT, pCDH-Hdac11-3′UTR-m^6^AWT and pCDH-Hdac11-3′UTR-m^6^AMUT, DNA fragments containing wild-type and mutant Dot1l-3′UTR-m^6^A/ Hdac11-3′UTR-m^6^A were synthesized by Ruibiotech and cloned into the SalI site of pCDH-CMV-mCherry-EF1-copGFP.

All plasmids were sequenced to verify the successful construction; the above primers and DNA sequences were listed in Dataset EV1.

### Western blotting analysis

Western blotting analysis was performed as previously described (Wang et al, 2021a). Cells or testis tissues extracts were prepared using cold RIPA for 30 min. Protein lysates were separated by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked with 5% skim milk in TBST (20 mM Tris, 150 mM NaCl, pH 7.6 with 0.05% Tween-20) and incubated with the primary antibody overnight. The next day, membranes were washed with TBST buffer for 5 min and incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. Signals were visualized by an enhanced chemiluminescence detection system, and analyzed by ImageJ.

### Immunostaining and TUNEL staining

Immunostaining was performed as described previously (Wang et al, 2018). Cells and testicular paraffin sections were blocked with 5% bovine serum albumin (BSA) for 1 h and then incubated with primary antibodies overnight at 4 °C. Subsequently, the samples were washed three times with PBS, followed by incubation with secondary antibodies or/and peanut agglutinin (PNA) for 1 h at room temperature. The nuclei were counterstained with 10 μg/ml Hoechst 33342 for 15 min at room temperature, followed by washing with PBS.

For TUNEL staining, assays were performed using TUNEL BrightGreen Apoptosis Detection Kit following the manufacturer’s instructions. Images were captured with a ZEISS LSM880 confocal microscope.

### Fertility evaluation

The fertility evaluation was performed by mating one 8-week-old male with two 8-week-old WT female mice (C57BL/6). *Igf2bp3*^+/+^ and *Igf2bp3*^+/−^ male mice were used as control groups. In total, the litter size of *Igf2bp3*^−/−^ male mice (*n* = 36), *Igf2bp3*^+/−^ male mice (*n* = 18), and *Igf2bp3*^+/+^ male mice (*n* = 18) mating with WT females over six months were recorded, respectively.

### Sperm counts and motility analysis

Male mice were sacrificed by cervical dislocation. Spermatozoa were removed from cauda epididymis, washed and incubated in DMEM medium for 30 min. Sperm motility and other parameters were quantitatively analyzed by an automated Sperm Motility Analysis System.

### Immunostaining of epididymis spermatozoa

Cauda epididymis was collected from one euthanized male mouse, several incisions were made and placed in 1 ml of PBS. Spermatozoa were centrifugated and fixed with 4% PFA, then smeared on a glass slide and dried in air. The slides were washed with PBS and stored at 4 °C. On the second day, the slides were permeabilized with 0.3% TritonX-100 in PBS three times, blocked with 5% BSA for 1 h, and then incubated with primary antibodies overnight at 4 °C. The following steps were performed as the immunostaining of cells and testicular paraffin sections described previously.

### FACS analysis of round spermatids and epididymis spermatozoa

Round spermatids were isolated from adult *Igf2bp3*^+/−^ and *Igf2bp3*^−/−^ testes by FACS as described previously (Lima et al, 2016; Wang et al, 2021a). The analysis to cauda epididymal spermatozoa was performed by FACS following previous protocol (Evenson, 2013, 2022). Briefly, spermatozoa were isolated from the cauda epididymis, washed, and incubated in DMEM medium for 30 min. After centrifugation, the sperm pellets were resuspended in 1 ml of 75% alcohol and incubated overnight at 4 °C. Subsequently, an acridine orange hydrochloride (AO) staining kit was utilized for sperm staining. Following a wash with AO Stain Buffer (1x), the sperm density was adjusted to 10^6^/ml using AO Stain Buffer (1×). The stained sperm suspension was then filtered through 40-μm nylon mesh followed by flow cytometry analysis after a dark incubation at room temperature for 15 min. Damaged sperm with single-stranded DNA and normal sperm with double-stranded DNA were distinguished using FACS based on 647-APC fluorescence and 488-FITC fluorescence, respectively.

### Spermatozoa scan by transmission electron microscopy (TEM)

Cauda epididymis obtained from adult mice were dissected into 1 to 2 mm^3^ fragments and fixed in a solution of 2.5% glutaraldehyde within the cacodylate buffer (0.1 M, pH 7.4) at 4 °C overnight. Following fixation, the samples were embedded in Eponate 812 and sectioned into ultrathin slices, following with uranyl acetate and lead citrate staining. Epididymal sections were visualized by using a Hitachi-H7500 transmission electron microscope.

### Immunostaining of spermatocyte chromosome spreads

Spermatocyte spreads of the testis samples were prepared as described previously (Peters et al, 1997). Briefly, the testes were dissected and the seminiferous tubules were washed with PBS. Then, the tubules were immersed in hypotonic extraction buffer (30 mM Tris, 50 mM sucrose, 17 mM trisodium citrate dihydrate, 5 mM EDTA, 2.5 mM DTT and 1 mM PMSF) for 30-60 min. The tubules were then collapsed in 0.1 M sucrose (pH 8.2) before being transferred onto a clean glass slide and subjected to repeated pipetting until obtaining a homogeneous suspension. The cell suspension was then deposited onto slides coated with 4% PFA and 0.3% TritonX-100 (pH 9.2) and oven dried for 2 h before twice washed with 0.4% Photo-Flo 200. Finally, the slides were air-dried at room temperature before proceeding with immunofluorescence staining.

### eCLIP

eCLIP of mouse testes was performed following previous protocol with some modifications (Van Nostrand et al, 2016; Xu et al, 2019).

1. Two testes from adult C57BL/6 mice were gently triturated using a loose glass pestle to ensure mild mechanical digestion. The testis suspension was crosslinked three times with 400 mJ/cm^2^ UV at 254 nm on ice.
2. Total RNAs were fragmented by 4 ng/µl RNase A to achieve the Input sample (2% of the lysate) was retained, and the protein-RNA complexes were immunoprecipitated with the IGF2BP3 antibody (Abcam) to obtain the IP samples, followed by thoroughly washing.
3. RNA dephosphorylation was performed using FastAP and T4 PNK, followed by ligation of a barcoded RNA adapter to the 3’ end using T4 RNA ligase. The RNA-protein complexes were resolved on a gel and transferred onto a nitrocellulose membrane.
4. The region spanning from 70 kDa to 150 kDa containing RNA was digested with proteinase K, followed by RNA reverse transcription using Superscript III. Purification of the samples was carried out using MyONE Silane beads, and qPCR was performed to determine optimal PCR cycle number.
5. Library amplification was conducted using Q5 PCR master mix, then the quality control was performed with an Agilent D1000 following with sequencing on the HiSeq4000.

### RIP qPCR

The procedure was modified from the previous study (Wu et al, 2019). Two testes from adult C57BL/6 mice were dissected and homogenized in 2 ml ice-cold IP lysis buffer, 0.5 mM 1,4-dithiothreitol (DTT), 1× protease inhibitors cocktail, 100 U/ml Recombinant RNasin® Ribonuclease Inhibitor. Supernatants of the lysate were collected, one supplemented with 4 μg IgG antibody and 50 μl beads, another one supplemented with 5 μg IP antibody and 50 μl beads, both were incubated overnight at 4 °C with rotation. Three times washing with wash buffer (IP lysis buffer; 0.5 mM DTT; 1 mM PMSF), followed by the incubation in DNase buffer containing DNase I for 10 min at 37 °C. After twice washing, co-immunoprecipitated RNAs were recovered by TRIzol method and reverse transcribed for subsequent qPCR using SYBR Green master mix. The IP and IgG groups were normalized to the level of *Gapdh*. Primers we used were listed in Dataset EV1.

### RNA-seq and RNC-seq of round spermatids

The multi-ribosomal components of round spermatids were separated using a continuous sucrose gradient ultracentrifugation, and then subjected to RNA-seq and RNC-seq as previously described (Huang et al, 2022; Tang et al, 2020; Zhang et al, 2017).

1. Cells were treated with 100 µg/ml cycloheximide to block translational elongation during round spermatids isolation by FACS. Approximately 2 million round spermatids were isolated from each mouse, and then dissolved in the lysis buffer (15 mM Tris-HCl pH 7.5, 200 mM NaCl, 15 mM MgCl_2_, 1% TritonX-100 (v/v), 100 μg/ml CHX, 1× proteinase inhibitor cocktail, 40 U/ml RNasin) and incubated on ice for 8 min. The supernatant was collected after centrifugation.
2. 10% of the extract was designated as input control for RNA-seq, the remaining extract was fractionated into 22 portions in a 5% to 50% sucrose gradient by centrifuging at 36,000 rpm for 2.5 h at 4 °C. RNAs associated with polysomes (fractions 16–22) were isolated for RNC-seq.
3. The RNAs were purified through poly(A) selection and subsequently utilized for full-length library construction using the STRT-seq method without 3’ terminal cDNAs enrichment (Zhao et al, 2021). The libraries were sequenced on a DNBSEQ-T7 instrument.

### Sequencing data analysis

For eCLIP-seq data:

eCLIP reads were processed and quality control (QC) was performed according to the Encyclopedia of DNA Elements (ENCODE) data processing protocol for eCLIP reads as previously described (https://www.encodeproject.org/eclip/) (Van Nostrand et al, 2016).

1. First, reads were demultiplexed according to their inline barcodes using a custom script, which also modifies each read name to include the read unique molecular identifier (UMI) (https://github.com/YeoLab/eclipdemux/blob/master/eclipdemux_package/demux.py).
2. Next, reads were trimmed using cutadapt (v4.5) and reads from rRNA were removed using Bowtie2 (v2.3.5.1).
3. Surviving reads were then mapped with STAR (v2.7.10b), to mm10 assembly to obtain genome alignments.
4. PCR duplicate removal was then performed with a custom script based on UMI sequences placed inside each read name (https://github.com/YeoLab/eCLIP/blob/master/bin/barcodecollapsepe.py).
5. Read 2 for each IP and size-matched INPUT (SMInput) BAM file was used to call enriched peak clusters with Clipper (v2.1.2). These clusters were then normalized against SMInput reads. Regions passing a −log_10_(*P*) significance of at least 2 and a log_2_(fold change) cutoff of 2 were deemed as significantly IGF2BP3-bound for each replicate.
6. Peak annotation was performed using HOMER (V4.10.0) annotatePeaks.pl script. Motif analysis was performed using HOMER findMotifsGenome.pl script on overlapping peaks from two replicates.
7. BedTools (v2.29.2) was utilized to quantify read counts across annotated gene regions, including coding exons (CDS), introns, and 3’UTRs. Least-squares regression was subsequently applied to assess inter-sample correlations. Only regions with at least 10 reads in one of IP or SMInput were considered, and significance was determined by Yates’ Chi-Square test or Fisher’s Exact test.

For RNA-seq and RNC-seq data:

1. Trim Galore (v0.6.6) was used to trim the 3’ adapter in the raw reads. Low-quality reads with Phred quality score <25 were removed.
2. Next, the trimmed reads were aligned to the mouse reference genome assembly build GRCm38 (mm10) using the Hisat2 (v2.1.0).
3. Mapped reads were then assembled into transcripts under the guidance of reference annotation with StringTie (v2.1.7). The gene expression level was normalized by using fragments per kilobase of transcript per million mapped reads (FPKM) method.
4. Differential expression analysis was performed within R (v4.0.3) using DESeq2 (v1.22.1), applying a dual threshold on the |log_2_ (fold change)| > 1.5 and corresponding statistical significance (*P* value < 0.05). Translational efficiencies (TE) were calculated as: TE = (FPKM in RNC-seq) / (FPKM in RNA-seq). Genes with FPKM > 0.1 were kept for downstream analysis.
5. Gene Ontology (GO) term enrichment analysis for biological processes was performed using gProfiler.

### Quantitative real-time PCR (qPCR)

Total RNA was extracted using the TRIzol reagent. Reverse transcription was performed by Hiscript III Reverse Transcriptase. qPCR was conducted utilizing the qPCR SYBR Green Master Mix and Bio-Rad CFX96 Real-Time System (Bio-Rad CFX Manager 3.1 software). Relative mRNA expression was quantified employing the Delta-Delta CT method and normalized to *β-Actin*. Primers in qPCR assays were listed in Dataset EV1.

### IGF2BP3 IP mass spectrometry of round spermatids

The experimental procedure was adapted from the previous study (Tan et al, 2023b). Adult mouse testes were enzymatically digested, followed by the round spermatids collection using flow cytometry. The collected RS were subsequently lysed with IP lysis buffer and divided into two portions, each portion was then incubated with either IgG or IGF2BP3 antibody-conjugated beads at 4 °C overnight. The immunoprecipitated proteins were digested with trypsin at 37 °C overnight. Peptides were sequentially extracted with 5% formic acid/50% acetonitrile and 0.1% formic acid/75% acetonitrile, followed by the analytical capillary column isolation and spraying into an LTQ ORBITRAP Velos mass spectrometer equipped with a nano-ESI ion source. Identified peptides were annotated against the IPI (International Protein Index) mouse protein database on the Mascot server.

### RNA binding protein pulldown

RNA binding protein pulldown was performed as previously describe with some modifications (Wang et al, 2014; Wu et al, 2019). Biotin-labeled RNA oligonucleotides containing adenosine or m^6^A were synthesized by Ruibiotech. An adult mouse testis was homogenized resuspended in 1 mL of lysis buffer on ice, followed by centrifugation. To the resulting lysate, 1 µg of each RNA oligonucleotide was added, and the lysate, pre-washed with streptavidin magnetic beads, was incubated overnight at 4 °C. Subsequently, 200 µL of pre-washed streptavidin beads were added, and the mixture was incubated for 4 h at 4 °C. The beads were washed five times with wash buffer, then boiled in loading buffer for subsequent western blot. The RNA oligonucleotides sequences were listed in Dataset EV1.

### In vivo RIP LC-MS/MS

The testicular lysis was performed as previously described for RIP qPCR. 50 µL of the supernatant was retained as the Input. The remaining supernatant was incubated with 10 µg of IGF2BP3 antibody-protein A/G beads at 4 °C overnight by rotation. After incubation, 50 µl of supernatant was collected and saved as FT. The beads were washed five times with lysis buffer and saved as the IP fraction. TRIzol was added to all three fractions (Input, FT, and IP) to purify the RNA. Three portions were further purified by rRNA depletion using the RiboMinus Eukaryote Kit with size selection of RNA greater than 200 nt using RNA Clean & Concentrator Kit. The m^6^A content in each of the Input, FT, and IP samples was quantified by LC-MS/MS.

### In vitro RIP LC-MS/MS

mRNA was purified from mouse testes by using the mRNA Capture Beads, with 0.2 µg retained as the Input. The purified mRNA (0.8 µg) was incubated with His6-IGF2BP3 (final concentration 500 nM) at 4 °C for 2 h to form the RBP complex. Next, 100 μl of His Tag Beads were washed and added to the solution, followed by rotation at 4 °C for 2 h. The beads were washed, and 500 µl of TRIzol was added to extract the RNA, saved as the IP fraction. The m^6^A content in both the Input and IP samples was quantified by LC-MS/MS.

### Quantitative analysis of m^6^A by LC–MS/MS

LC-MS/MS was performed as previously described with some modifications (Kang et al, 2024). 50 ng of non-ribosomal RNA or mRNA from mouse testes was digested with 1 U of nuclease P1 and 1 U of rSAP enzyme. The digested samples were then introduced into an LC-MS/MS system. Nucleosides were detected using a triple-quadrupole mass spectrometer in positive ion multiple reaction-monitoring (MRM) mode. Nucleosides were quantified based on retention time and ion mass transitions (268–136 for A; 282–150 for m^6^A). The nucleoside levels were quantified by comparison with a standard curve generated from pure nucleoside standards prepared from the same batch of samples. The m^6^A content was calculated as the ratio of the corrected A value to the calibration concentration.

### m^6^A dot blot

The indicated amount of total RNA or synthesized RNA oligonucleotide was denatured in a threefold volume of RNA incubation buffer (65.7% formamide, 7.77% formaldehyde, and 1.33 × MOPS) at 65 °C for 5 min, followed by chilling on ice and mixing with onefold volume of 20 × Saline Sodium Citrate (SSC) buffer. The RNAs were loaded onto a nitrocellulose filter membrane with Bio-Dot Apparatus. After UV crosslinking, the membrane was stained with 0.02% methylene blue in 0.3 M sodium acetate. Subsequently, the membrane was washed with PBST and blocked with 5% non-fat milk in PBST before incubating with anti-m^6^A antibody overnight at 4 °C. After incubating with horseradish peroxidase-conjugated secondary antibody, the membrane was visualized using SuperEnhanced ECL.

### MeRIP qPCR

MeRIP–seq was performed as described previously, with minor modifications (Tan et al, 2023b; Xiao et al, 2019). In brief, the total RNAs from GC-2 cells or round spermatids were fragmented and purified by using zinc acetate and TRIzol, separately. RNAs were then incubated overnight at 4 °C in IPP buffer containing Recombinant RNasin Ribonuclease Inhibitor with IgG control or m^6^A antibody, followed by incubation with protein G magnetic beads and three times washing with IPP buffer as well as the proteinase K digestion. Bound RNAs were extracted and reverse transcribed via HiScript IV RT SuperMix containing gDNA wiper. Recovery rate of specific transcript was calculated by comparing the relative mRNA abundance in the IP group to the input group. Normalization was performed using *Gapdh* for both the IP and IgG groups. Primers used are listed in Dataset EV1.

### Cell culture and transfection

HEK293T and GC-2 cell line was cultured in DMEM medium supplemented with 10% fetal bovine serum. All cells were cultured in 37 °C humidified incubators with 5% CO_2_ and routinely tested for mycoplasma contamination. IGF2BP3-KO cells were generated by utilizing the CRISPR-Cas9 system, and plasmids were transfected into cells with polyethylenimine (PEI).

### Microinjection of siRNA into mouse testes

We performed the siRNA transfection as previously described (Tan et al, 2023a). Briefly, 4-week-old mice were anesthetized by pentobarbital sodium, and the testes were exteriorized through abdominal incisions. One testis was injected with 4 µl dilutions of siRNA (20 µM) targeting *Dot1l* or *Hdac11* chemically modified with 2-methoxyethyl and cholesterol, while another testis from the same mouse received 4 µl negative control siRNA dilutions at the same concentration as control. After recovery, the mice were maintained on their regular diet. Seven days after the siRNA injection, testes were harvested for the subsequent experiments. Twenty-one days after the injection, epididymides were harvested for subsequent CASA testing.

### Statistical analysis

GraphPad Prism 5 was used to analyze the data of qPCR, western blotting, immunostaining, TEM, FACS, RIP LC-MS/MS, and EMSA. Statistical differences were assessed using Student’s *t* test or ordinary one-way ANOVA test. The standard error of the mean (SEM) was employed to evaluate the biological significance. *P* value < 0.05 was considered statistically significant.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Movie EV1

Movie EV2

Movie EV3

Movie EV4

Movie EV5

Movie EV6

Source data Fig.

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The eCLIP-seq, RNA-seq and RNC-seq data are deposited in the Gene Expression Omnibus (GEO) under the accession number GSE256055. The raw data of eCLIP-seq has also been deposited in the National Genomics Data Center of the China National Center for Bioinformation database and can be accessed by reviewers via the private link below: https://ngdc.cncb.ac.cn/gsa/s/Y30kRQCZ. All other data supporting the findings of this study are available from the Lead Contact upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00659-y.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 1 — Appendix

## Table of contents

Page 2: Appendix Figure S1. Dynamic gene expression patterns of m<sup>6</sup>A binding proteins in mouse testicular germ cells and somatic cells as well as the location of IGF2BP3 in the epididymis, related to Figure 1.

Page 4: Appendix Figure S2. The proportion of spermatogonia, spermatocytes and Sertoli cells in *Igf2bp3*<sup>-/-</sup> testes, related to Figure 2.

Page 6: Appendix Figure S3. Quality assessment of sequencing data, and colocalization of IGF2BP3 and HDAC11 (DOT1L) in mouse testes, related to Figure 4.

Page 8: Appendix Figure S4. IGF2BP3 represses RNA translation via the interaction with YBX2, related to Figure 5.

Page 10: Appendix Figure S5. IGF2BP3-YBX2 complex reduced the translation efficiency of CopGFP regulated by the 3'UTR of *Hdac11* containing mutant m<sup>6</sup>A motifs, related to Figure 6.

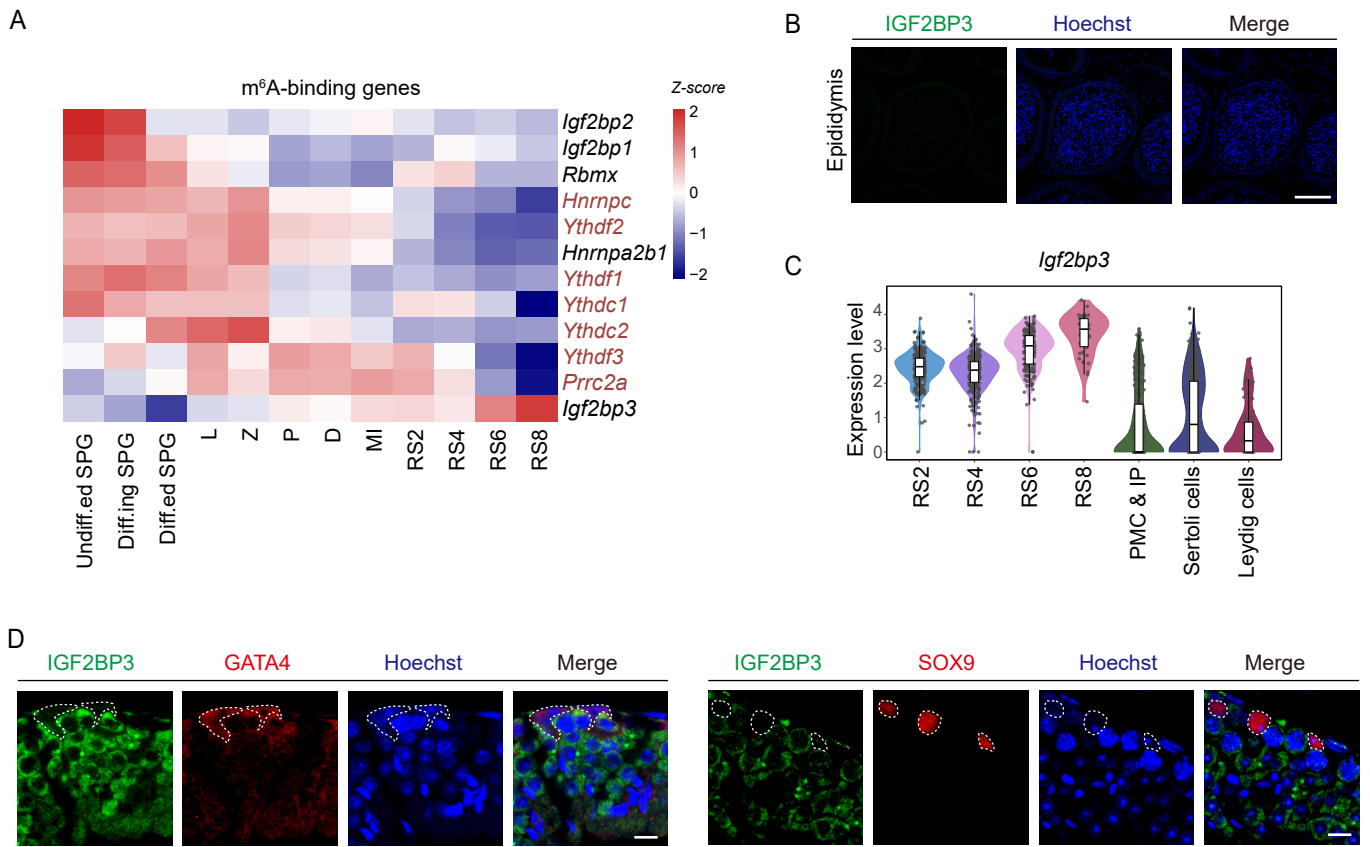

**Appendix Figure S1. Dynamic gene expression patterns of m<sup>6</sup>A binding proteins in mouse testicular germ cells and somatic cells as well as the location of IGF2BP3 in the epididymis, related to Figure 1.**

(A) Heatmap of reported m<sup>6</sup>A-binding genes in mouse spermatogenic cells. m<sup>6</sup>A, N<sup>6</sup>-methyladenosine. Undiff.ed SPG, Undifferentiated spermatogonia; Diff.ing SPG, Differentiating spermatogonia; Diff.ed SPG, Differentiated spermatogonia; L, leptotene; Z, zygotene; P, pachytene; D, diplotene; MI, metaphase I; RS, round spermatids.

(B) Immunofluorescence of IGF2BP3 in adult caudal epididymis sections. Scale bar, 50  $\mu$ m.

(C) Violin plot showing the relative expression levels [ $\log (TPM/10+1)$ ] of *Igf2bp3* in mouse round spermatids and neonatal testicular somatic cells. Each box within the violin plots represents the median and the 25% and 75% quartiles, and the whiskers indicate 1.5 times the interquartile range. Each dot corresponds to a single cell, data from two biologically independent samples (integration of all samples). PMC & IP, peritubular myoid cells & interstitial progenitors.

(D) Immunofluorescence of IGF2BP3 (green), GATA4 (red, left) and SOX9 (red, right) in adult testicular paraffin sections from 8-week-old mice. Scale bar, 10  $\mu$ m. The dotted border demarcates the boundary of positive signals for GATA4 or SOX9.

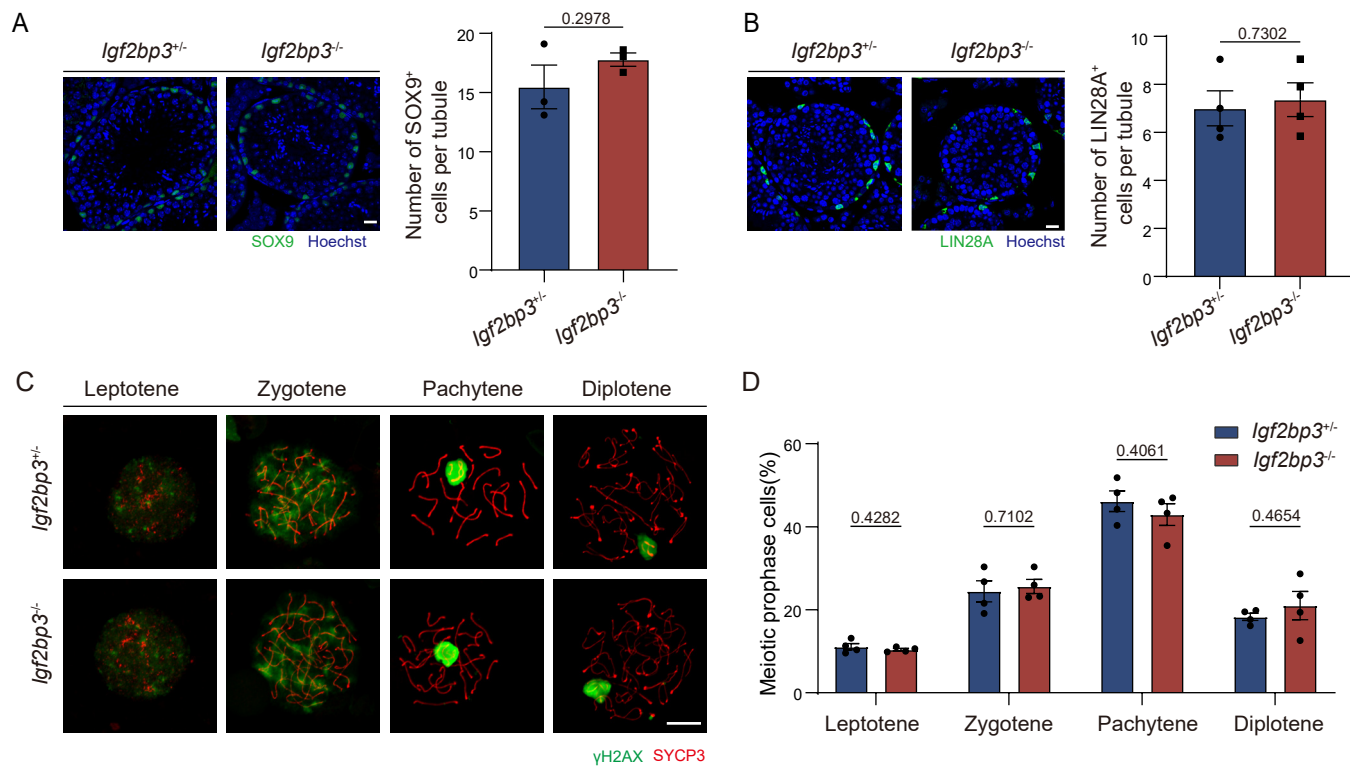

**Appendix Figure S2. The proportion of spermatogonia, spermatocytes and Sertoli cells in *Igf2bp3*<sup>-/-</sup> testes, related to Figure 2.**

(A) Quantitative comparison of SOX9<sup>+</sup> cells per tubule between adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. At least 20 tubules for each mouse were counted. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM. Scale bar, 20 µm.

(B) Quantitative comparison of LIN28A<sup>+</sup> cells per tubule between adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. At least 20 tubules for each mouse were counted. Scale bar, 20 µm. Unpaired two-tailed *t*-test. Error bars, n = 4 biological replicates, mean ± SEM. Scale bar, 20 µm.

(C) Immunostaining of γH2AX (green) and SYCP3 (red) on chromosome spreads of *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> spermatocytes. Scale bar, 10 µm.

(D) Proportion of leptotene, zygotene, pachytene, and diplotene spermatocytes in adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> spermatocytes. Unpaired two-tailed *t*-test. Error bars, n = 4 biological replicates, mean ± SEM.

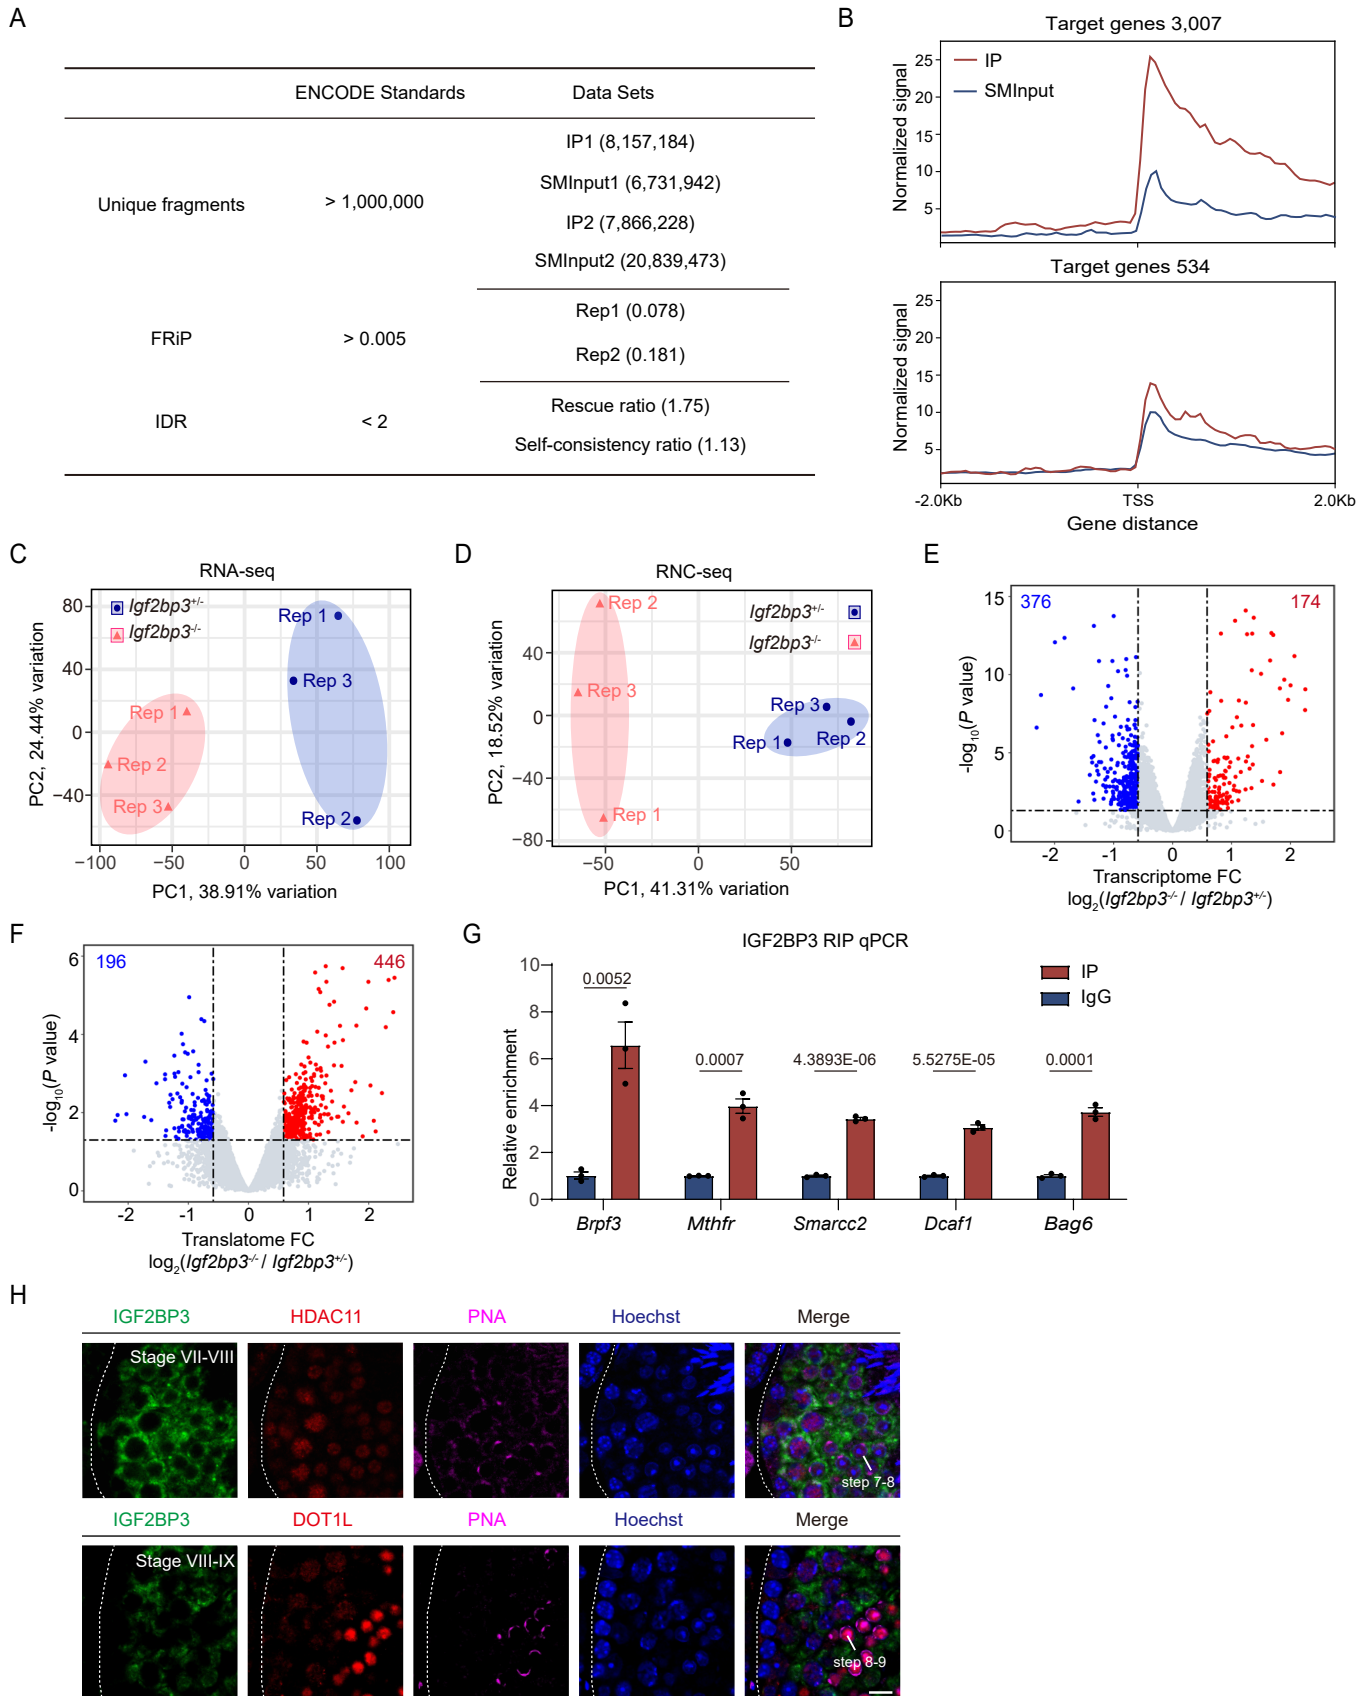

**Appendix Figure S3. Quality assessment of sequencing data, and colocalization of IGF2BP3 and HDAC11 (DOT1L) in mouse testes, related to Figure 4.**

(A) Assessment of eCLIP-seq data quality using the standardized evaluation protocol from the ENCODE project. 

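The fraction of reads in peaks (FRiP) is the share of a library's usable reads that fall inside its peaks. A read that spans several peaks would be counted more than once in a sum over peaks, so peaks of 1 strand within 300 bases were joined into groups, and only the peak with the most IP reads in each group was counted. Peaks at the highest listed −log10(P value) entered with the fewest reads that could give their fold change and P value. The significant peaks then held at least 4.59% of the usable IP reads in replicate 1 and at least 7.13% in replicate 2. Of the significant peaks, 22.9% in replicate 1 and 25.9% in replicate 2 had a single SMInput read. This number is the floor of the comparison and may stand for no observed read.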

FRiP (Fraction of reads in peaks), IDR (Irreproducible Discovery Rate).

(B) Aggregated IGF2BP3 eCLIP-seq signals at 534 target genes highly expressed in both germ and somatic cells upon 3,007 germ cell-specific target genes.

(C, D) Principal Component Analysis (PCA) plots of the RNA-seq and RNC-seq data from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> round spermatids. Each dot represents one sample.

(E, F) Volcano plots showing the differential expression genes (DEGs) in transcriptome (E) and translome (F) profiles of adult round spermatids comparing adult *Igf2bp3*<sup>+/-</sup> vs *Igf2bp3*<sup>-/-</sup> round spermatids. DEGs were identified by DESeq2 (Wald test) with thresholds of  $P < 0.05$  and  $|\log_2(\text{fold change})| > \log_2(1.5)$ ,  $n = 3$  biological replicates. Red and blue dots indicate up-regulated and down-regulated genes, respectively.

(G) IGF2BP3 RIP-qPCR analysis of the relatively enrichment of indicated transcripts in adult WT mouse testes. Unpaired two-tailed *t*-test. Error bars,  $n = 3$  biological replicates, mean  $\pm$  SEM.

(H) Immunofluorescence of IGF2BP3 (green), HDAC11 (red, top), DOT1L (red, bottom), and PNA (magenta) in adult WT testicular paraffin sections from 8-week-old mice. Scale bar, 10  $\mu\text{m}$ . Dotted borders demarcates the basement membrane of the seminiferous tubule.

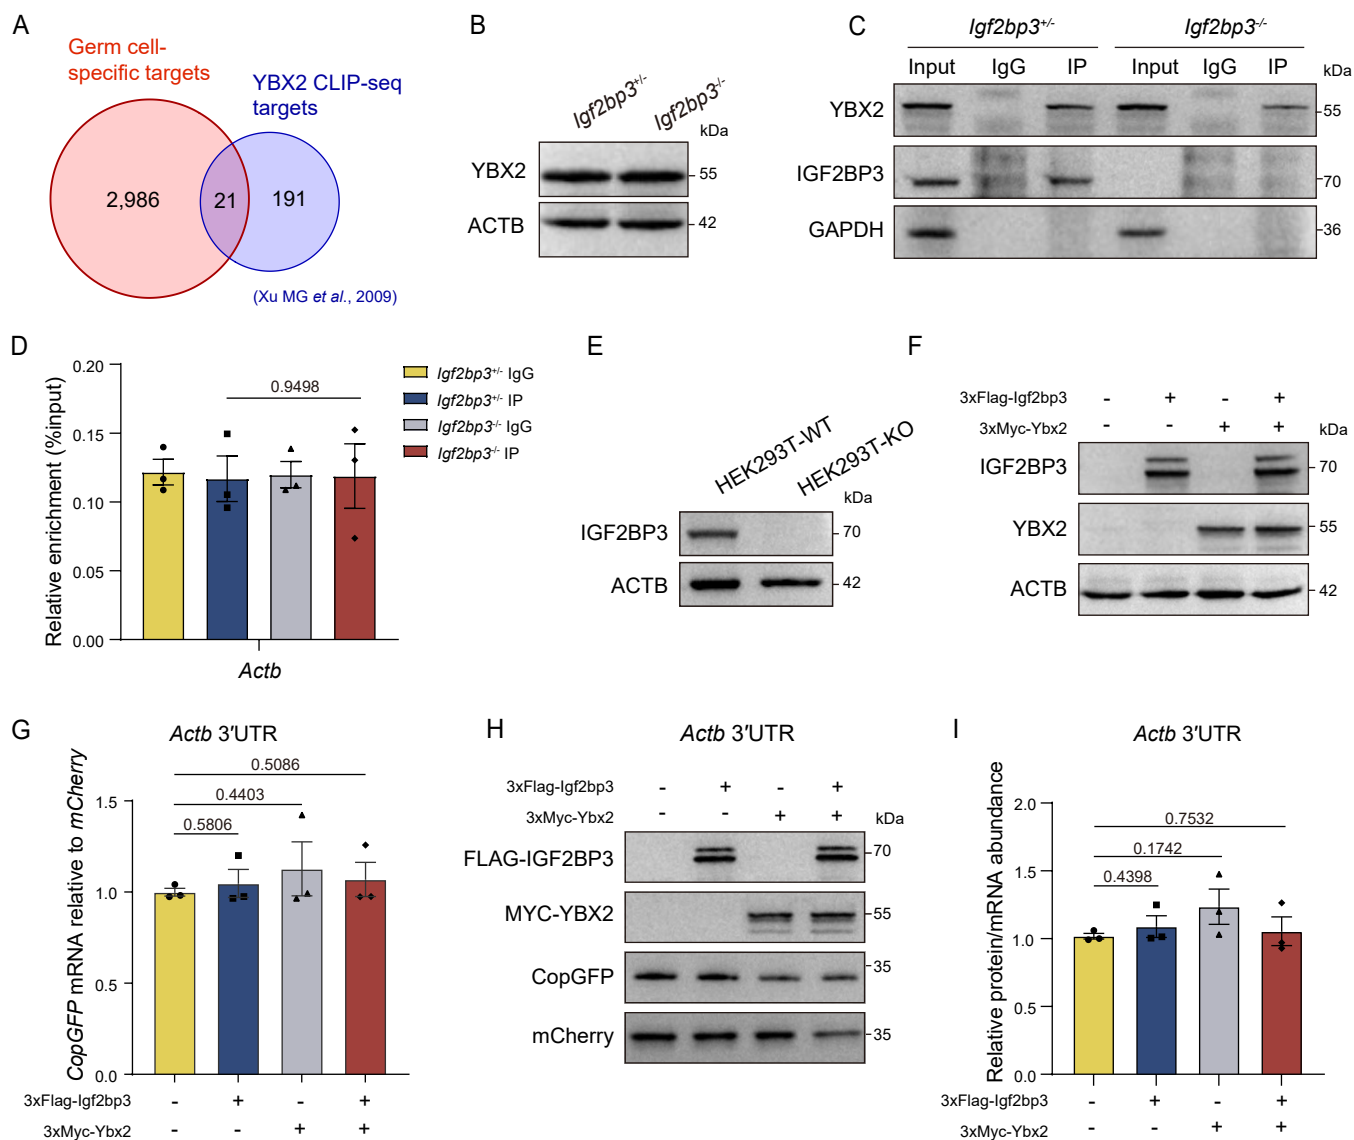

**Appendix Figure S4. IGF2BP3 represses RNA translation via the interaction with YBX2, related to Figure 5.**

(A). Venn diagram showing the 3,007 germ cell-specific targets of IGF2BP3 (in the current study) and 212 CLIP-seq targets of YBX2 in mouse testes (Xu MG *et al.*, 2009).

(B) Western blotting analysis of the protein levels of YBX2 in adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes. ACTB serves as a loading control.

(C) Western blotting analysis of the YBX2 in adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes lysates (input) and lysates immunoprecipitated by YBX2 (IP) or IgG antibodies.

(D) YBX2 RIP-qPCR analyses of *Actb* in adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM.

(E) Western blotting analysis of the protein levels of IGF2BP3 in wild-type (WT) and IGF2BP3-KO HEK293T cells. ACTB serves as a loading control.

(F) Western blotting analysis of the protein levels of IGF2BP3 and YBX2 in four HEK293T lines, corresponding to Fig. 5E. ACTB serves as a loading control.

(G) qPCR analyses of the relative levels of *CopGFP* mRNAs under the regulation of 3'UTR of *Actb* normalized to *mCherry* mRNAs. Cell lines were treated with 2 µg/ml of actinomycin D for 2 hours. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM.

(H) Western blotting analysis of the protein levels of CopGFP under the regulation of 3'UTR of *Actb* with the overexpression of FLAG-tagged IGF2BP3 or MYC-tagged YBX2. The level of mCherry is set as the internal control.

(I) Histogram showing the ratios of CopGFP proteins (normalized to mCherry proteins) to the *CopGFP* mRNAs (normalized to *mCherry* mRNAs), corresponding to Appendix Fig. S4G,H. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM.

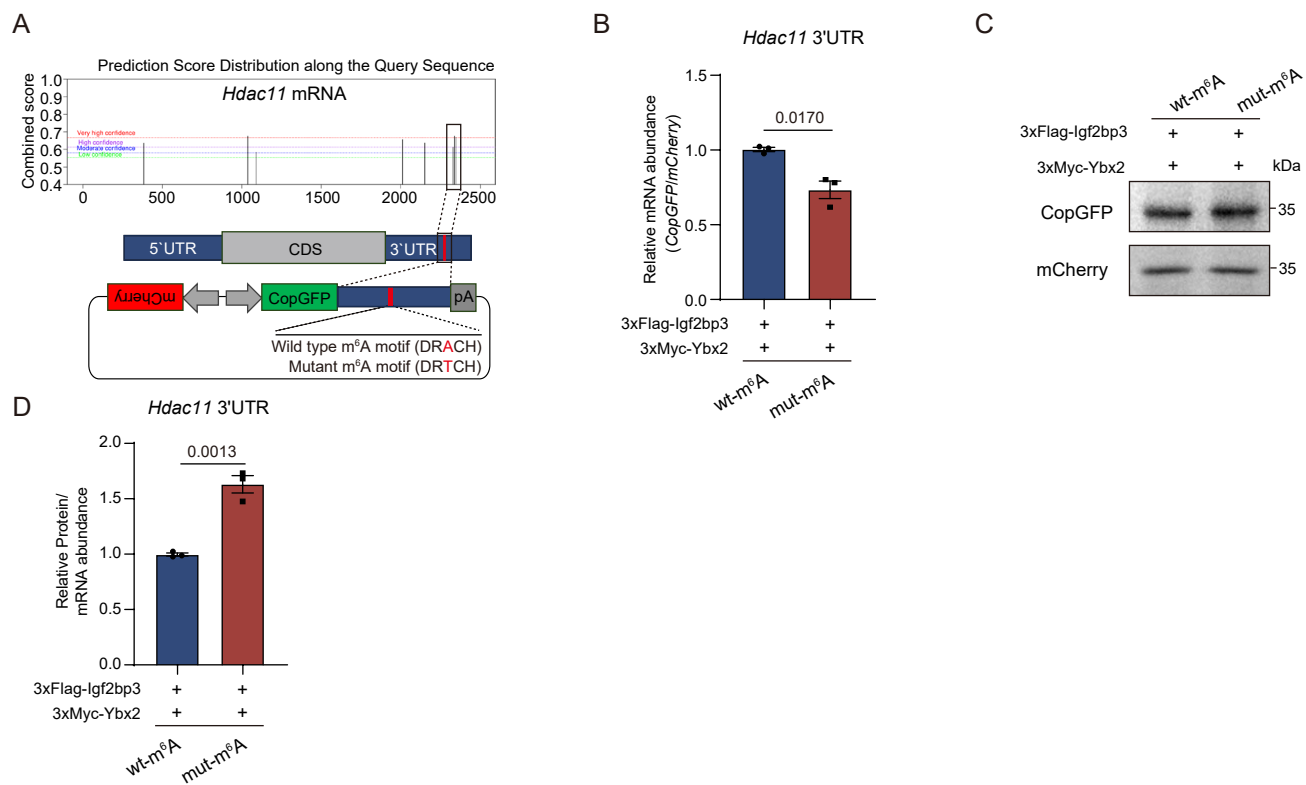

**Appendix Figure S5. IGF2BP3-YBX2 complex reduced the translation efficiency of CopGFP regulated by the 3'UTR of *Hdac11* containing mutant m<sup>6</sup>A motifs, related to Figure 6.**

(A) m<sup>6</sup>A sites within *Hdac11* mRNAs predicted by SRAMP online software (top). Schematic of bidirectional expression vectors (bottom). CopGFP ligates the m<sup>6</sup>A-enriched region of *Hdac11* 3'UTR with the overexpression of FLAG-tagged IGF2BP3, and mCherry is used as a transfection control.

(B) qPCR analysis of the relative levels of CopGFP mRNA under the regulation of the m<sup>6</sup>A motif in the *Hdac11* 3'UTR, normalized to *mCherry* mRNA. Cell lines were treated with 2 µg/ml actinomycin D for 2 hours. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM.

(C) Western blotting analysis of CopGFP protein levels in FLAG-tagged IGF2BP3 and MYC-tagged YBX2 overexpressed HEK293T under the control of the m<sup>6</sup>A motif in the *Hdac11* 3'UTR. The level of mCherry is set as the internal control.

(D) Histogram showing the ratios of CopGFP proteins (normalized to mCherry proteins) to the *CopGFP* mRNAs (normalized to *mCherry* mRNAs), corresponding to Appendix Fig. S5B,C. Unpaired two-tailed *t*-test. Error bars, n = 3 biological replicates, mean ± SEM.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 8 — Movie EV1

**Movie EV1.** CASA of the Motility and Concentration of *Igf2bp3*^+/+^ Epididymal Spermatozoa, Related to Figure 2. The Movie was Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 9 — Movie EV2

**Movie EV2.** CASA of the Motility and Concentration of *Igf2bp3*^+/-^ Epididymal Spermatozoa, Related to Figure 2. The Movie Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 10 — Movie EV3

**Movie EV3.** CASA of the Motility and Concentration of *Igf2bp3*^-/-^ Epididymal Spermatozoa, Related to Figure 2. The Movie was Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 11 — Movie EV4

**Movie EV4.** CASA of the Motility and Concentration of Epididymal Spermatozoa from *Igf2bp3*^+/-^ Mouse Injected with siNC, Related to Figure 7. The Movie was Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 12 — Movie EV5

**Movie EV5.** CASA of the Motility and Concentration of Epididymal Spermatozoa from *Igf2bp3*^-/-^ Mouse Injected with siNC, Related to Figure 7. The Movie was Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 13 — Movie EV6

**Movie EV6.** CASA of the Motility and Concentration of Epididymal Spermatozoa from *Igf2bp3*^-/-^ Mouse Injected with si*Dot1l*/*Hdac11-1*, Related to Figure 7. The Movie was Shot with 50 Frames Per Second.

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 14 — Source data Fig.

|             |  | Rep1       |   |            | Rep2       |   |            | Rep3       |   |            |
|-------------|--|------------|---|------------|------------|---|------------|------------|---|------------|
| Marker(kDa) |  | Ig2bp3 +/- |   | Ig2bp3 -/- | Ig2bp3 +/- |   | Ig2bp3 -/- | Ig2bp3 +/- |   | Ig2bp3 -/- |
| siNC-1      |  | +          | + | -          | +          | + | -          | +          | + | -          |
| siHdac11-1  |  | -          | - | +          | -          | - | +          | -          | - | +          |
| siDot1l-1   |  | -          | - | +          | -          | - | +          | -          | - | +          |

# Supplementary material for: IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development
**Source:** EMBO J. 2025 Dec 5;45(2):504–36. doi: 10.1038/s44318-025-00659-y
**Supplement:** Supplementary file 22 — Expanded View Figures

## Expanded View Figures

**Figure EV1. The strategy of *Igf2bp3*-KO mice and its spermatids loss in testis, related to Fig. 2.**

(A) Schematic structures showing RNA-binding domains within IGF2BP3 proteins (top). Schematic diagram of CRISPR/Cas9 for generating the *Igf2bp3* knockout mice (middle). Sanger sequencing of the targeting locus of *Igf2bp3* in wild-type and *Igf2bp3*<sup>-/-</sup> mice (bottom). (B) Immunofluorescence of IGF2BP3 (top) and secondary antibody (bottom) in adult testicular sections from 8-week-old *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mice. Scale bar, 20  $\mu$ m. (C) Western blotting analysis of the protein levels of IGF2BP1, IGF2BP2, and IGF2BP3 in *Igf2bp3*<sup>+/+</sup>, *Igf2bp3*<sup>+/-</sup>, and *Igf2bp3*<sup>-/-</sup> testes. Both the N-terminal (ab177477) and C-terminal (A303-426A) recognizing antibodies of IGF2BP3 were utilized in this assay. ACTB serves as a loading control. (D, E) Computer-aided sperm analysis (CASA) of the sperm motility (D) and sperm number (E) in *Igf2bp3*<sup>+/+</sup> ( $n = 16$ ), *Igf2bp3*<sup>+/-</sup> ( $n = 18$ ), and *Igf2bp3*<sup>-/-</sup> ( $n = 39$ ) mice.  $P$  values are calculated by one-way ANOVA. Each bar represents the mean  $\pm$  SEM from biological replicates. (F) Quantitative comparison of abnormal nuclei per tubule between adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. At least 20 tubules of each mouse were calculated. Unpaired two-tailed  $t$  test. Error bars,  $n = 4$  biological replicates, mean  $\pm$  SEM. (G) PAS staining of the adult testicular sections from 8-week-old *Igf2bp3*<sup>+/+</sup>, *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mice. Arrowheads indicate cells with abnormal agglutinated nuclei (left). Scale bar, 40  $\mu$ m. Lumen area statistics on PAS staining of paraffin sections of *Igf2bp3*<sup>+/+</sup>, *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> adult testes (right).  $P$  values are calculated by one-way ANOVA. Error bars,  $n = 3$  biological replicates, mean  $\pm$  SEM. (H) Flow cytometry analysis (left) and bar plot (right) showing the distribution of each ploidy population within adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. Unpaired two-tailed Student's  $t$  test. Each error bar represents the mean  $\pm$  SEM from 5 biological replicates.

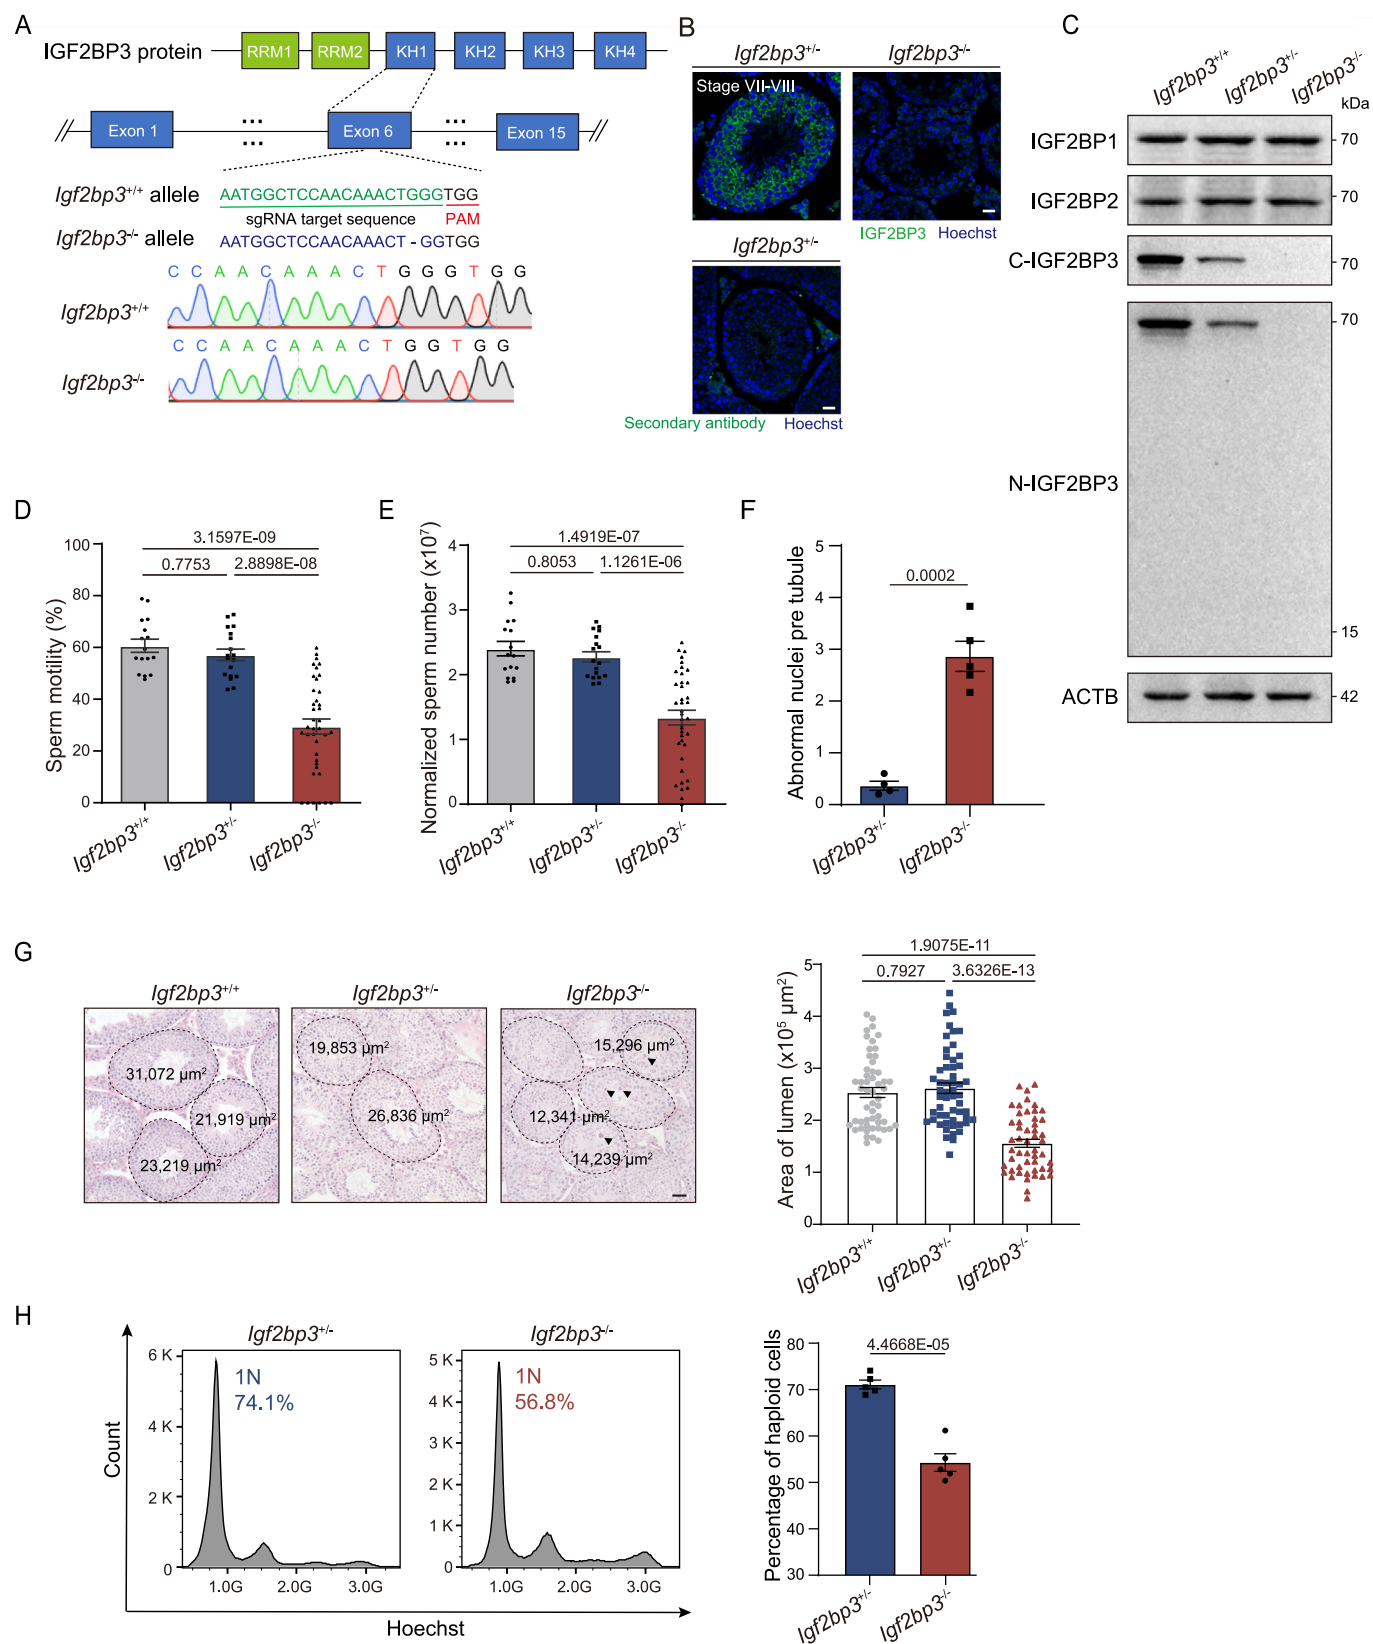

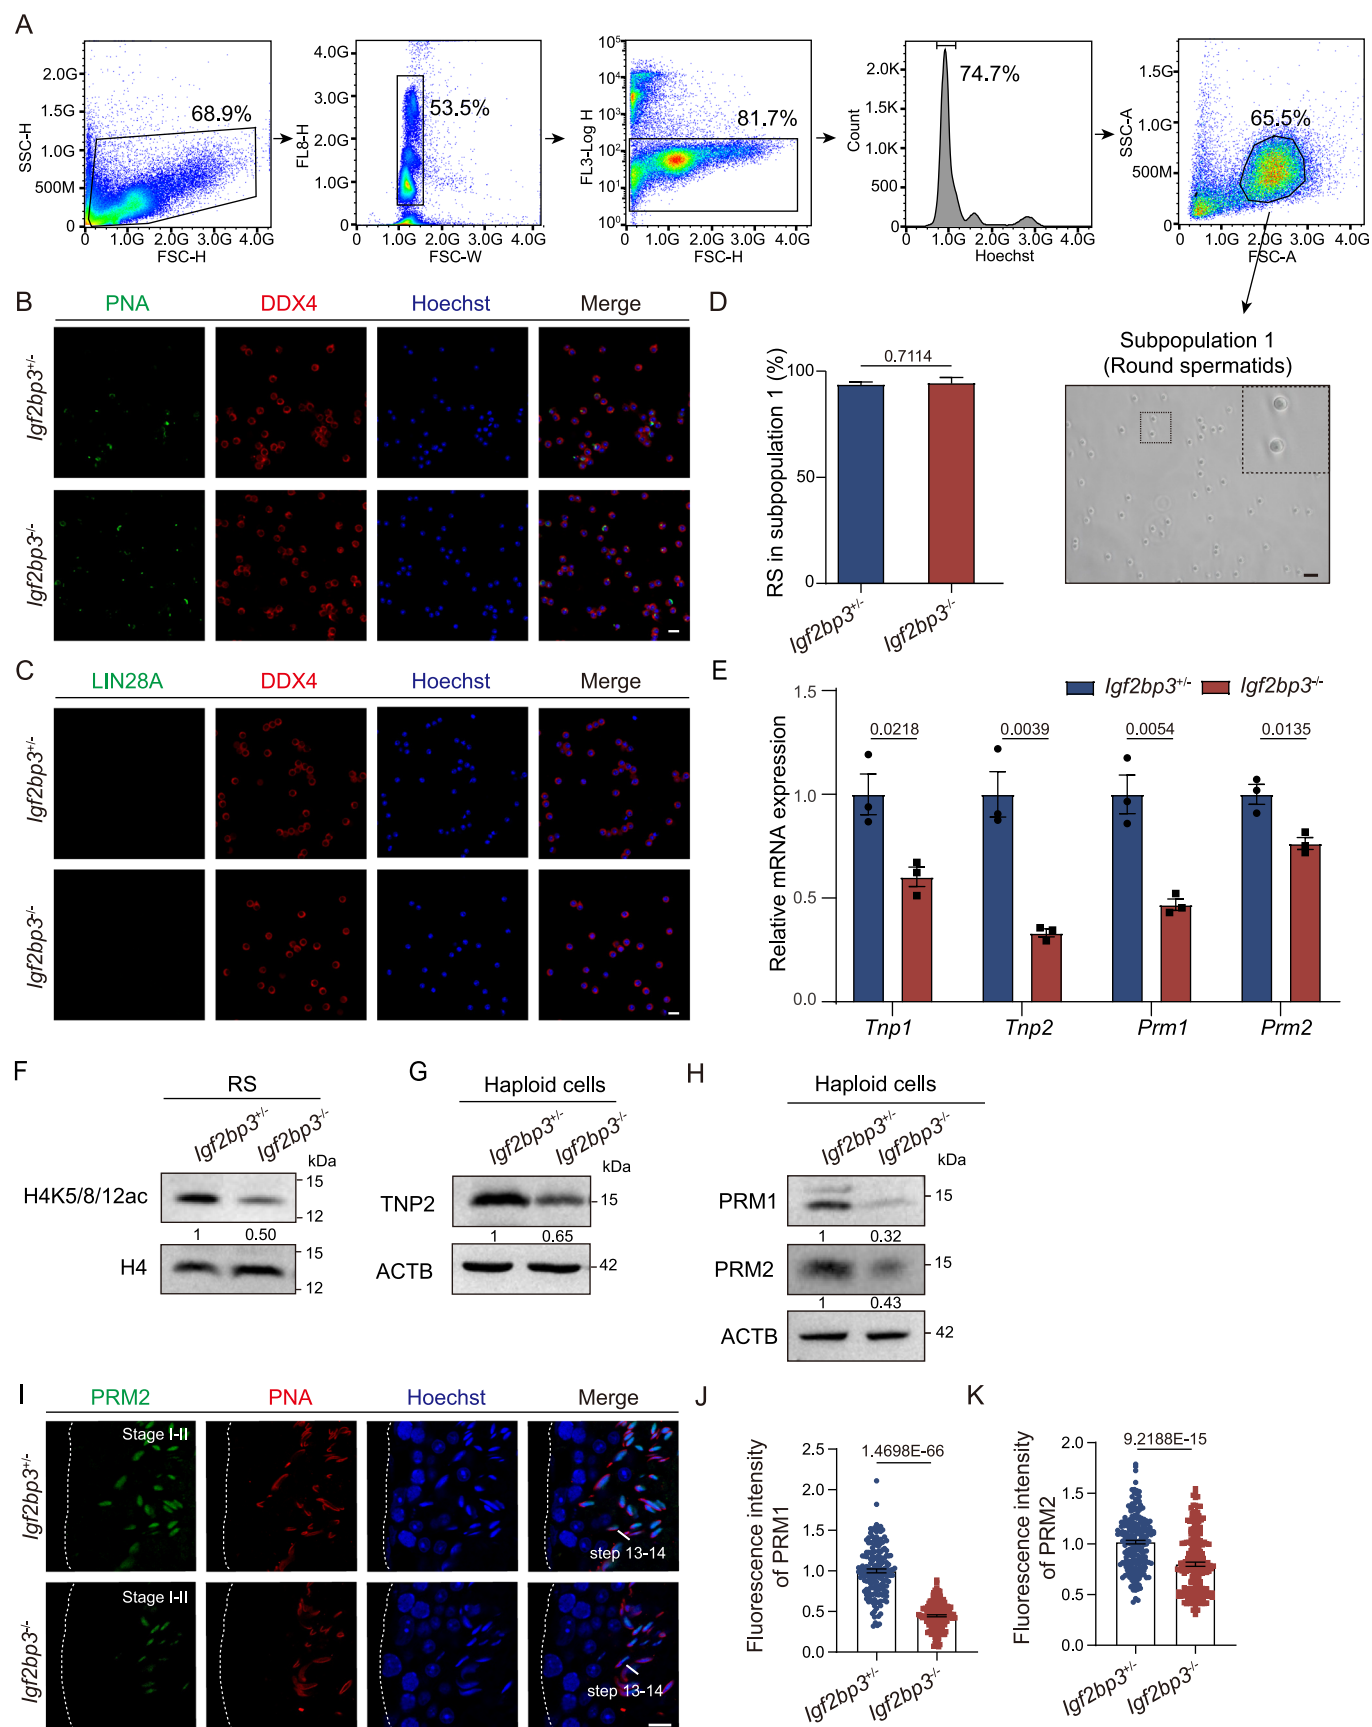

◀ **Figure EV2. The down-regulation of transition proteins and protamines in *Igf2bp3*-KO spermatids, related to Fig. 3.**

(A) Representative FACS strategy for isolating round spermatids from *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. Isolated round spermatids showing in the bright field image. Scale bar, 80  $\mu$ m. (B, C) Immunostaining of PNA or LIN28A (green), and DDX4 (red) in round spermatids sorted from *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes, respectively. Scale bar, 20  $\mu$ m. (D) Percentage of round spermatids in Subpopulation 1 sorted from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean  $\pm$  SEM. (E) qPCR analysis of the relative expression levels of *Tnp1*, *Tnp2*, *Prm1*, and *Prm2* normalized to  $\beta$ -Actin in *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> RS. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean  $\pm$  SEM. (F) Western blotting analysis of the protein levels of H4K5/8/12ac in *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> RS. The values below each band represent the relative expression levels of each protein, normalized using H4 as a loading control. (G, H) Western blotting analysis of the protein levels of TNP2 (G), PRM1 and PRM2 (H) in haploid cells from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. The values below each band represent the relative expression levels of each protein, normalized using ACTB as a loading control. (I) Immunofluorescence of PRM2 (green) and PNA (red) in adult testicular paraffin sections from 8-week-old *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mice. Scale bar, 10  $\mu$ m. Dotted borders demarcates the basement membrane of the seminiferous tubule. (J, K) Quantification of fluorescence intensity of PRM1 (Fig. 3G) and PRM2 (Fig. EV2I) in paraffin sections of adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes. Unpaired two-tailed *t* test. Error bars, *n* = over 150 cells from 3 biological replicates, mean  $\pm$  SEM.

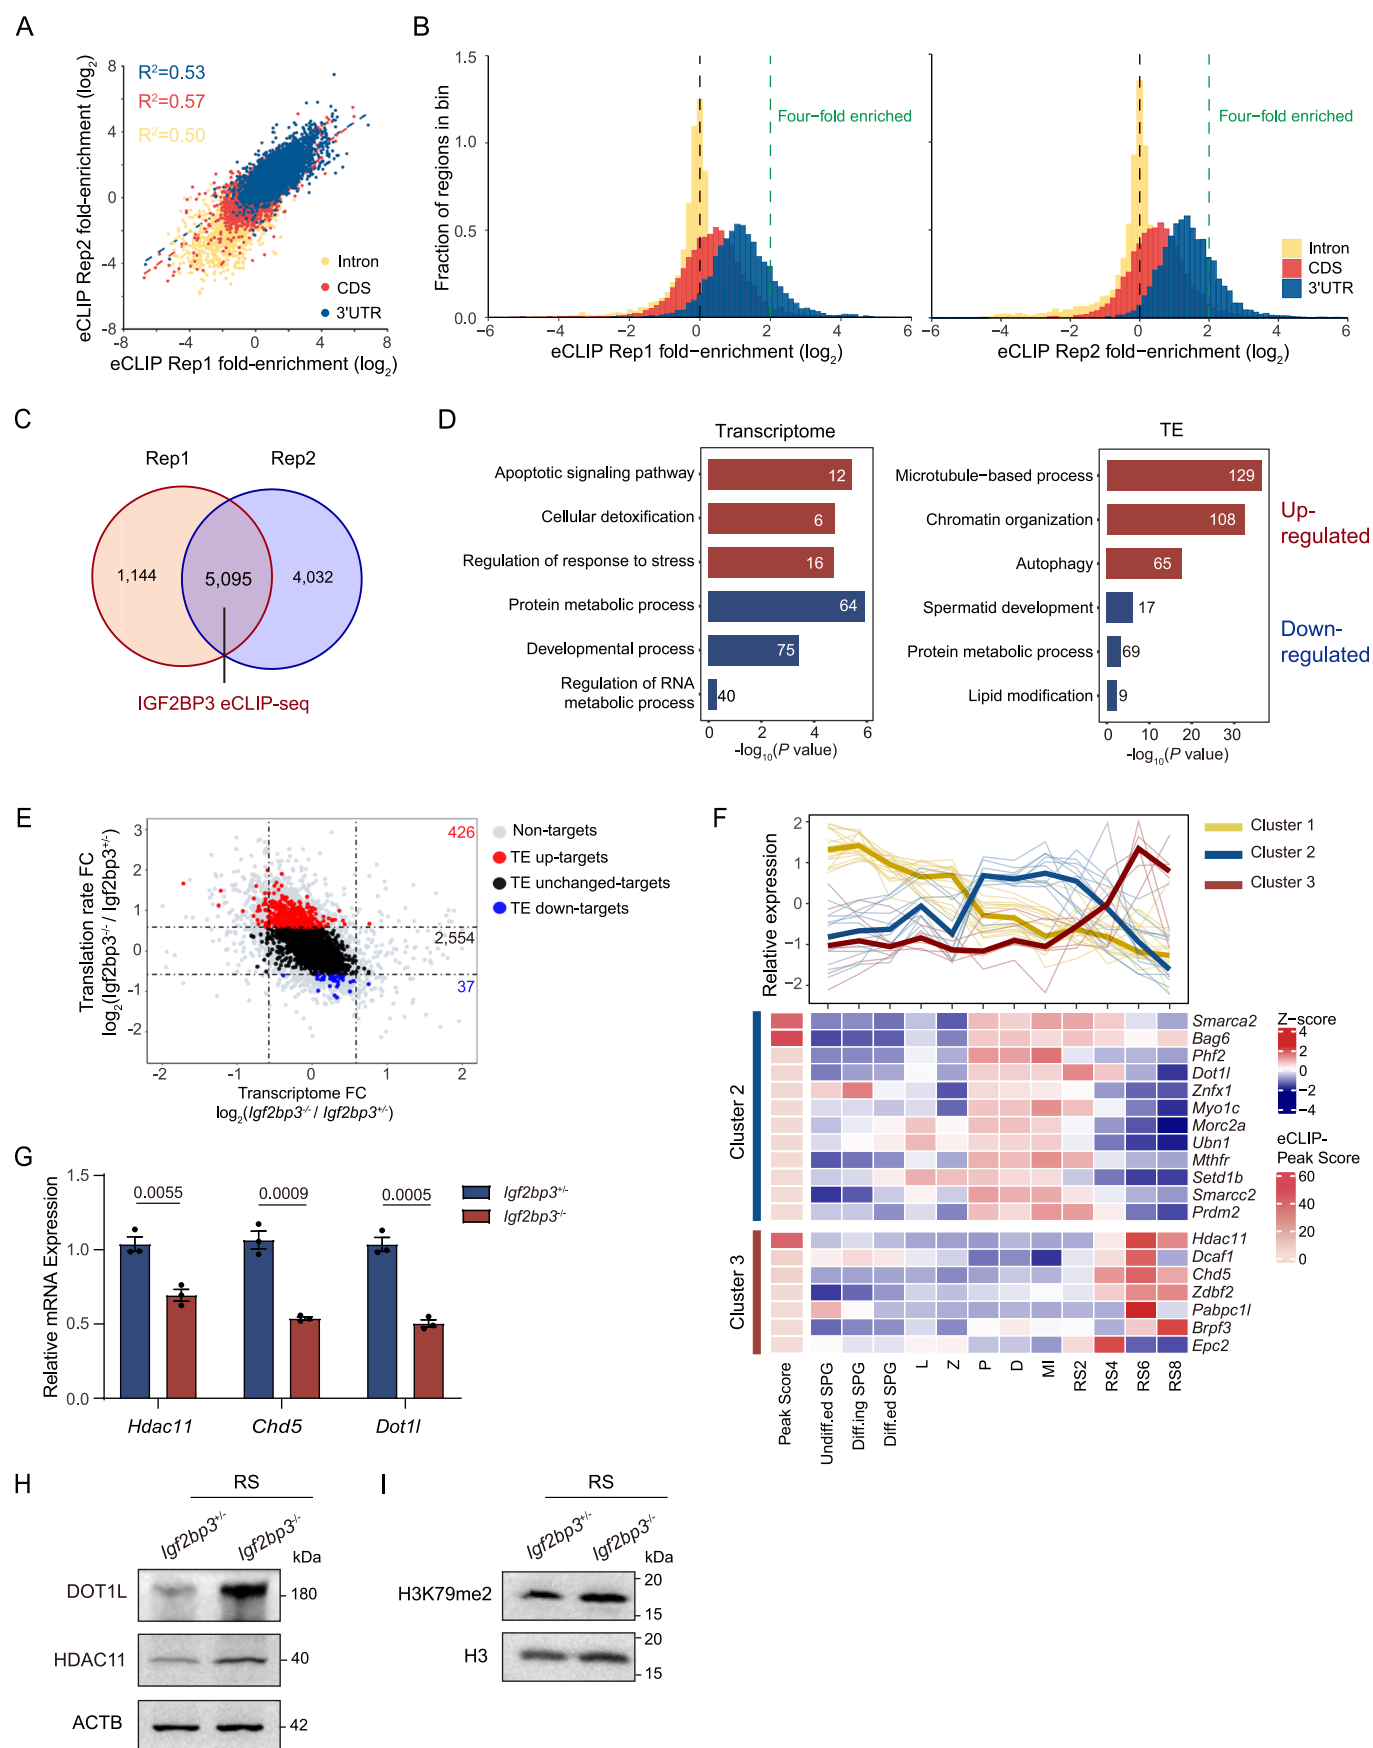

**Figure EV3. Testicular eCLIP-seq of IGF2BP3 and translation efficiency changes between *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> round spermatids, related to Fig. 4.**

(A) eCLIP fold enrichment comparison across replicates and samples. Fold enrichment of IGF2BP3 IP1 over paired SMInput1 (x axis) versus IGF2BP3 IP2 over paired SMInput2 (y axis). Dotted lines and  $R^2$  values indicate least-squares regression performed separately for each region type. CDS, coding sequences; UTR, untranslated regions. Rep, replicates. (B) Histogram of region-based fold enrichment for IGF2BP3 (each compared to its paired SMInput). Left, Rep1; right, Rep2. (C) Venn diagram showing the 5,095 overlapping target genes from two IGF2BP3 eCLIP-seq biological replicates. (D) Top GO terms in biological process categories of down- and upregulated genes at transcriptional-level (left) and TE-level (right). Fisher's exact test with g:Profiler was used in GO enrichment analysis. (E) Scatter plot showing mRNA-level changes (x axis) against translational efficiencies (TE) changes (y axis) between adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> round spermatids. Red dots indicate TE up-targets. Blue dots indicate TE down-targets. Black dots indicate TE unchanged-targets. Gray dots indicate non-targets of IGF2BP3. (F) Clustering analysis of 37 TE upregulated targets associated with 'chromatin organization' related to Fig. 4G (top). 

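All 37 genes were found in the annotation of mm10. By the nearest transcription start site, each of the 37 had a significant eCLIP-seq peak in both replicates. The paper took these genes from IGF2BP3 targets defined on the same eCLIP-seq data, so this count was largely fixed in advance. By the gene on the same strand that contains the peak, 32 had a significant peak in both, and Bag6 and Pabpc1l had none in either replicate. Myo1c, Dnmt3a and Jade1 had significant peaks in 1 replicate alone, and of these Dnmt3a and Jade1 were picked out after their values were seen. In the authors' deposited table, the highest −log10(P value) among the peaks nearest to Smarca2 was 39.3 in replicate 1 and 400 in replicate 2. It was 43.0 and 400 for Hdac11, and 31.8 and 62.8 for Bag6. The peaks nearest to the start site of Bag6, 8 in replicate 1 and 6 in replicate 2, lie on the minus strand of chromosome 17 between 35149786 and 35150302, in exons 27 to 29 of Prrc2a. Bag6 itself is on the plus strand, from 35135178 to 35147322. The 10 significant peaks of Smarca2 in replicate 1 include 7 in its 3′UTR on chromosome 19. These lay in stretches from 26777698 to 26777962 and from 26778118 to 26778233, and not all of them touched each other.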

Heatmap showing the genes in cluster 2 and cluster 3 (bottom). (G) qPCR analysis of the relative expression levels of indicated transcripts in round spermatids from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> testes. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean  $\pm$  SEM. (H) Western blotting analysis of the protein levels of DOT1L and HDAC11 in *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> RS. ACTB serves as a loading control. (I) Western blotting analysis of the protein levels of H3K79me2 in *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> RS. H3 serves as a loading control.

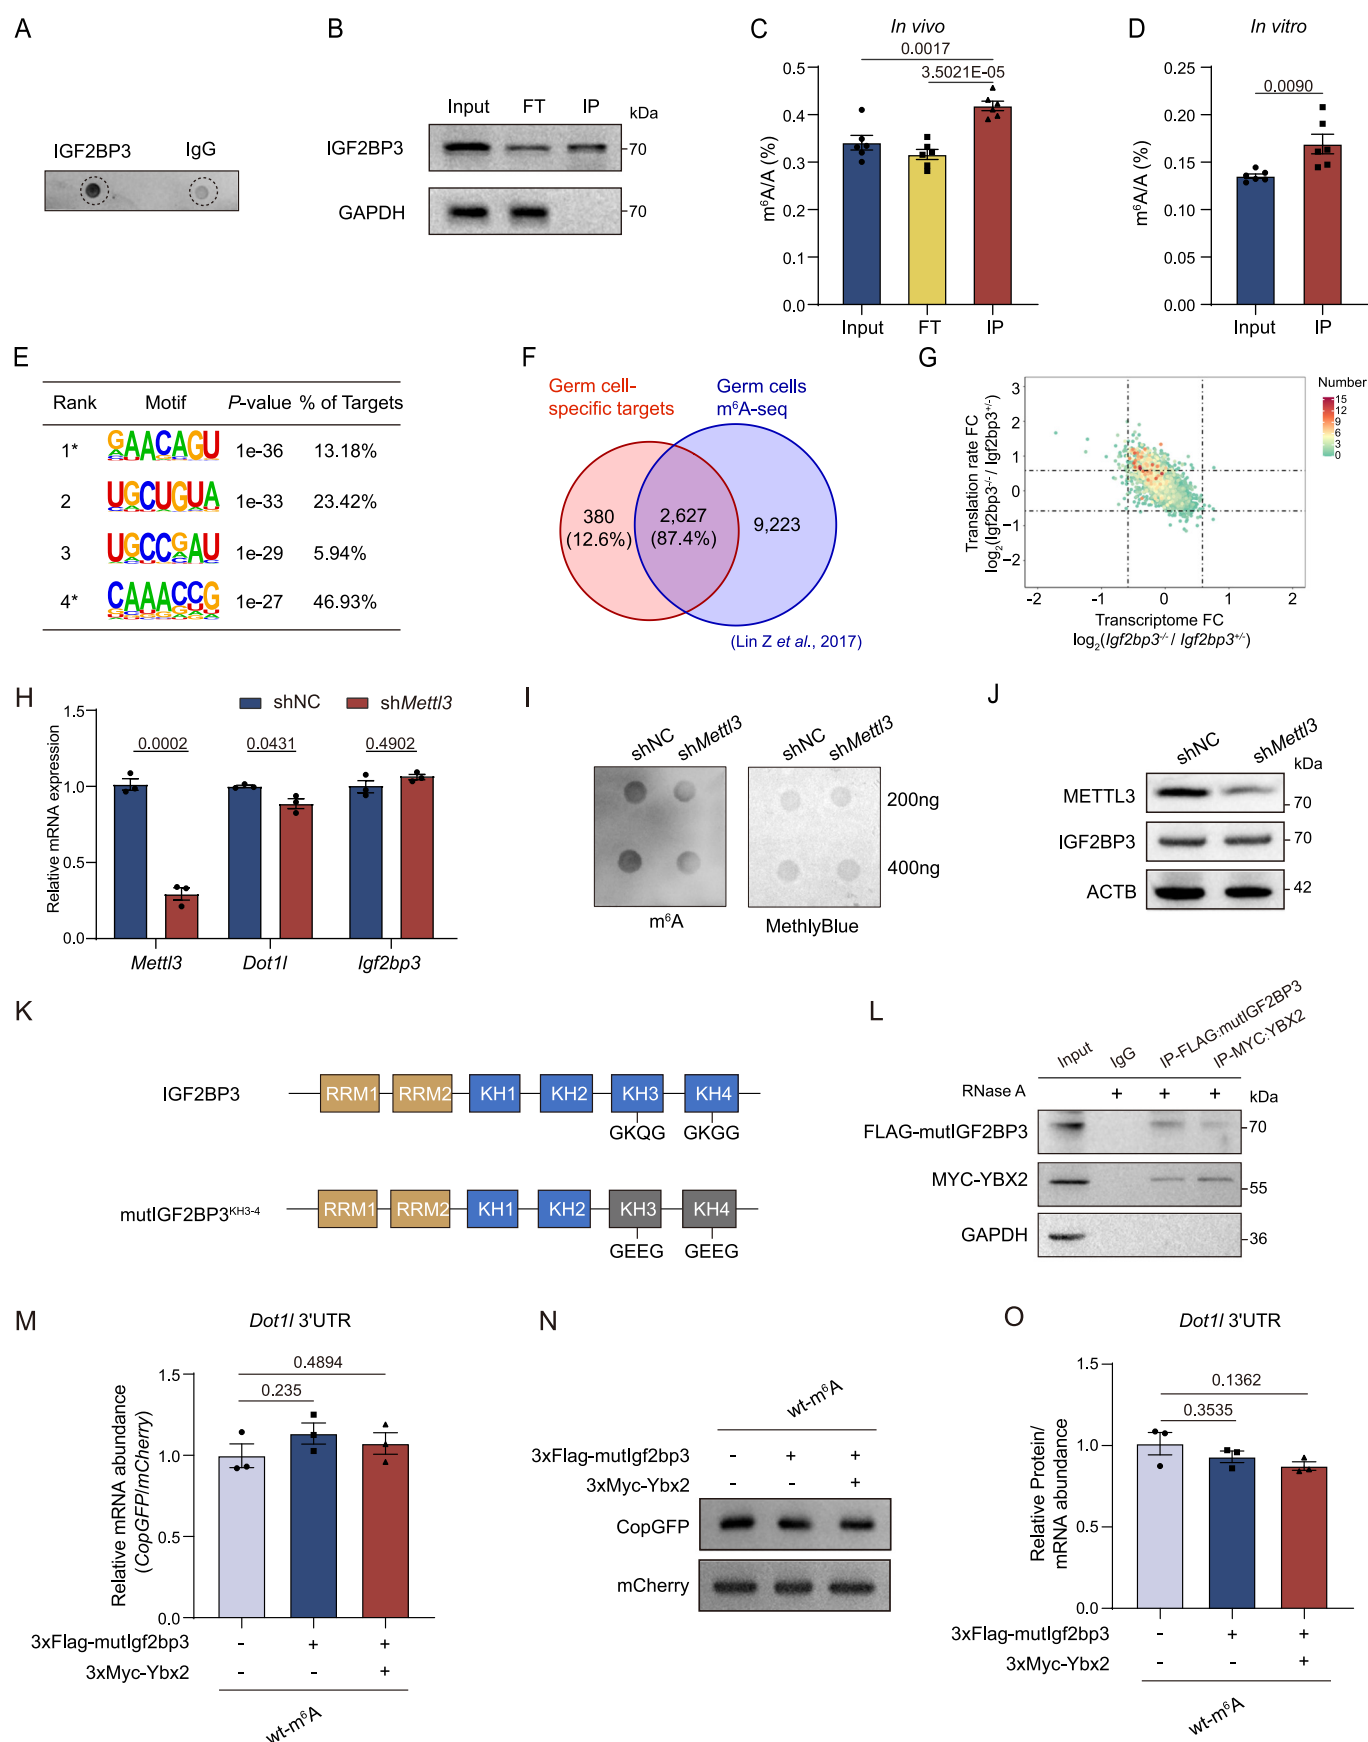

**Figure EV4. IGF2BP3 recognizes and regulates m<sup>6</sup>A-containing RNAs in mouse testes, related to Fig. 6.**

(A) Dot blotting analysis of the m<sup>6</sup>A level in IGF2BP3-bound RNAs isolated from adult testes with IgG as the control. (B) Western blotting analysis using adult mouse testicular lysates prior to RIP. (C) RIP LC-MS/MS showing m<sup>6</sup>A enrichment in IGF2BP3-bound RNAs while depleted in the flow-through (FT) portion (mouse testes) ( $n = 6$ , two technical replicates over three biologically replicates). Unpaired two-tailed  $t$  test. Error bars, mean  $\pm$  SEM. (D) LC-MS/MS showing m<sup>6</sup>A enrichment in His6-IGF2BP3 bound mRNA portion. ( $n = 6$ , two technical replicates over three biologically replicates). Unpaired two-tailed  $t$  test. Error bars, mean  $\pm$  SEM. (E) Top consensus sequences on overlapping IGF2BP3-bound peaks using HOMER. The motifs marked with \* represent m<sup>6</sup>A motifs. (F) Venn diagram showing the overlap between 3,007 germ cell-specific targets of IGF2BP3 identified in Fig. 4C and m<sup>6</sup>A-modified mRNA in testicular germ cells (Lin et al, 2017). (G) Scatter plot showing the number of m<sup>6</sup>A-modified sites of IGF2BP3 targets with the mRNA-level changes (x axis) against TE changes (y axis) between adult *Igf2bp3*<sup>-/-</sup> and *Igf2bp3*<sup>+/-</sup> round spermatids. (H) qPCR analyses of the relative expression levels of *Mettl3*, *Dot1l* and *Igf2bp3* mRNA normalized to  $\beta$ -Actin in GC-2 cells treated with sh*Mettl3* or control shRNA. Unpaired two-tailed  $t$  test. Error bars,  $n = 3$  biological replicates, mean  $\pm$  SEM. (I) Dot blotting analysis of the global m<sup>6</sup>A level of RNA extracted from *Mettl3*-knockdown or control GC-2 cells. (J) Western blotting analysis of the protein levels of METTL3 and IGF2BP3 in GC-2 cells treated with sh*Mettl3* or control shRNA. ACTB serves as a loading control. (K) Schematic structures showing RNA-binding domains within IGF2BP proteins and a summary of IGF2BP variants used in this study. Yellow boxes are RRM domains, blue boxes are wild-type KH domains with GxxG motifs, and grey boxes are inactive KH domains with GxxG converted to GEEG. (L) Western blotting analysis of FLAG-mutIGF2BP3 and MYC-YBX2 in the Flag-mutant *Igf2bp3* and Myc-Ybx2 co-transfected HEK293T cell lysates (input), and the lysate immunoprecipitation with anti-IgG, anti-FLAG or anti-MYC antibodies treated with RNase A (+), respectively. (M) qPCR analyses of the relative levels of *CopGFP* mRNAs normalized to *mCherry* mRNAs. Cell lines were treated with 2  $\mu$ g/ml actinomycin D for 2 h. Unpaired two-tailed  $t$  test. Error bars,  $n = 3$  biological replicates, mean  $\pm$  SEM. (N) Western blotting analysis of the protein levels of CopGFP under the regulation of *Dot1l* 3'UTR with the overexpression of FLAG-tagged mutant IGF2BP3 or MYC-tagged YBX2. The level of mCherry is set as the internal control. (O) Histogram showing the ratios of CopGFP proteins (normalized to mCherry proteins) to the *CopGFP* mRNAs (normalized to *mCherry* mRNAs), corresponding to Fig. EV4M,N. Unpaired two-tailed  $t$  test. Error bars,  $n = 3$  biological replicates, mean  $\pm$  SEM.

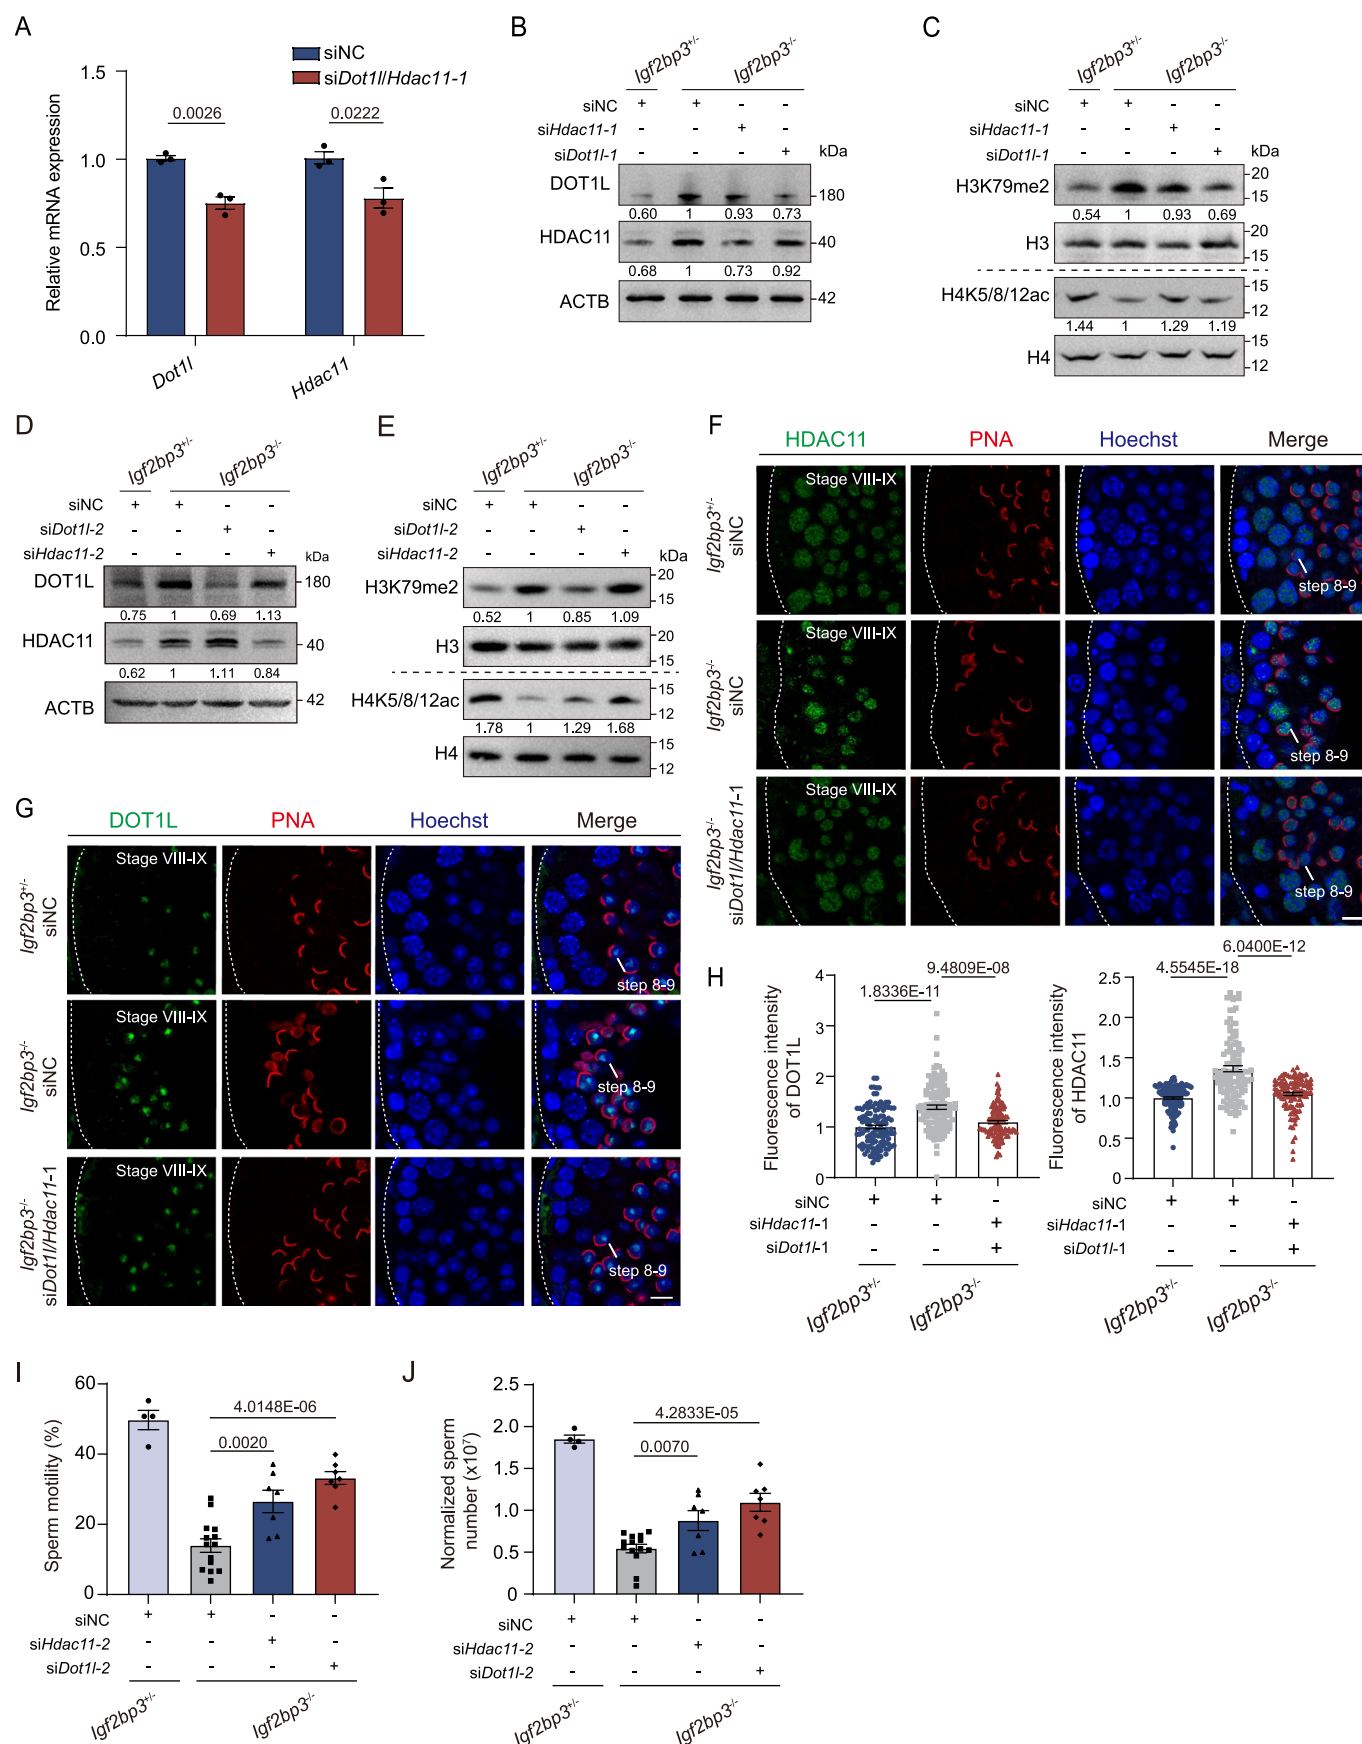

◀ **Figure EV5. Testicular DOT1L and HDAC11 down-regulation rescue the sperm developmental disorders in IGF2BP3-KO testes, related to Fig. 7.**

(A) qPCR analyses of the relative expression levels of *Dot1l* and *Hdac11* mRNAs normalized to  $\beta$ -Actin in RS from *Igf2bp3*<sup>-/-</sup> mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1. Unpaired two-tailed *t* test. Error bars, *n* = 3 biological replicates, mean  $\pm$  SEM. (B-E) Western blotting analysis of the protein levels of DOT1L, HDAC11, H3K79me2 and H4K5/8/12ac from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes injected with negative control siRNA (siNC), siRNA targeting *Dot1l* (si*Dot1l*-1/2) or siRNA targeting *Hdac11* (si*Hdac11*-1/2). The values below each band represent the relative expression levels of each protein. ACTB serves as the internal control of DOT1L and HDAC11, H3 serves as the internal control of H3K79me2, H4 serves as the internal control of H4Ac. (F, G) Immunofluorescence of HDAC11 or DOT1L (green) and PNA (red) in paraffin sections of adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1. Scale bar, 10  $\mu$ m. Dotted borders demarcates the basement membrane of the seminiferous tubule. (H) Quantification of fluorescence intensity of DOT1L (left) and HDAC11 (right) in paraffin sections of adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse testes injected with siNC or si*Dot1l*/*Hdac11*-1, corresponding to Fig. EV5F,G. Unpaired two-tailed *t* test. Error bars, *n* = over 88 cells from 3 biological replicates, mean  $\pm$  SEM. (I, J) CASA of the percentage of motile sperm (I) and the corresponding concentration of epididymal spermatozoa (J) from adult *Igf2bp3*<sup>+/-</sup> and *Igf2bp3*<sup>-/-</sup> mouse injected with siNC, si*Dot1l*-2 or si*Hdac11*-2. Unpaired two-tailed *t* test. Each bar represents the mean  $\pm$  SEM from 7 biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

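IGF2BP3 eCLIP-seq of testes from 8-week-old mice was analysed in 2 replicates, each with 1 IP and 1 SMInput library. The authors processed the reads and deposited, for each replicate, a table of read clusters with position, strand, −log10(P value) and log2(fold change). The deposited −log10 values are the authors' P values of a comparison of IP and SMInput reads in each cluster. The test was a chi-square test or, for low read numbers, Fisher's exact test. Values are listed as 0 where the IP was not enriched, and also for some clusters with a log2(fold change) above 0. The strongest clusters are listed as 400. The log2 values are the authors' ratio of IP to SMInput reads, each scaled to its library. Before that, the authors removed adapters and ribosomal RNA reads, aligned the reads to mm10, collapsed PCR duplicates by unique molecular identifiers and called clusters with Clipper. No sample labels beyond the replicate and the kind of library were needed, and each table was read as the comparison of the IP with the SMInput of the same replicate.

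Clusters with a log2(fold change) of at least 2 and a −log10(P value) of at least 2 were counted as significant peaks. Positions were checked against the chromosome lengths of GRCm38, and 0 clusters of either replicate ran past the end of a chromosome. Library totals were found as the whole numbers for which the listed fold changes and P values correspond to whole read numbers, with a two-sided Fisher's exact test where any number was below 5 and a chi-square test with Yates' correction otherwise. Of the clusters with a −log10(P value) between 0 and 400, 0.79% in replicate 1 and 0.567% in replicate 2 had no such solution. Another 0.253% and 0.412% had several solutions. Both kinds were left out wherever read numbers were used. Results within classes of read number also leave out the 35,791 and 16,261 clusters listed at 0. They leave out the 155 and 327 listed at 400 too, and rest on 298,144 and 197,811 clusters. From the recovered reads, the calls of 298,144 clusters in replicate 1 and 197,811 in replicate 2 were recalculated, and 100% fell on the listed side of the thresholds. This checks the calculation alone, since the recovered reads were chosen to return both listed values. For the comparison at equal depth, reads of each cluster were thinned at random to 4,637,612 IP reads and 8,706,391 SMInput reads in both replicates, in 20 draws, and the clusters with a −log10(P value) of 400 were kept as they were. The procedure on read numbers was tested on simulated data: of 2,723 simulated clusters at the library sizes of replicate 1, 99.9% had a single solution, and 100% of these were the numbers put in. For replicate 2, 99.7% of 2,758 simulated clusters had a single solution. Among 100 simulated regions with a known odds ratio of 2, 100 were found, with a median estimate of 2.00, and 2 of 100 unchanged regions were called. These simulated counts were independent, whereas touching peaks can share reads. The simulation therefore checks the calculation and not the error rate of the tests on peaks. In simulated groups, the permutation test of medians found 90% of 50 known differences and called 4% of 50 equal groups.

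Overlap between replicates meant at least 1 base in common on the same strand. Target genes were assigned by the nearest transcription start site on either strand, as in the paper's HOMER annotation, among curated RefSeq transcripts of GRCm38. This source was chosen after the data were seen, because its gene symbols matched those of most peaks in the copy of the supplementary peak table at hand. That copy holds 1,599 peaks per replicate of the 16,579 and 28,494, so no test was made on it. It gave the same position and both values for all 1,599 peaks of each replicate, and the same symbol for 94.6% and 96.4%. Gene regions came from basic transcripts of GENCODE release M21, which is not the Ensembl version named in the paper. Motifs were counted in windows of 100 bases on the strand of the peak. The peaks per gene of the 426 targets with raised translation in the supplement were compared between the groups by number of m6A peaks, 121 genes with none, 194 with 1 to 3 and 111 with more than 3.

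Counts of clusters, windows and genes were compared with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method within each family. Pooled odds ratios over read classes or regions are Mantel-Haenszel estimates with 95% intervals. Differences in medians between gene groups were tested with two-sided permutation tests of 100,000 resamples. Shares are given with 95% Wilson intervals. Clusters and genes are not replicates, and with 2 replicates no test between groups of samples was made. The named genes were those the paper names with the eCLIP-seq data or as bound or not bound, the 5 peaks significant in both replicates with the largest smaller log2(fold change), and the 5 genes with the most peaks significant in both. H2afb1 was not matched to a gene and was not analysed here, and H2al1 was read as H2al1m, a member of a family of near-identical copies. Alternatives covered stricter and looser thresholds, the overlap that counts as shared, the rule and the annotation that give a peak its gene, the order of regions, the window and the background of the motif counts, equal depth, and each replicate alone. RNA-seq and ribosome-bound RNA data of the study were not analysed here. The calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and Matplotlib 3.10.9.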

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

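The comparison with genes of similar SMInput read number was chosen only after the strong shared peaks were seen; the other tests in this part were written down beforehand.

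Several of the strongest peaks lie in genes that the main text of the paper does not discuss. They drew attention as signal above the SMInput control in both replicates. Ranked by the smaller log2(fold change) of both replicates in the authors' deposited table, the highest was in the 3′UTR of Spata3 on chromosome 1, from 86029874 to 86029932, with 6.76 in replicate 1 and 6.92 in replicate 2. A peak in the CDS of 1700001C19Rik on chromosome 17, from 47413608 to 47413647, had 6.69 and 6.26. A peak of 8 bases in the 3′UTR of Adam20 on chromosome 8, from 40797176, had 6.25 and 7.43. It rests on 45 and 48 IP reads against a single SMInput read in each replicate, the floor of the comparison. St6galnac2 on chromosome 11 held 62 peaks significant in both replicates, which joined into 10 sites, and all of its 63 clusters in replicate 1 and 56 clusters in replicate 2 were significant. By the nearest start site these 62 peaks would be given to Snord1a. In Spata3, 32 of 32 clusters in replicate 1 and 25 of 25 in replicate 2 were significant. Transcript abundance was tested as a technical explanation. Across genes with at least 10 clusters, the percent of clusters that were significant rose with the SMInput reads of the gene in replicate 1 (Spearman's rho 0.297) and fell slightly in replicate 2 (rho −0.0677), and with the reads of clusters within 300 bases counted once rho was 0.253 and −0.122, so a general effect of abundance cannot be told apart from none, because the replicates differ in sign. For the genes with the most shared peaks, abundance alone is unlikely as the explanation. Other genes with at least as many SMInput reads in replicate 1 had a median of 5% of their clusters significant, against a median of 87.8% for those genes, and 1.46% of these other genes had a share as high as the lowest of those genes; with reads counted once, the median of the other genes was 4.21%. Reads shared between near-identical genes were not tested, and the design has a single condition, so no biological explanation was tested.

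Ybx2, which encodes the partner of IGF2BP3 in Fig. 5, had 4 peaks in its own 3′UTR that were significant in both replicates, on chromosome 11 from 69941292 to 69941398 in replicate 1. They drew attention because the main text of the paper does not discuss binding to this mRNA; the copy of the supplementary peak table read here holds only 1,599 peaks per replicate, so the full table may list them. Their log2(fold change) ran from 2.19 to 2.75 in replicate 1 and from 2.23 to 2.74 in replicate 2. Of the clusters listed for Ybx2, 4 of 38 in replicate 1 and 2 of 30 in replicate 2 were significant, all of them at this site. Clusters in 3′UTRs hold more reads than others. Among clusters with recovered reads, the odds ratio of 3′UTR within classes of equal read number was still 3.51 and 4.69 in replicates 1 and 2. Read number is therefore unlikely to be the whole source of significant peaks in 3′UTRs. No biological explanation was tested.

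The 8 significant peaks of replicate 1 whose nearest start site is that of Bag6 all lie in the CDS of Prrc2a on the other strand, as do the 6 peaks of replicate 2, and the main text of the paper does not discuss Prrc2a. The same happens elsewhere: for 43.2% of the peaks of replicate 1 inside a gene, the nearest start site belongs to another gene. A candidate explanation is that the nearest-start rule does not look at the strand. With start sites of the peak's own strand alone, 31.7% of the peaks of replicate 1 still went to another gene, so the strand accounts for part of this. By the construction of the rule, those peaks lie at least as close to the start of another gene on their strand as to that of their own.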

How the results depend on the processing

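All alternatives were set before the data were examined, except those said to be added; no test of an explanation is given in this part, so none was chosen after its result was seen. Of 107 comparisons with these alternatives, 63 were classed as unchanged, 24 moved, 5 became weaker, 3 stronger and 12 reversed. For results other than counts, unchanged meant the same direction and side of the threshold, or a value within its error. Counts were classed by the size of their change, without an error, so a count classed as unchanged can still differ clearly. With the −log10(P value) alone, the significant peaks of replicate 2 went from 28,494 to 40,713 and were classed as unchanged. So were the target genes, at 5,115 in both replicates and 6,284 without replicate 2. Comparisons that left out 1 replicate were judged on size and direction alone, not against the threshold. Of 24 comparisons with alternatives added after seeing the data, 17 were classed as unchanged, 4 moved, 2 became weaker and 1 stronger. Where no value is given for a cause, the cause was not tested. The excess of significant peaks in 3′UTRs kept its direction and stayed past the threshold under each alternative run with a test, and its direction at equal depth, with odds ratios from 6.62 to 9.23 in replicate 1 and from 4.83 to 8.29 in replicate 2, and so did the deficit in introns, from 0.123 to 0.257 and from 0.211 to 0.670.

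With both thresholds raised to 3, the significant peaks fell to 3,993 and 5,226, the shared peaks to 1,429 and the target genes to 1,155, by the construction of this alternative. The protein-coding share of replicate 2 was then 85.2%, the odds ratio of CDS in replicate 1 was 1.07 and no longer past the threshold, that of 5′UTR in replicate 1 reversed to 0.889, and that of chromosome X in replicate 2 reversed to 0.857, neither of them past it. The −log10(P value) alone gave 25,114 peaks in replicate 1. At equal depth, replicate 1 had 18,061 significant peaks and replicate 2 had 17,241. With at least 50% of each peak in common, 3,533 peaks were shared, and the correlation between replicates was 0.676 (Pearson's r) and 0.629 (Spearman's rho). Among pairs with a −log10(P value) of at least 2 in at least 1 replicate, it was 0.488 and 0.422. Genes with peaks that overlap each other in both replicates numbered 2,112. Each replicate alone gave from 6,284 to 9,195 target genes, the higher number without replicate 1.

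With the gene that contains the peak in place of the nearest start site, the protein-coding shares were 97.3% and 97.4%. Among the targets with raised translation, the median number of peaks was then higher by 2 in genes with 1 to 3 m6A peaks and by 3 in genes with more than 3 than in genes with none, both now past the threshold (permutation test, adjusted p = 0.000435 and p = 3.0e-05, against 0.744 and 1 by the nearest start site). The difference between the groups with more than 3 and with 1 to 3 m6A peaks reversed to 1 (permutation test, adjusted p = 0.28). With each replicate alone, by the nearest start site, the group with 1 to 3 m6A peaks differed from that with none by 0 to 1 peaks, and the group with more than 3 from that with 1 to 3 by −1 to 0 peaks. With annotation settings added after seeing the data, the protein-coding shares were 61.7% and 60.4% for the nearest GENCODE start site and 96.3% and 96.3% for the containing GENCODE gene, and the odds ratio of 5′UTR in replicate 1 was 1.11 with RefSeq transcripts, past the threshold. Raising the thresholds lowered 48 of 70 counts of peaks in named genes, and the containing gene changed 31 of 70, 13 of them downwards.

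The motif results changed with the background. Against windows 200 bases up- and downstream, the odds ratios in 3′UTRs were 0.781 for GAACA, now past the threshold, 0.890 for AAACC, reversed, and 0.853 for DRACH, reversed and past the threshold; in CDS, GAACA at 0.951 and AAACC at 1.16 were no longer past it. Against shuffled dinucleotides, GAACA reversed to 1.08 in 3′UTRs and 1.22 in CDS, DRACH in CDS reversed to 1.04, and AAACC in CDS weakened to 1.11. In windows of 50 bases, AAACC in 3′UTRs reversed to 0.756, and GAACA in CDS weakened to 0.765. With 1 window per joined site, added after seeing the data, GAACA and AAACC in CDS weakened to 0.815 and 1.33. Across the fits that each left out 1 replicate, GAACA ran from 1.06 to 1.25 in 3′UTRs, reversed, and from 0.883 to 0.902 in CDS, AAACC from 1.24 to 1.83 in 3′UTRs and from 1.13 to 1.35 in CDS, and DRACH from 1.46 to 1.50 in 3′UTRs and from 0.950 to 1.00 in CDS.

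Among significant peaks with more than 1 SMInput read, the median IP reads were 16 and 10, against 13 and 8 for all. The thinned comparison leaves out clusters without a single solution and keeps those at the highest −log10(P value), so it says nothing about these. No paired analysis was possible because no result here is a test between groups of samples. Each P value and fold change is already the authors' comparison of IP and SMInput within a replicate. The reads recovered from them belong to clusters listed for each replicate separately. Only 24.9% of the clusters of replicate 1 and 37.3% of those of replicate 2 overlapped a cluster of the other replicate. Some had the same bounds in both, such as the Dot1l peak from 80793600 to 80793606. Reads of such clusters were not compared across the replicates.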

Differences from the paper's values

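No test of an explanation is given in this part. The share of IP reads in peaks, about 7.8% and 18% in the paper (Appendix Fig. S3A, read by eye), could be given only a lower bound here, 4.59% and 7.13%, so no difference is counted for it. Among the other values compared at the paper's thresholds, the only ones that lie more than 1.5 times apart are the IP reads per library. The paper shows about 8200000 unique fragments for the IP of replicate 1 (Appendix Fig. S3A, read by eye), and the deposited fold changes and P values correspond to a total of 5133438 IP reads, so the paper's value is 1.60 times as high. For the IP of replicate 2, the paper shows about 7900000 in the same figure, against 4637612 here. For SMInput, the figure shows about 6700000 and about 21000000, against 8706391 and 16696122 here. None of the alternatives set before the data were examined changes the library totals, so none closed the gap.

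The paper places approximately 96% of the binding sites in protein-coding transcripts. The share here was 86.7% and 86.9% by the nearest start site, 97.3% and 97.4% by the same-strand gene that contains the peak, and 96.3% and 96.3% by the containing gene in GENCODE, the last chosen after seeing the values. The paper's number of overlapping target genes is 5,095, and 5,115 were found here.

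Bag6 appears among the highest of the chromatin genes in the heatmap of Fig. EV3F, read by eye. The main text and the figure legend do not state this ranking. The 8 and 6 significant peaks of Bag6 by the nearest start site lie in Prrc2a. On its own strand, 0 significant peaks of either replicate lie in Bag6. The paper describes binding in the 3′UTR of Dot1l. By the nearest start site, 0 peaks of Dot1l lie in its 3′UTR, and by the containing gene 8 and 5 do. The paper names GAACA among the motifs of the overlapping peaks. Here its odds ratio was 0.870 in 3′UTRs and 0.733 in CDS against clusters that were not enriched, and it lay above 1 against shuffled dinucleotides, at 1.08 and 1.22, without passing the threshold; in 3′UTRs it was 1.06 without replicate 1 and 1.25 without replicate 2; HOMER's own motif search was not run.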

Other observations

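In this part, the use of the planned equal-depth comparison as a test of the number of significant peaks, its comparison with replicate 1 unthinned, the tests of read classes on CDS and introns and the tests of leading sequences on other chromosomes were chosen only after the result was seen. The study has a single condition, so no biological explanation was tested for any of these observations.

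The files list 1.72 times as many significant peaks in replicate 2 as in replicate 1. At equal depth this ratio was 0.954, but thinning itself added calls, since replicate 1 rose from 16,578 to 18,061 with fewer IP reads and the same SMInput reads. With replicate 2 thinned to 17,241 and replicate 1 left as it was, the ratio was 1.04, so the deeper SMInput library of replicate 2 is a likely source of the difference. CDS was over-represented among the significant peaks of replicate 1 and under-represented among those of replicate 2. Depth accounts for at most part of this: at equal depth the odds ratio of CDS was 1.03 in replicate 1 (1.02 to 1.04 over the draws) and 0.787 in replicate 2, still on opposite sides of 1. Among clusters with recovered reads, however, the odds ratio of CDS within classes of equal read number was 0.411 and 0.422 in replicates 1 and 2. The read numbers of CDS clusters may therefore explain why the replicates differ without these classes, though the values without classes come from all clusters.

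Introns were under-represented among the significant peaks, with odds ratios of 0.201 in replicate 1 and 0.667 in replicate 2. Within classes of equal read number, among clusters with recovered reads, they were 0.744 (95% interval 0.711 to 0.777) and 0.570 (0.553 to 0.589). In replicate 1, much of the deficit thus goes with read number or with the clusters left out. Read number is unlikely to be the whole cause in either replicate. Introns held 22.8% of the significant peaks of replicate 1 and 3.09% of the shared ones. Of the intron peaks of replicate 1 with recovered reads, 4.48% were shared, against 45.5% of those in 3′UTRs. Intron peaks had fewer reads, with a median of 8 IP reads against 16, but over classes of equal IP reads the pooled odds ratio of being shared was still 0.175 (95% interval 0.145 to 0.212), so read number is unlikely to be the whole cause, and what else sets intron peaks apart stays open.

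Among the 426 targets with raised translation, 419 had a significant peak in both replicates by the nearest start site and 372 by the containing gene, and the study chose this list on these samples. By the containing gene, targets with more than 3 m6A peaks had more significant peaks than those with none, with medians of 5 and 2 (two-sided permutation test, p = 1e-05, the smallest that 100,000 resamples can give). The length of the mRNA, with medians of 6.97 and 3.73 kilobases, is a possible explanation: per kilobase the difference in medians was 0.0995 (permutation test, p = 0.211). The number of clusters, with medians of 72 and 20, is another: as a percent of the gene's clusters, the difference was −3.12 (permutation test, p = 0.00065), lower in the group with more m6A peaks.

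Base composition was tested as an explanation of the sequences of 5 bases that lead the shared peaks. In 3′UTRs, where the sequence at rank 1 was TCATA, the odds ratio of a window with any of the 5 leading sequences against shuffled copies was 1.06 (two-sided Fisher's exact test, p = 0.294), and in CDS it was 1.34 (p = 0.000208 from the same Fisher's exact test), but these sequences were chosen on the same windows, so neither value decides. With the sequences chosen on some chromosomes and counted on the others, 1 window per joined site, the first split run, by odd chromosome numbers, gave 1.23 in 3′UTRs (p = 0.000872, Fisher's exact test) and 1.12 in CDS (p = 0.25, Fisher's exact test). Over 20 random splits run because of this, the median was 1.04 in 3′UTRs, from 0.846 to 1.19, with 3 splits above 1 and past 0.05, and 1.11 in CDS, from 0.959 to 1.38, with 4 such splits. Whether composition explains these sequences cannot be told apart in either region, because the result depends on the split.

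Chromosome X was under-represented among the significant peaks of replicate 1 (odds ratio 0.594, two-sided Fisher's exact test, adjusted p = 3.3e-14 over 21 chromosomes) and not in replicate 2 (odds ratio 1.06, adjusted p = 0.284, Fisher's exact test). Pooled over gene regions, the odds ratio of chromosome X was 0.540 in replicate 1, so a different mix of regions is unlikely to be the cause. The difference between the replicates itself was not tested. In all, 9 chromosomes passed the adjusted threshold in replicate 1 and 4 in replicate 2. Chromosome 11 was over-represented in both, with odds ratios of 1.29 (adjusted p = 5.2e-18, Fisher's exact test) and 1.14 (adjusted p = 8.8e-08, Fisher's exact test). Chromosomes 2, 7 and 17 were under-represented and past the threshold in both.

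Actb, Tnp1, Tnp2, Prm1 and Prm2 had 0 significant peaks in either replicate by both rules. They were covered by reads: Prm2 had 9 clusters in replicate 1, the one with the most IP reads held 368 of them and 426 SMInput reads, and the gene had a largest log2(fold change) of 1.15. The largest log2(fold change) of Tnp1 was 1.65 in replicate 1 and 1.93 in replicate 2. H1t and H1fnt also had 0 significant peaks, and Hils1 had 1 in each replicate, which overlapped. By the nearest start site, Pabpc1l, Gapdh and Mettl3 each had peaks in both replicates, and by the containing gene they had 0.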
